# NLRX1 limits inflammatory neurodegeneration in the anterior visual pathway

**DOI:** 10.1186/s12974-025-03339-0

**Published:** 2025-01-28

**Authors:** Alexander J. Gill, Matthew D. Smith, Danny Galleguillos, Thomas Garton, Jackson W. Mace, Sachin P. Gadani, Swati Kumar, Aayush Pokharel, Krista Solem, Saahith Potluri, Omar Hussein, Giuliana Sardi Rogines, Arihant Singh, Annatje Clark, Peter A. Calabresi, Marjan Gharagozloo

**Keywords:** MS, Innate immunity, NLRX1, Neurodegeneration, EAE, Retina, Optic nerve, Glia, Neuroinflammation

## Abstract

Chronic innate immune activation in the central nervous system (CNS) significantly contributes to neurodegeneration in progressive multiple sclerosis (MS). Using multiple experimental autoimmune encephalomyelitis (EAE) models, we discovered that NLRX1 protects neurons in the anterior visual pathway from inflammatory neurodegeneration. We quantified retinal ganglion cell (RGC) density and optic nerve axonal degeneration, gliosis, and T-cell infiltration in *Nlrx1*^*−/−*^ and wild-type (WT) EAE mice and found increased RGC loss and axonal injury in *Nlrx1*^*−/−*^ mice compared to WT mice in both active immunization EAE and spontaneous opticospinal encephalomyelitis (OSE) models. To minimize the effects of *Nlrx1*^*−/−*^ on peripheral lymphocyte priming during EAE, we performed adoptive transfer experiments, in which activated myelin-specific T cells were transferred into lymphocyte-deficient *Rag*^*−/−*^ or *Nlrx1*^*−/−*^*Rag*^*−/−*^ mice. In this model, we found more severe microgliosis and astrogliosis in the optic nerve of *Nlrx1*^*−/−*^*Rag*^*−/−*^ mice compared to *Rag*^*−/−*^ mice, suggesting a regulatory role of NLRX1 in innate immune cells. Transcriptome analysis in primary astrocytes activated with LPS and IFNγ demonstrated that NLRX1 suppresses NF-κB activation and regulates mitochondrial oxidative phosphorylation in inflammatory reactive astrocytes. The novel pharmacologic NLRX1 activators NX-13 and LABP-66 decreased LPS-mediated gene expression of inflammatory cytokines and chemokines in mixed glial cultures. Moreover, treating EAE mice with oral LABP-66, compared to vehicle, after the onset of paralysis resulted in less anterior visual pathway neurodegeneration. These data suggest that pharmacologic NLRX1 activators have the potential to limit inflammatory neurodegeneration. This study highlights that NLRX1 could serve as a promising target for neuroprotection in progressive MS and other neurodegenerative diseases. Further studies are needed to better understand the cell-specific mechanisms underlying the neuroprotective role of NLRX1 in response to inflammation in the CNS.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-025-03339-0.

## Introduction

Multiple sclerosis (MS) is an autoimmune disease of the central nervous system (CNS), characterized by chronic inflammation, gliosis, demyelination, and neurodegeneration [1]. The disease is commonly manifested by a relapsing-remitting (RR) phase at the early stage that frequently evolves into a progressive phase at the later stage. Current MS disease-modifying drugs mainly target peripheral immune cells that mediate RRMS and effectively control relapses. However, it remains a challenge to develop a treatment that limits the chronic inflammation in the CNS and prevents neurodegenerative processes that cause progressive MS (PMS) [2]. Understanding the mechanisms that drive PMS and identifying new therapeutic targets for PMS are a pressing unmet need.

Evidence suggests that a local breakdown in trophic support and anti-inflammatory cellular communication during the early stages of neurodegeneration plays a critical role in MS progression [3]. Disruptions in these essential interactions between neurons, glial cells, and immune cells can lead to an imbalance in homeostasis, triggering inflammatory cascades and loss of neuronal integrity. Inflammation-mediated neurodegeneration may result from direct effects on neurons or indirectly through glial-driven inflammation. Inflammatory responses in neurons can lead to intrinsic cell damage and death [4, 5], while activated glial cells, such as astrocytes and microglia, can release pro-inflammatory cytokines and neurotoxic factors that amplify neurodegeneration.

Recently, a neurodegenerative glial phenotype (‘microglia inflamed in MS’, MIMS; and ‘astrocytes inflamed in MS’, AIMS) was defined in chronically inflamed white matter lesions from postmortem MS brains [6], highlighting the significant contribution of inflammatory/neurotoxic glia in the progressive stages of MS. The nuclear factor kB (NF-κB) signaling pathway is an important proinflammatory signaling pathway and is highly activated in astrocytes and microglia during EAE and in MS active lesions [7–10]. These findings suggest that the treatment of progressive MS should be based on a combination of CNS anti-inflammatory and neuroprotective strategies.

Nucleotide binding and oligomeric domain-like receptor X1 (NLRX1) is an immunomodulatory protein of the NOD-like receptor (NLR) family that is located in mitochondria and widely expressed in all tissues [11, 12]. NLRX1 was initially identified in the setting of infection as a repressor of the pro-inflammatory type-I interferon [13–15] and canonical NF-κB [16, 17] immune pathways. Recent work has further identified a role for NLRX1 in modulating non-infectious inflammatory disease including limiting autoreactive T-cell responses [18], innate immune activation [19, 20], and oxidative stress-mediated tissue injury [21]. In autoimmune colitis models, *Nlrx1*^-/-^ mice exhibited more severe inflammatory disease with increased T-cell tissue infiltration, innate immune activation, and inflammatory cytokine release compared to wild-type (WT) mice [18]. Our group has previously shown that NLRX1 plays a key role in limiting tissue damage and controlling innate immune activation [22]. In the absence of NLRX1, these regulatory processes are unchecked, resulting in an increased incidence (~ 50%) of spontaneous EAE in 2D2 mice, which express transgenic T-cell receptors (TCRs) that recognize myelin-oligodendrocyte glycoprotein (MOG) [22]. Importantly, we discovered several gene variants within *NLRX1* that run in MS-affected families and are predicted to impair NLRX1 function [22]. However, the role of NLRX1 in molecular pathways related to glial inflammation and neuronal death in MS is poorly understood.

The purpose of this study was to investigate the role of NLRX1 in inflammatory neurodegeneration as occurs in progressive MS. We hypothesized that NLRX1 would be protective against inflammatory neurodegeneration. To test this, we used active, spontaneous, and adoptive transfer EAE models to define the impact of NLRX1 on inflammatory and neurodegenerative processes in the anterior visual pathway. The anterior visual pathway is an excellent location to more broadly model immune mediated neurodegeneration in MS as retinal pathology measured by optical coherence tomography (OCT) is associated with cortical and subcortical gray matter pathology in MS [23–26]. Additionally, the anatomy of the anterior visual pathway facilitates the assessment of reactive glia in the optic nerve, which are associated with axonal injury and subsequent retinal ganglion cell loss at the late stage of EAE [27, 28].

We further examined the potential therapeutic efficacy of activating NLRX1 using a small molecule NLRX1 agonist, LABP-66 (NX-64-3) [29], in limiting inflammation and neurodegeneration in the anterior visual pathway. In this work, we demonstrate that NLRX1 functions as a protective factor against RGC loss during active and spontaneous EAE and that LABP-66 can limit RGC neurodegeneration in active EAE. We found that NLRX1 has no effect on peripheral immune cell trafficking but does regulate the production of specific inflammatory mediators in the CNS including IL-1β and IL-6, which are elevated in the inflamed CNS. We further found that NLRX1 regulates the transcriptomic profile of astrocytes and that LABP-66 can limit inflammatory gene expression in reactive glia. Our results suggest that therapeutic targeting of NLRX1 using small molecule agonists limits inflammatory neurodegeneration and could be a potential therapeutic strategy for the compartmentalized CNS inflammation that occurs in progressive MS.

## Materials and methods

### Active EAE

C57BL/6J mice were purchased from The Jackson Laboratory. The animals were housed in the animal facility at the Johns Hopkins University School of Medicine 12 h/12 h light/dark cycles and fed with standard food and water. *Nlrx1*^*−/−*^ mice (C57BL/6J) were kindly provided by Dr. Denis Gris (Sherbrooke, QC, Canada) [20, 22]. We induced EAE in 9-week-old C57BL/6J WT and *Nlrx1*^*−/−*^ mice with myelin oligodendrocyte glycoprotein (MOG_35–55_) immunization as previously described [27]. Briefly, mice were immunized on day 0 subcutaneously at two sites over the lateral abdomen with an emulsion of MOG_35 − 55_ (200 µg, JHU Peptide Synthesis Core) in complete Freund’s adjuvant (CFA) containing 400 µg of *Mycobacterium tuberculosis* H37RA (Difco Laboratories). Pertussis toxin (250 ng; List Biological Labs, Campbell, CA, USA) was intraperitoneally injected on days 0 and 2. All immunized mice were weighed and scored daily using the established standard scoring scale from 1 to 5 as previously described [27]. Briefly, no disease signs = 0; loss of tail tonicity = 1; loss of tail tonicity and hindlimb paresis = 2; paralysis of hindlimbs = 3; hindlimb paralysis and forelimb paresis = 4; and complete paralysis or death = 5. Mice were sacrificed at post-immunization day (PID) 16 or PID 42, corresponding to the peak or late phase of EAE. All experimental protocols were performed in accordance with the National Institutes of Health guidelines for the use of experimental animals and were approved by the Johns Hopkins Institutional Animal Care and Use Committee.

### Opticospinal EAE (OSE)

2D2 TCR transgenic mice (TCR^MOG^) [30] were purchased from the Jackson Laboratory. Th mice (IgH^MOG^ or BCR^MOG^ mice) [31] were kindly provided by Dr. Scott Zamvil with permission from Dr. Hartmut Weckerle (Germany). These two transgenic mice lines were bred with *Nlrx1*^*−/−*^ mice and the triple transgenic mice (both male and female) were used for further experiments. Mice were monitored from weaning to 10-weeks of age. Body weight was measured and clinical EAE paralysis scores were recorded daily by a person blind to mouse genotype as described above [27]. Mice were sacrificed at 10 weeks old, and the tissues were collected for immunohistochemistry as described below.

### Adoptive transfer EAE

*Nlrx1*^*−/−*^ mice were crossed with *Rag2*^*−/−*^ C57BL/6J mice (Jackson Laboratory) to generate *Nlrx1*^*−/−*^*Rag*^*−/−*^ mice. T cells were isolated from TCR^MOG^ mice and polarized to Th17 in vitro using a previously published protocol [32]. Briefly, CD4^+^ T cells were isolated from the spleens and draining lymph nodes of TCR^MOG^ mice using the Mojosort CD4^+^ isolation kit (BioLegend) and co-cultured with irradiated WT splenocytes at a ratio of 1:5. Cells were cultured in the medium IMDM (Thermo 610 Fisher) supplemented with 10% fetal bovine serum (Gemini Bio-Products), 1% penicillin and streptomycin (Quality 611 Biologicals), 55µM 2-mercaptoethanol (Gibco), and 1% Glutamax (Thermo Fisher). We added the following reagents to the culture medium to polarize the T cells to Th17: anti-CD3 (2.5 µg/mL, BioLegend), anti-IL-4 (20 µg/mL, BioLegend), anti-IFN-γ (20 µg/mL, BioLegend), IL-6 (30 ng/mL, PeproTech), and TGFβ (3 ng/mL, Thermo Fisher). After 72 h incubation, cells were transferred to a new plate with fresh medium and 10 ng/mL IL-23 (R&D Systems). The cells were incubated in IL-23 for 48 h, then restimulated in the plate coated with anti-CD3 and anti-CD28 (2 µg/mL, BioLegend). After 48 h of restimulation, cells were collected, resuspended in PBS, and injected to *Rag2*^*−/−*^ or *Nlrx1*^*−/−*^*Rag*^*−/−*^ mice intraperitoneally (5 × 10^6^ Th17 cells, 200ul/mouse). The mice were monitored daily, and the weight and clinical paralysis scores were recorded. Fourteen days after adoptive transfer the mice were sacrificed, and tissues were collected for immunohistochemistry as described below. The details of cytokines and reagents used in the cell culture experiments are included in Suppl. Table 9.

### Flat mount retina and retinal ganglion cell counting

Mice were anesthetized with isoflurane gas and perfused transcardially with 50 ml PBS. The eyes were removed from the eye socket using curved forceps and immediately placed into 4% paraformaldehyde (PFA) for 4 h on the orbital shaker then transferred to 30% sucrose in PBS. Whole retinas were dissected from the eyes and retinal ganglion cells (RGCs) were stained as described previously [28]. Briefly, retinas were permeabilized with PBS containing 3% Triton X-100 and blocked with PBS containing 5% normal goat serum in PBS and 1% Triton X-100 for 1.5 h at room temperature with shaking. Sections were incubated with primary antibodies, anti-Brn3a antibody (Synaptic Systems #411 003, 1:1000) and pc-Jun (Cell Signaling Technology #3270, 1:1000), for 72 h at 4 °C with shaking. After washing with PBS, 3 times (for 1 h each), the sections were incubated with secondary antibody, Alexa Fluor 488 (Invitrogen #A11001, 1:1000) overnight at at 4 °C with shaking. After 3 washes with PBS, the sections were mounted using the Aqua-Poly/Mount reagent (Polysciences, Warrington, PA, USA). The whole-mount retinas were imaged using a Zeiss Axio Observer Z1 epifluorescence microscope. In each retina image, 12 regions (central, middle, and peripheral; 4 locations each) were selected and the number of RGCs was determined in the selected images in TIF format using a semi-automated MATLAB algorithm previously developed by our group [28]. The details of antibodies used for retina staining are included in Suppl. Table 10.

### Optic nerve and retina immunofluorescent staining

Mouse retina and optic nerves were collected as described previously [27]. After perfusion, the eyes were removed from the eye socket using curved forceps and immediately placed into 4% PFA for 4 h and then transferred to 30% sucrose in PBS until the tissue sank.

For vertical sectioned retinas, the eyes were placed into TissueTek mold filled with Optimal Cutting Temperature (O.C.T.) compound (VWR, Radnor, PA, USA), snap frozen on dry ice and then stored at − 80 °C until cryosectioned. The eyes were sectioned at 16 μm vertically and then mounted onto slides (ThermoScientific, Rockford, IL, USA) followed by staining with antibodies. Optic nerves were dissected out and evenly divided into three parts and then vertically placed into TissueTek mold filled with O.C.T. and snap frozen on dry ice. Frozen samples were stored at − 80 °C until cryosectioning. Optic nerves were sectioned at 16 μm thickness and then mounted on slides for further immunofluorescence staining.

For immunostaining, we washed the sections with PBS with 0.4% of Triton X-100 (3 times, 5 min each) then blocked with blocking buffer (PBS with 5% normal goat or donkey serum and 0.4% Triton X-100) for one hour at room temperature. Primary antibodies were incubated with optimized concentrations overnight at 4 °C. The details of antibodies used for staining optic nerve are included in Suppl. Table 10. The next day, after 3 washes with PBS with 0.1% of Triton X-100, species-specific secondary antibodies directly conjugated to Alexa fluorophores were incubated with sections for 1 h at room temperature. After this incubation, sections were washed, and nuclear staining was performed with Hoechst. Sections were mounted with a coverslip using ProLong™ Glass Antifade Mountant (Invitrogen) and imaged using using a Zeiss Axio Observer Z_1_ epifluorescence microscope with the appropriate excitation and emission filters. Three sections were stained and analyzed from the anterior, middle, and posterior regions of the optic nerve per animal. Fiji-ImageJ (National Institutes of Health) were used for the quantification of the markers.

### Western blot

Mice were perfused with cold PBS and spinal cords were dissected immediately and flash-frozen in liquid N2. For immunoblotting, samples were homogenized in ice-cold RIPA buffer (50mM Tris-HCl pH 8, 150mM NaCl, 1% IGEPAL CA-630, 0.5% sodium deoxycholate, 0.1% SDS, 1X cOmplete protease inhibitor (Roche 04693116001), 1X Halt Phosphatase Inhibitor (Thermo Scientific 1862495), using a Dounce homogenizer. Samples were centrifuged at 21,000 g for 15 min at 4 °C. Protein concentration in the supernatants was measured using the bicinchoninic acid (BCA) assay (Thermo). Thirty micrograms of proteins were separated by electrophoresis on a 4–20% SDS polyacrylamide gel and transferred onto Immobilon-FL polyvinylidene fluoride (PVDF) membrane (Millipore). All membranes were blocked with Intercept Blocking Buffer and incubated overnight at 4 °C with primary antibodies, followed by the appropriate IRDye secondary antibody (1:20,000, LI-COR Biotechnology) for 45 min at RT. Infrared signal was acquired and quantified using the Odyssey Imaging System. The details of primary antibodies used for Western blot are shown in the Suppl. Table 10.

### Flow cytometric analysis of CNS-infiltrating mononuclear cells

Mice were euthanized with isoflurane and then perfused transcardially with PBS without cations. The spinal cords were extracted by flushing them from the vertebral column using hydrostatic pressure. The tissue was mechanically dissociated and enzymatically digested using collagenase IV (0.5 mg/ml, Worthington) and DNAse I (100 U/ml, Worthington) and then passed it through a 100-µm nylon sieve. Subsequently, cells were separated from myelin debris using debris removal solution (Miltenyi Biotec) and the cellular pellet was collected. The cells were stained with viability dye and antibodies against surface markers and run on a Cytek Aurora cytometer. The data were analyzed with the FlowJo software. The details of antibodies and reagents used for flow cytometry staining are shown in the Suppl. Table 11.

### Primary astrocyte culture

Astrocytes were isolated from brains of P6 mouse pups (C57/BL6J WT and *Nlrx1*^−/−^). After dissecting off the meninges, whole brains underwent mechanical trituration and enzymatic dissociation (Papain 20U/ml; DNAse 100 U/mL) over 30 min at 37^o^C, followed by equal volume addition of 1% BSA in HBSS (+/+), centrifugation (5 min, 200 g), resupension in 0.02% BSA HBSS (+/+), and filtration through 100 μm strainer. Cells were Fc blocked and positively selected using the mouse anti-ACSA-2 MicroBead Kit (Miltenyi Biotec #130-097-678) and LS Columns per manufacturer’s instruction and then seeded onto poly-D-lysine-coated 6-well plates at a density of 5.0 × 10^5^ cells/well. Astrocytes were cultured in serum free media containing 50% DMEM, 50% neurobasal, 1% penicillin/streptomycin, N-acetyl cysteine (5 µg/mL), and 1× SATO, and supplemented with heparin-binding EGF (HB-EGF) (5 ng/mL, PeproTech) as previously described [33]. Astrocytes were grown for approximately 10 days until cultures reached a desired density, with media changes every 2 days. Cells were then treated with vehicle (H_2_O) or 500 ng/ml lipopolysaccharide (LPS; Millipore Sigma) and 10 ng/ml IFNγ (Peprotech). After 24 h cell lysates were collected in RLT buffer followed by RNA extraction using the RNeasy Plus Mini Kit (Qiagen). The purity of primary astrocyte cultures was confirmed by immunofluorescence staining of cells with GFAP and Sox9 as astrocyte markers and Iba1 as a microglia marker. Briefly, cells were seeded in a 24-wells plate with 1 × 10 mm coverslip. After washing with ice-cold PBS, cells were fixed with 4% PFA at 4 °C for 20 min on ice. Cells were washed twice with ice-cold PBS and the incubated with 500 µL of 0.15% Triton X100 on ice for 15 min. After washing the coverslips with ice-cold PBS and blocking with 10% normal goat serum at 4 °C for 20 min, primary antibodies were added and incubated overnight at 4 °C. Coverslips were then washed with PBS and incubated with secondary antibodies in blocking buffer for 1 h at room temperature. Next, the coverslips were washed with PBS and incubated with Hoeschst 33,342 solution (Invitrogen, H3570). Coverslips were washed and mounted onto glass slides using Aqua poly/mount (Polysciences, 18606-2). The details of antibodies used to confirm astroglia purity are shown in Suppl. Table 10.

### Primary mouse mixed glial culture and drug treatment

Brains of P1-P2 mouse pups (C57/BL6J WT and *Nlrx1*^*−/−*^*)* were dissected and mechanically and enzymatically dissociated as above. Equal volume of mixed-glia media (DMEM/F12, 10% FBS, 1mM sodium-pyruvate, 1% penicillin/streptomycin, and 50 μm beta-mercaptoethanol) was added to single cell suspensions followed by centrifugation (5 min, 200 g) and resuspension of cell-pellet in mixed-glia media. Cells were plated in poly-L-lysine coated T75 flasks (1 brain/flask) and cultured with 50% media changes every 3 days. After 2 weeks in culture, cells were transferred using trypsin-digestion to poly-L-lysine coated 12-well plates (1 flask/plate) and mixed-glia media. After 1 day, media was fully exchanged with serum-free DMEM/F12 containing either vehicle (0.01% DMSO), 1µM NX-13, or 200nM LABP-66 (Landos Biopharma). Twenty-four hours later mixed-glia cultures were stimulated with either vehicle (PBS) or 250 ng/ml LPS (Cell Signaling). Twenty-four hours after stimulation cell lysates were collected in RTL buffer followed by RNA extraction using the RNeasy Plus Mini Kit (Qiagen) and cDNA generation using the iScript cDNA Synthesis Kit (Bio-Rad).

### Bulk RNA-seq

Isolated RNA from astrocyte cultures was submitted to NovoGene who prepared poly-A capture RNA-seq libraries in non-strand specific fashion followed by sequencing of each library (~ 30 M paired end 150 bp reads per library). Transcripts were quantified with Salmon [34] (v1.7.0) using selective alignment with a decoy-aware index generated from the GRCm39 transcriptome using the full genome as a decoy [35]. Percent alignments had an average of 88.12% with a minimum of 84.8%. The transcript-level quantifications were then imported into R (v4.3.2) with tximport [36] (v1.30.0) and condensed to the gene level. Libraries were then analyzed with two separate Bioconductor pipelines - DESeq2 [37] (v1.42.1) and Limma-Voom [38] (v3.58.1) following package authors recommendations [36]. The design formula for the differential expression testing was: *~0 + genotype + genotype: litter + genotype: condition* which allowed us to test for an interaction of genotype and condition (Vehicle vs. LPS + IFNγ) while blocking for biological replicates (litter) within each genotype. For DESeq2, transcript quantifications were converted into DESeqDataSet object with function *DESeqDataSetFromTximport()* then we ran the *DESeq()* function with default settings. Results were extracted for the interaction of genotype and condition as well as comparing just *Nlrx1*^*−/−*^ vs. WT conditions with the *results()* function. For the purposes of hypergeometric testing, genes were considered to be differentially expressed if their adjusted p.value was less than 0.05. All lists of differentially expressed genes were generated with DESeq2 (Suppl. Tables 1, 2, 3). For limma-voom, length scaled counts generated by *tximport* were converted into a DGEList object. Low expressed genes were filtered out using *filterByExpr()* with a group size of 4. Scaling factors were calculated using the Trimmed Mean of M-values (TMM) method with the *calcNormFactors()* function. Data was then transformed with *voom()*, a linear model for each gene fitted with *lmFit()*, coefficients and standard errors computed with *contrasts.fit()*, and finally moderated t-statistics and a moderated F-statistic were generated with *eBayes()*, all using default options. Competitive gene set testing comparing how *Nlrx1*^*−/−*^ astrocytes responded to LPS + IFNγ stimulation differently than WT ([*Nlrx1*^*−/−*^ Stimulated – *Nlrx1*^*−/−*^ Unstim] compared to [WT Stimulated – WT Unstim]) was performed with the CAMERA algorithm [39], a competitive gene set test, on the EList object created by *voom()* as described above with default settings. The Mouse Ortholog Hallmark Gene Sets (from the Molecular Signatures Database (MSigDb) [40, 41] were used as the gene sets to be tested. The full CAMERA results are in Suppl. Table 2. The barcode plots in Fig. 5 and Suppl. Fig. 7 were generated by the limma function *barcodeplot() * and are arranged by the moderated t statistic generated by *eBayes()* in the limma-voom pipeline in increasing order. Genes on the left most portion of the x-axis, which have more negative moderated t statistics, are more likely to be differentially expressed in the negative direction (i.e. downregulated) while those on the right of the x-axis have larger moderated t statistics and are more likely to be differentially expressed in the positive direction (i.e. upregulated). The enrichment worm in the barcode plots is generated by the *tricubeMovingAverage()* function from the limma package to show local enrichment in each area of the x-axis. The heatmaps in Fig. 5 and Suppl. Fig. 7 are normalized log 2-fold change for each biological replicate (stimulated vs. unstimulated) as calculated by limma-voom then scaled by gene (row). The hierarchical clustering dendrograms in the heatmaps were calculated using the Manhattan distances and average method in R using the base stats package. The heatmaps were generated with pheatmap (v1.0.12). Hypergeometric testing for gene ontology (GO) terms [42, 43] (Suppl. Fig. 8, Suppl. Tables 4–8) was performed with clusterProfiler [44] (v4.10.1) using differentially expressed genes from the DESeq2 pipeline analysis with the universe defined as all genes in the GRCm39 transcriptome reference that were matched to the GO database (*n* = 22,345). Only the Biological Processes ontology was tested. The GO terms were sourced from the org.Mm.eg.db package [45] (v3.18.0) with a GO source date of 2023-07-27.

### Quantification of gene expression by qPCR

Cells were collected directly in RLT buffer followed by RNA extraction using the RNeasy Plus Mini Kit (Qiagen). For spinal cord tissue, mice were perfused with cold PBS, the spinal cords were dissected and immediately flash-frozen in liquid N2. RNA was extracted using RNeasy Plus Micro Kit (Qiagen). In both cases, cDNA was generated using the iScript cDNA Synthesis Kit (Bio-Rad). Levels of target gene expression in cDNA samples were determined using iQ SYBR Green Supermix (Bio-Rad) and gene specific primers (Integrated DNA Technologies), as detailed in Suppl. Table 12, on the CFX384 Real-Time System (Bio-Rad). For primary cultures, the Expression levels of the target genes were normalized to β-actin gene (*Actb*) and HPRT gene expression for primary cultures and spinal cord tissue, respectively. Fold changes over control conditions were calculated using the 2^−ΔΔCt^ method.

### LABP-66 treatment of EAE mice

Active EAE was induced in C57BL/6J female mice, which were then randomized to receive daily gavage of LABP-66 20 mg/kg (Landos Biopharma) [29] or vehicle (0.5% methylcellulose) on the day they developed a clinical paralysis score of 1.0 or greater. Mice were clinically scored daily by a blinded rater. Mice were sacrificed and the retinas and optic nerves were collected at PID 42.

### Data collection and statistical analysis

Blinding and randomization were performed for each study presented. EAE scoring, RGC quantification, and image analysis were performed in a blinded fashion. For experiments with treatment paradigms, namely the LABP-66 experiments, mice were matched based on initial EAE score on day of treatment start and then randomized. Statistical analyses were completed using GraphPad Prism 10.1.2. Statistical comparisons of continuous numerical variables were presented as mean ± standard error of the mean (SEM) and were analyzed by unpaired or paired Student’s T-test for two groups and by one-way ANOVA with appropriate post-hoc testing when comparing more than two groups. Data was assessed for normalcy before being assessed with Student t-tests. Statistical comparisons of discrete non-linear numerical variables, such as EAE scores, were presented as median ± interquartile range (IQR) and were analyzed by non-parametric Mann–Whitney *U* test. Statistical comparisons of proportions were analyzed by Fisher’s exact test. Correlations between continuous numerical variables were analyzed by Pearson correlation. *P*-values < 0.05 were considered statistically significant.

## Results

### NLRX1 deficiency is associated with enhanced neuroinflammation at the peak EAE

Investigating NLRX1 in the EAE model is crucial for understanding its role in neurodegeneration, particularly within the context of MS, where inflammation and neurodegeneration are intricately linked. MS is characterized by chronic inflammation, demyelination, and progressive neuronal damage, and the EAE model replicates many of these pathological features, especially in the spinal cord and optic nerve. Previous studies have demonstrated that NLRX1 plays a key role in regulating inflammation in various preclinical models. We first sought to evaluate whether NLRX1 expression might be influenced by inflammatory conditions in the CNS. To test this, we immunized WT mice with the (MOG)_35–55_ peptide to induce active EAE and quantified NLRX1 protein levels in the spinal cord by Western blot (Fig. 1A). We found that NLRX1 remains unchanged during the preclinical stage on post-immunization days (PID) 5 and PID 10. However, NLRX1 protein levels begin to decline by PID15 and drop to its lowest point at PID 20, during the peak of EAE. For this analysis, we utilized an NLRX1-specific antibody, whose specificity was validated using spinal cord samples from *Nlrx1*^*−/−*^ naïve and EAE mice as controls (Suppl. Fig. 1A). To further investigate the impact of NLRX1 deficiency on inflammation, we induced EAE in WT and *Nlrx1*^*−/−*^ mice and recorded daily clinical score until day 14, when the mice were sacrificed and the lumbar spinal cord was collected to assess the expression of inflammatory mediators at the peak of EAE (PID14). Although there was no significant difference in clinical scores between WT and *Nlrx1*^*−/−*^ mice (Fig. 1B), our qPCR analysis revealed a significant increase in a specific subset of inflammatory genes, including *Il6*,* Nos2*,* Il1a*,* Il1b*,* Ifnb*,* Ccl2*,* and Cxcl1* in *Nlrx1*^*−/−*^ EAE mice compared to WT EAE mice (Fig. 1C). However, the expression *of Tnf*,* Ifnb*, and *Ccl20* was similar between *Nlrx1*^*−/−*^ and WT EAE mice at this timepoint (Suppl. Fig. 1B). Additionally, when we measured the expression of *Iba1*,* Gfap*, and several inflammatory markers associated with reactive astrocytes, such as *Lcn2*,* Ligp1*,* C3*,* and Psmb8*, we observed no significant differences (Suppl. Fig. 1B, C). To evaluate whether the trafficking of immune cells into the spinal cord differed between the groups, we performed flow cytometry and found no significant differences in immune cell infiltration (T cells and myeloid cells) to the spinal cord of *Nlrx1*^*−/−*\n^ and WT EAE mice at peak EAE (Suppl. Fig. 1D, E). These findings suggest that, despite the differences in a specific subset of inflammatory mediators, the overall immune cell recruitment and markers of glial activation were comparable between *Nlrx1*^*−/−*^ and WT EAE mice at the peak of inflammation.

**Fig. 1:**
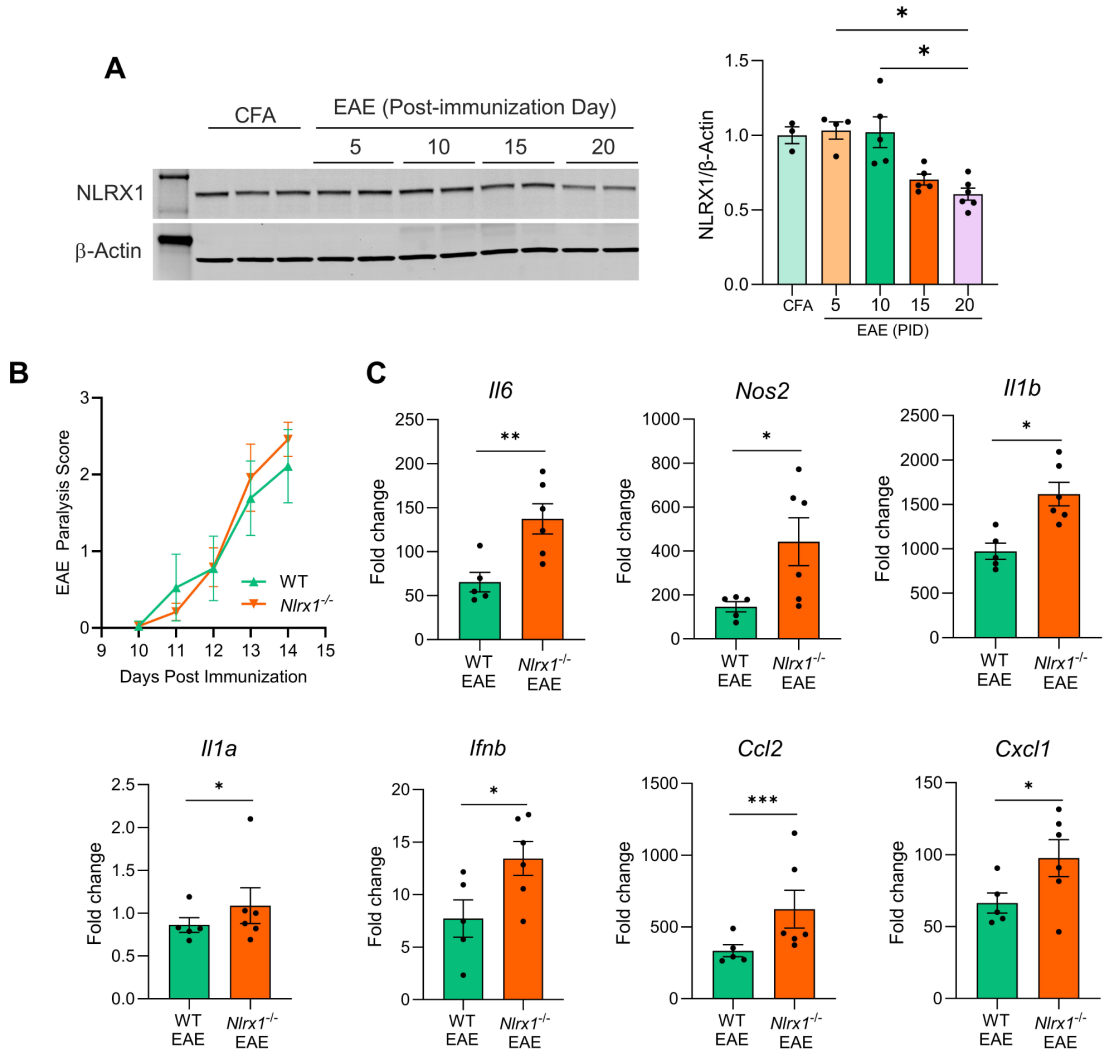
NLRX1 expression and inflammatory mediators during acute EAE. **(A)** Representative Western blot and densitometry analysis of NLRX1 protein expression in the spinal cord of CFA-treated (*n* = 3) and EAE mice (PID 5, 10, 15 and 20; *n* = 4–6). **(B)** WT and *Nlrx1*^-/-^ mice were immunized with MOG_35 − 55_ and their paralysis score was evaluated every day until tissue collection for RNA extraction. **(C)** Gene expression analysis of proinflammatory mediators in the spinal cord of WT (*n* = 5) and *Nlrx1*^-/-^  (*n* = 6) mice at PID14. Gene expression was normalized to CFA treated mice (data not shown). Data presented as mean at ± SEM. Western blot data was compared using one-way ANOVA with Holm-Sidak’s multiple comparison test. Gene expression data was analyzed using Fisher’s LSD test. *p < 0.05, ***p < 0.001, ****p < 0.0001

### NLRX1 protects RGCs against inflammatory neurodegeneration in active EAE

Given that we observed elevated expression of potentially harmful inflammatory mediators, including IL-6, inducible nitric oxide synthase (iNOS), and IL-1β in *Nlrx1*^*−/−*^ EAE mice at the peak of inflammation, we hypothesized that the absence of NLRX1 would result in exacerbated tissue injury and worsened neurodegeneration during the chronic stage of EAE. To test this hypothesis, we focused on the anterior visual pathway, where optic nerve inflammation and RGC loss during EAE can be clearly and reliably quantified. Our approach has been validated for reproducibility, and we have published findings showing that inflammatory/reactive astrocytes mediate RGC loss in the retina at the chronic stage of EAE [27, 28, 46]. We immunized WT and *Nlrx1*^*−/−*^ mice against MOG_35 − 55_ peptide to induce active EAE and recorded the daily behavioral scores and the weight of mice for 42 days (Fig. 2A). Consistent with our previous finding (Fig. 1B), there was no difference in the proportion of mice that developed paralysis, the timing of paralysis onset post immunization, or the severity of tail and hind-limb paralysis between WT and *Nlrx1*^*−/−*^ mice (Fig. 2B,C), all of which are secondary to acute peripheral inflammatory infiltrate into the spinal cord [47].

**Fig. 2:**
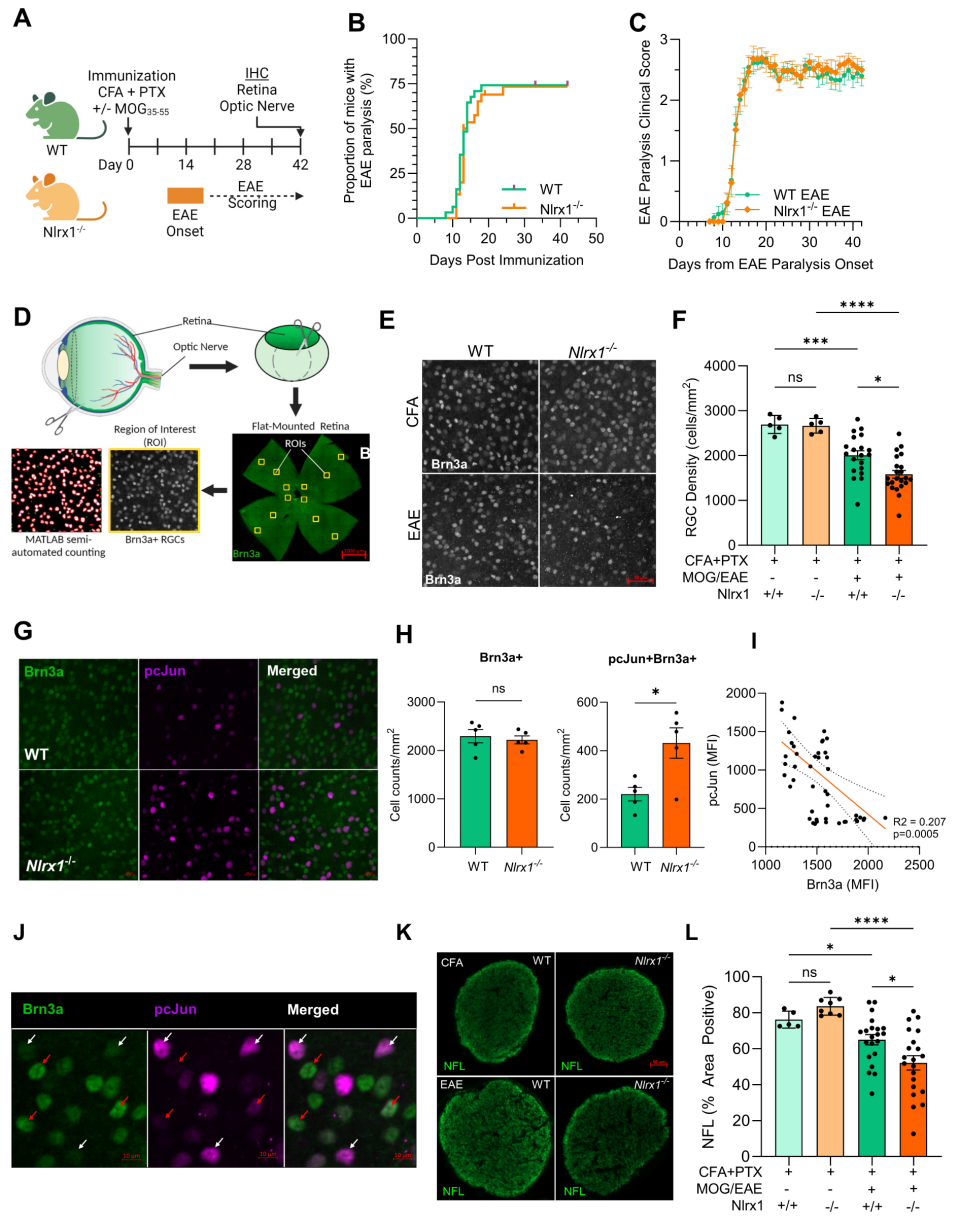
Clinical disease and anterior visual pathway degeneration in WT and *Nlrx1*^*−/−*^ active EAE mice. (**A**) WT and *Nlrx1*^*−/−*^ mice were immunized with subcutaneous injections of MOG_35 − 55_ in complete Freund’s adjuvant (CFA) and intraperitoneal injection of pertussis toxin (PTX). Control WT and *Nlrx1*^*−/−*^ mice received CFA and PTX without MOG_35 − 55_ (CFA-only controls). Mice were clinically monitored for (**B**) EAE onset and (**C**) EAE paralysis severity overtime (*n* = 22 WT, *n* = 23 *Nlrx1*^*−/−*^). EAE paralysis score data represents mean ± standard error of the mean (SEM). On day 42 post-immunization (PID 42) mice were euthanized, and eyes and optic nerves were collected for immunofluorescence staining (IF). **(D)** Retinas were dissected and flat-mounted for IHC and Brn3a + retinal ganglion cells (RGCs) were quantified in 12 regions of interests (ROIs) using a MATLAB semi-automated counting algorithm. Each RGC density/count data point corresponds to an individual mouse, showing the averaged counts from 12 regions in the retina (4 central, 4 middle, and 4 peripheral). (**E**) Representative IF images of Brn3a^+^ RGCs in flat-mounted retinas from CFA-only and EAE WT and *Nlrx1*^*−/−*^ mice. (**F**) Average RGC density for EAE (*n* = 20 WT, *n* = 22 *Nlrx1*^*−/−*^) and control mice, (CFA-controls = 10, 5 WT and 5 *Nlrx1*^*−/−*^). **(G)** Representative IF images of Brn3a + RGCs and phosphorylated (Ser73) c-Jun (pc-Jun) expression in flat-mounted retinas from WT and *Nlrx1*^−/−^ EAE mice. **(H)** Density quantification of total Brn3a + RGCs and pc-Jun + Brna3 + RGCs in WT and *Nlrx1*^−/−^ EAE mice. **(I)** Correlation between pc-Jun and Brna3 intensity in RGCs from WT and *Nlrx1*^−/−^ EAE mice. The mean intensity of each marker in a single RGC was measured in retina using Zeiss ZEN software. **(J)** Representative IF staining of wholemount retina from an *Nlrx1*^*−/−*^ EAE mouse, demonstrating pc-Jun^low^Brn3a^high^ RGCs (red arrows) and pc-Jun^high^Brn3a^low^ RGCs (white arrows). **(K)** Representative IF images of neurofilament light chain (NFL) and **(L)** average NFL percent area positive in the optic nerve of EAE and control mice. RGC density and NFL percent area positive data are represented as mean ± SEM with statistical analysis by Student’s t-test or one-way ANOVA with Dunnett’s T3 multiple comparison test. Linear associations were determined by Pearson correlation analysis. *p < 0.05, ***p < 0.001, ****p < 0.0001

Forty-two days post immunization, a chronic EAE timepoint, mice were euthanized and retinas and optic nerves were isolated to assess neurodegeneration in the anterior visual pathway. Retinas were dissected and flat-mounted, and Brn3a-positive RGCs were identified by immunofluorescence staining (IF) and counted semi-automatedly using a MATLAB algorithm across 4 representative regions of central, middle, and peripheral retina (12 regions total) (Fig. 2D). As we previously reported [27, 28], we observed a significant reduction in RGC density in WT EAE mice compared to control non-EAE WT mice that received only adjuvants without the MOG_35 − 55_ peptide (Fig. 2E,F). The RGC loss was significantly worsened in *Nlrx1*^*−/−*^ EAE mice compared to WT EAE mice (59.5% greater reduction). Importantly, we observed no significant difference in RGC density between WT and *Nlrx1*^*−/−*^ adjuvant-only control mice (Fig. 2F), demonstrating that loss of NLRX1 does not alter RGC density independently of the inflammation associated with EAE induction. The RGC loss was only significant at the late stage of EAE, no difference in RGC density was observed between naïve mice or EAE mice at the peak stage of EAE (Suppl. Fig. 2A). We assessed potential sex differences in RGC loss and observed that *Nlrx1*^−/−^ female mice exhibited significantly more severe RGC loss compared to males, relative to CFA controls (Suppl. Fig. 2B). In males, RGC loss was also present in *Nlrx1*^*−/−*^ mice but was less pronounced and not statistically significant compared to WT males. Clinical EAE scores were analyzed separately for males and females, and no differences were found between the sexes (Suppl. Fig. 2C).

Given the increased loss of RGCs in *Nlrx1*^−/−^ mice in late-stage EAE, we wanted to assess the cellular stress status of RGCs at an acute timepoint, before Brn3a+ RGC loss is observed (Fig. 2G,H). To accomplish this, we quantified Brn3a and phosphorylated (Ser73) c-Jun (pc-Jun) at the peak of EAE (PID16). The expression of pc-Jun is implicated in axonal injury-induced RGC death and is considered as an indicator of neuronal stress [48–50]. At this timepoint, we found twice (203%) as many pc-Jun + RGCs in *Nlrx1*^−/−^ EAE mice compared to WT mice (Fig. 2G,H), suggesting a higher percentage of RGCs (19.5% vs. 9.6%, respectively) that are at risk for future neurodegeneration. The expression level of Brn3a has been shown to decrease in stressed, damaged, and neurodegenerating RGCs [51]. Consistent with this, we observed a significant negative association between pc-Jun and Brn3a expression intensity within individual RGCs (Fig. 2I). These findings highlight that despite no observed difference in peripheral immune infiltration and activation, RGCs have increased cellular stress in *Nlrx1*^−/−^ EAE mice compare to WT EAE mice at the peak of EAE.

To assess the axonal integrity of RGCs, we quantified the expression of neurofilament light chain (NFL) in the optic nerve of the EAE mice using IF) [52]. We observed a decreased expression of NFL in the optic nerve of *Nlrx1*^*−/−*^ EAE compared to WT EAE group (Fig. 2K,L), which is consistent with the changes of RGC density in these mice (Fig. 2F). As expected, RGC density in the retina and NFL staining in the optic nerve were significantly positively correlated (Suppl. Fig. 2D). In addition, we observed a greater reduction in synapse integrity in the retinal inner-plexiform layer in *Nlrx1*^*−/−*^ EAE mice compared to WT EAE mice, consistent with their heightened neuronal injury in the anterior visual pathway (Suppl. Fig. 2E, F).

To investigate whether immune cell infiltration contributed to these changes, we performed immunofluorescence staining for T cells (CD3 + cells) and glial markers (Iba1 for microglia/myeloid cells and GFAP for astrocytes) in the optic nerve. We found no significant differences in immune cells or gliosis between WT and *Nlrx1*^*−/−*^ EAE mice (Suppl. Fig. 2G, 2H). To investigate whether the exacerbated RGC loss observed in *Nlrx1*^*−/−*^ EAE mice was due to increased infiltration of peripheral immune cells into the optic nerve at the earlier stage of the disease, we performed immunofluorescence staining on optic nerve sections from WT and *Nlrx1*^*−/−*^ mice at peak disease (PID16). We examined T cells (CD3+ cells) to evaluate lymphocytic infiltration, Iba1 expression to assess the presence and activation of myeloid cells and microglia, GFAP to quantify astrocyte activation, and myelin basic protein (MBP) to evaluate myelin integrity. Our analysis revealed no significant differences in the density of CD3+ T cells, Iba1 + myeloid cells/microglia, or GFAP + astrocytes between WT and *Nlrx1*^*−/−*^ EAE mice in the optic nerve. Additionally, MBP staining showed no detectable differences in myelin integrity between the two groups (Suppl. Fig. 3A–D). We also assessed GFAP and Iba1 expression in the retina of EAE mice at the peak stage of the disease and found no difference between WT and *Nlrx1*^−/−^ mice (Supp. Fig. 3E, F).

### NLRX1 protects RGCs against inflammatory neurodegeneration in OSE mice

Since NLRX1 acts as a regulatory molecule, and the regulatory effects of NLRs can vary based on the type and magnitude of immunological challenge [53], we wanted to examine the neuroprotective role of NLRX1 in a spontaneous EAE model, in which the mice develop EAE without any experimental intervention. We used the opticospinal encephalomyelitis (OSE) model, a spontaneous genetic EAE model [54], in which B-cells express a transgenic immunoglobulin that recognizes MOG (IgH^MOG^), and T-cells express a transgenic T-cell receptor that recognize MOG (TCR^MOG^) (Fig. 3A). We have previously shown that in our vivarium TCR^MOG^ X IgH^MOG^ or OSE mice develop spontaneous ascending paralysis or classical EAE approximately 75% of the time [46], while IgH^MOG^ mice do not develop paralysis, and TCR^MOG^ mice rarely develop classical EAE (0–4%, depending on the lab) [30, 46]. To assess the role of NLRX1 in this spontaneous EAE model, we generated *Nlrx1*^*−/−*^, *Nlrx1*^*+/−*^, and *Nlrx1*^*+/+*^ OSE littermates along with IgH^MOG^ littermate controls. There was no significant difference in age of EAE onset, proportion of mice that developed EAE, or changes in weight between these three OSE lines (Fig. 3B,D). However, there was a significant decrease in survival in *Nlrx1*^*−/−*^ OSE mice compared to *Nlrx1*^*+/+*^ OSE mice (Fig. 3C; Suppl. Fig. 4A), suggesting loss of NLRX1 enhanced disease pathology in this model. When including all OSE mice that developed EAE, there were significantly higher EAE paralysis scores at chronic, but not acute or peak, time points as measured by area under the curve (Fig. 3E,F). However, this analysis includes mice that died or needed to be euthanized, which equates to a EAE paralysis score of 5. When only mice that survived until the end of the experiment were analyzed, there was no significant difference in paralysis scores between *Nlrx1*^*−/−*^ and *Nlrx1*^*+/+*^ OSE mice (Fig. 3G).

**Fig. 3:**
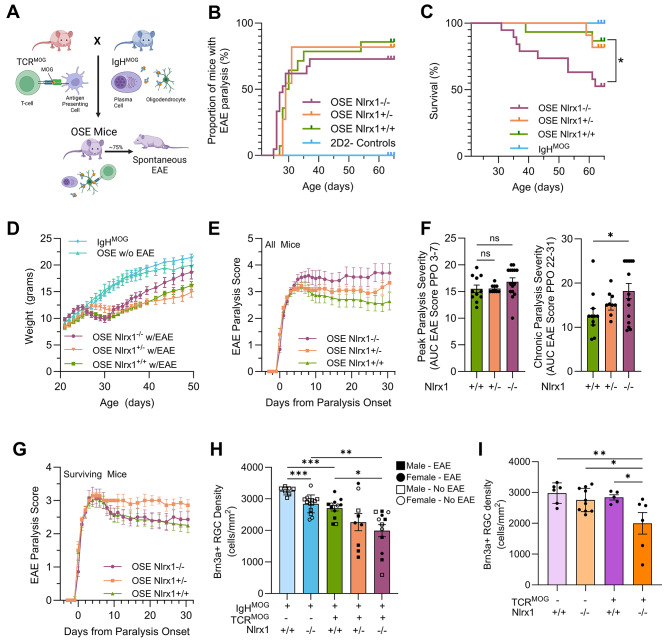
EAE clinical severity and anterior pathway neurodegeneration in *Nlrx1*^−/−^ opticospinal encephalomyelitis (OSE) mice. **(A)** OSE mice have T-cells that express a transgenic T-cell receptor (TCR^MOG^) and B-cells that express transgenic antibodies (IgH^MOG^), both of which recognize MOG_35 − 55_ peptide. **(B)** Paralysis time of onset, incidence, and **(C)** survival, **(D)** weight, and **(E)** EAE paralysis score of all WT (*n* = 14), *Nlrx1*^*+/−*^ (*n* = 11), and *Nlrx1*^*−/−*^ (*n* = 21) OSE mice and IgH^MOG^-only mice (*n* = 26). **(F)** Area under the curve of EAE paralysis score at peri-peak (days 3–7 post-paralysis onset/PPO) and chronic time points (22–31 PPO). **(G)** EAE paralysis scores over time and **(H)** Brn3^+^ RGC density of surviving WT, *Nlrx1*^*+/−*^, and *Nlrx1*^*−/−*^ OSE mice (excludes scores of 5.0). Square and circle data points identify male and female mice, respectively. Filled in and open data points identify mice that developed clinical EAE and those that did not, respectively. (**I**) Brn3a^+^ RGC density in mice with WT TCR (*n* = 16) and TCR^MOG^ mice with either *Nlrx1*^*+/+*^ (*n* = 5) or *Nlrx1*^*−/−*^ (*n* = 6). Averages are presented as mean ± SEM with statistical analysis performed by one-way ANOVA with post hoc Dunnett’s multiple comparison test. *p < 0.05, **p < 0.01, ***p < 0.001

Despite this disproportional loss of the clinically sickest *Nlrx1*^*−/−*^ OSE mice, the surviving *Nlrx1*^*−/−*^ OSE mice still showed a greater decrease in RGC density compared to *Nlrx1*^*+/+*^ OSE mice (Fig. 3H). In contrast to MOG_35 − 55_ immunization EAE, we observed that OSE mice, even those that did not develop clinically apparent paralysis, had significant decreases in RGC density, suggesting the presence of subclinical spontaneous optic neuropathy in these mice. Additionally, we observed an unexpected significant decrease in RGC density in IgH^MOG^ *Nlrx1*^*−/−*^ control mice compared to IgH^MOG^ *Nlrx1*^*+/+*^ control mice (Fig. 3H), suggesting that in the setting of NLRX1 loss and associated immune dysregulation, anti-MOG immunoglobulins can lead to some degree of optic neuropathy. We evaluated potential sex differences in survival and RGC loss in OSE mice and found no significant sex effect. Both male and female *Nlrx1*^*−/−*^ mice showed reduced survival and greater RGC loss compared to controls (Suppl. Fig. 4B, C).

We observed a similar phenomenon in TCR^MOG^ mice that did not develop clinically apparent EAE symptoms. TCR^MOG^ *Nlrx1*^*−/−*^ mice showed a significant loss of RGCs compared to TCR^MOG^ *Nlrx1*^*+/+*^ mice (Fig. 3I), suggesting that in the absence of NLRX1, MOG-specific T-cells can also lead to optic neuropathy independent from spinal cord pathology.

### NLRX1 regulates glial activation in the optic nerve during adoptive transfer EAE

NLRX1 has been shown to regulate T cell responses by inhibiting T cell proliferation and differentiation into Th1 and Th17 subsets [18, 22]. To isolate the specific role of NLRX1 in innate immunity, independent of its effects on T cell responses, we performed an adoptive transfer experiment using lymphocyte-deficient *Nlrx1*^*−/−*^*Rag*^*−/−*^ mice [22]. We isolated T-cells from TCR^MOG^ mice and after polarizing to Th17 cells in vitro, we transferred them intraperitoneally into *Rag*^*−/−*^ or *Nlrx1*^*−/−*^*Rag*^*−/−*^ mice (Fig. 4A). Comparing *Rag*^*−/−*^ or *Nlrx1*^*−/−*^*Rag*^*−/−*^ recipient mice after adoptive transfer, we observed no difference in the time of EAE onset, incidence, or severity (Fig. 4B, C; Suppl. Fig. 5A). Mice were euthanized two weeks after adoptive transfer at peak of EAE clinical onset to evaluate neurodegeneration and immune cell infiltration. Consistent with active EAE at the peak stage, we quantified RGCs and found no differences at this acute inflammatory timepoint between *Rag*^*−/−*^ and *Nlrx1*^*−/−*^*Rag*^*−/−*^ EAE mice (Suppl. Fig. 5B).

**Fig. 4:**
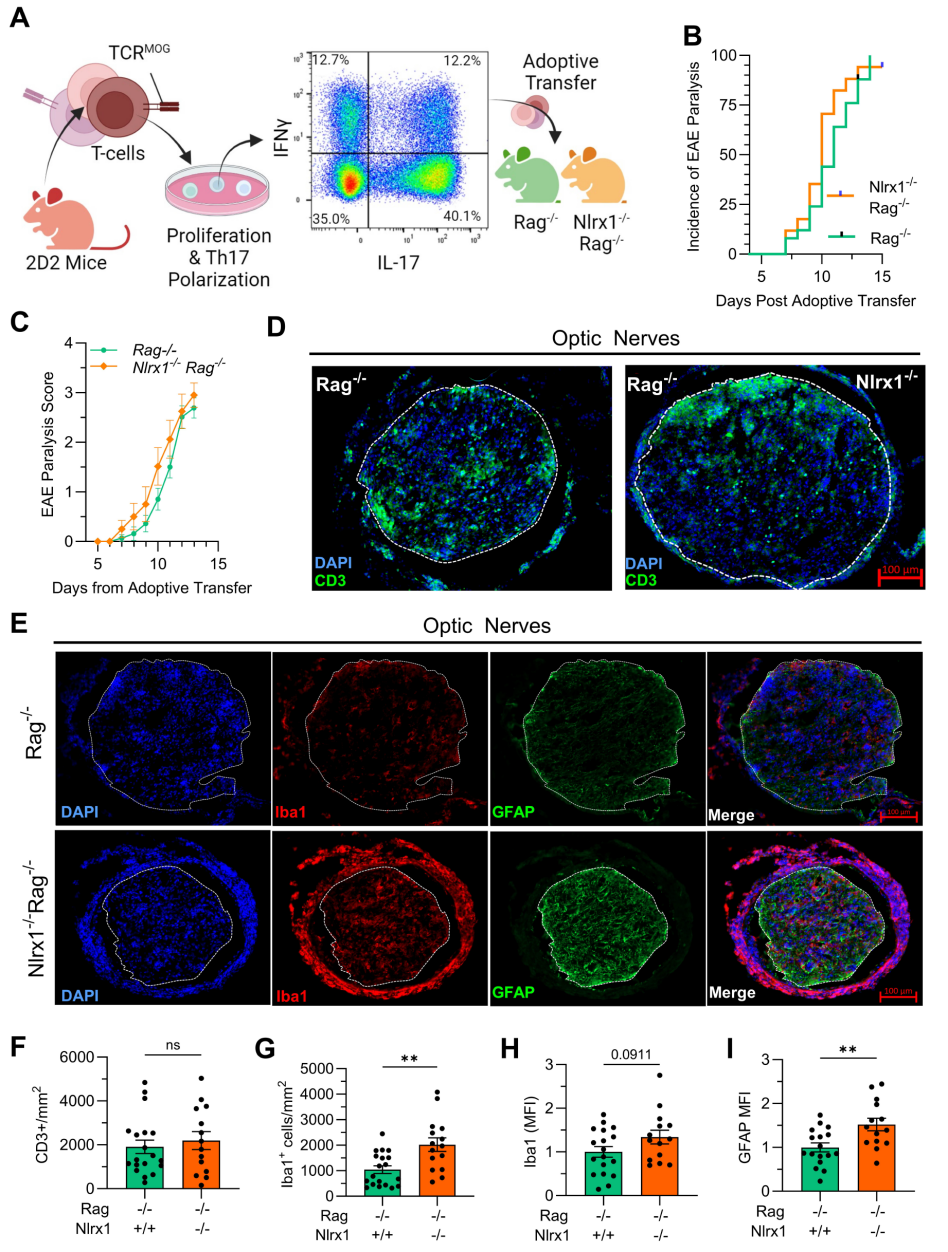
T-cell infiltration and glial activation in the optic nerve of *Rag*^*−/−*^ and *Nlrx1*^*−/−*^ *Rag*^*−/−*^ mice after adoptive transfer of activated anti-MOG CD4 + T-cells. (A) CD4 + T-cells are isolated from TCR^MOG^ mice and are proliferated, stimulated, and Th17 polarized in vitro. Subsequently these activated anti-MOG T-cells are injected intraperitoneally into Rag^−/−^ and *Nlrx1*^*−/−*^;*Rag*^*−/−*^ recipient mice. (B) Paralysis time of onset and incidence; and (C) paralysis severity by EAE clinical score in *Rag*\n^−/−^ (*n* = 25) and *Nlrx1*^*−/−*^ *Rag*^*−/−*^ (*n* = 17) recipient mice. Optic nerves were isolated from adoptively transferred mice two weeks after injection of anti-MOG T-cells and proximal, medial, and distal segments were analyzed by IHC for CD3, IBA1, and GFAP. Representative immunofluorescence (IF) images of cross-sectional optic nerves for DAPI and (D) CD3 and (E) IBA1 and GFAP in *Rag*^*−/−*^ (*n* = 17–19) and *Nlrx1*^*−/−*^ *Rag*^*−/−*^ (*n* = 14) recipient mice that developed EAE. Optic nerve and region of interest for quantification outlined with a dotted white line. Quantification of (F) CD3^+^ T-cell infiltration, (G) Iba1^+^ cell density, (H) Iba1 mean fluorescent intensity (MFI), and (I) GFAP MFI in *Rag*^*−/−*^ and *Nlrx1*^*−/−*^ *Rag*^*−/−*^ recipient mice. Data are presented as mean ± SEM with statistical analysis performed by Student’s t-test. **p < 0.01

To assess immune infiltration and glial activation, we focused on parenchymal expression of markers including CD3+, Iba1+, and GFAP, as these activated cells are in direct contact with the RGC axons that run through the optic nerve. At this acute time point, there was no significant difference in T-cell infiltration in the optic nerve between *Rag*^*−/−*^ or *Nlrx1*^*−/−*^*Rag*^*−/−*^ recipient mice (Fig. 4D). However, we observed a significant increase in the density of Iba1+ cells and a trend towards an increase in Iba1 mean fluorescence intensity (MFI), indicative of activated microglia/macrophages. We also found a higher MFI for GFAP, a marker of astrocyte reactivity, in the optic nerve of *Nlrx1*^*−/−*^*Rag*^*−/−*^ mice compared to *Rag*^*−/−*^ mice (Fig. 4E-I). To validate these findings, we assessed immune cell infiltration into the brain of adoptive transfer EAE mice using flow cytometry and observed no significant differences in the inflammatory infiltrate within the brain at the peak EAE (PID14) between *Rag*^*−/−*^ or *Nlrx1*^*−/−*^*Rag*^*−/−*^ recipient mice (Suppl. Fig. 5 C, D). The observed increase in the density and activation of microglia (Iba1+ cells) and reactive astrocytes (GFAP expression) in the adoptive transfer EAE model highlights a potential role for NLRX1 as a regulator of inflammatory responses in glial cells. To further explore this hypothesis, we next investigated how NLRX1 in astrocytes affects their transcriptomic profile under inflammatory conditions in vitro.

### NLRX1 regulates the transcriptome of reactive astrocytes

To further investigate whether NLRX1 directly regulates astrocyte inflammatory activation, we prepared primary astrocyte cultures from WT and *Nlrx1*^*-/-*^ pups (P0-P1) born on the same day to ensure comparable conditions. We performed immunofluorescent staining using DAPI as a nuclear marker, GFAP and Sox9 as astrocyte-specific markers, and Iba1 to assess the purity of isolated astrocytes. Our results showed that 92.5% and 96.3% of Dapi + cells were positive for GRAP and Sox9 respectively, with no identifiable Iba1 + positive cells (Suppl. Fig. 6). 

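Primary astrocytes were taken from the brains of pups and enriched with beads that bind the astrocyte surface antigen ACSA-2, and cultures were made from 4 WT litters and 4 *Nlrx1*-/- litters. From each litter, one culture was treated with lipopolysaccharide (LPS), a bacterial cell wall component, at 500 ng/mL together with the cytokine IFNγ at 10 ng/mL, and another with vehicle, for 24 h. This gave 16 libraries in 4 conditions, with 4 litters per condition. The methods and the sample labels give the age of the pups as P6, and the results text gives P0-P1. The vehicle is water in the methods and the labels, and phosphate buffered saline in the legend of Fig. 5. RNA was captured by its poly-A tails, and the libraries were sequenced without strand information as paired-end reads. The authors assigned the reads to RefSeq transcripts of GRCm39 with Salmon and deposited the expected count of each of 129698 transcripts in every library, together with CPM and log2 CPM per gene from limma-voom.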

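Salmon assigned between 27259420 and 43752903 read pairs per library to transcripts, with a median of 35554625. The medians were 32463940 in WT vehicle, 32448800 in WT LPS + IFNγ, 35536851 in *Nlrx1*-/- vehicle and 36403470 in *Nlrx1*-/- LPS + IFNγ. For the values given here, the expected counts were summed per gene. Of the transcripts, 106440 were paired with a gene symbol by their accession, which covered between 96.7% and 97.3% of the reads of a library and gave 35297 genes. Reads of the 23258 unpaired transcripts are missing from their genes, so a gene with an unpaired main transcript is counted too low. The counts were tested with edgeR's quasi-likelihood method, with TMM normalization, offsets for transcript length and a filter on low counts that kept 16066 genes. Genes with a Benjamini-Hochberg adjusted p below 0.05 are called differentially expressed. The response to LPS + IFNγ was fitted within litters, following the design formula of the paper, and the genotypes were compared within each treatment across the 4 litters of each genotype. Gene positions are those of GENCODE M39 on GRCm39, an annotation other than the one the authors used.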

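*Nlrx1*, the gene targeted in the *Nlrx1*-/- mice, lies on the minus strand of chromosome 9 from 44164011 to 44179896. Its level was 4.28 ± 0.16 log2 CPM (SD, n = 4 litters) in WT vehicle and 4.17 ± 0.06 (SD, n = 4) in WT LPS + IFNγ. In *Nlrx1*-/- astrocytes it was 2.51 ± 0.54 (SD, n = 4) in vehicle and 1.92 ± 0.54 (SD, n = 4) in LPS + IFNγ. The highest *Nlrx1*-/- library, at 3.01 log2 CPM, lay below the lowest WT library, at 4.13. These levels rest on 474 to 804 reads in the WT libraries and 76 to 312 in the *Nlrx1*-/- libraries. The paper's text does not name the part of the gene that was removed, so the reads that remain in *Nlrx1*-/- libraries can come from outside it. The log2 fold change of *Nlrx1*-/- against WT was -1.70 in vehicle (standard error 0.24, adjusted p = 0.0538 from edgeR) and -2.19 in LPS + IFNγ (standard error 0.25, adjusted p = 0.00318 from edgeR). With 1 litter left out in turn, the fold change stayed between -1.87 and -1.52 in vehicle, with adjusted p between 0.00199 and 0.326 (called without WT replicate 1, at -1.62, KO replicate 2, at -1.87, and KO replicate 3, at -1.52), and between -2.29 and -1.99 in LPS + IFNγ, with adjusted p between 0.000107 and 0.0457. 

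**Figure D1:**
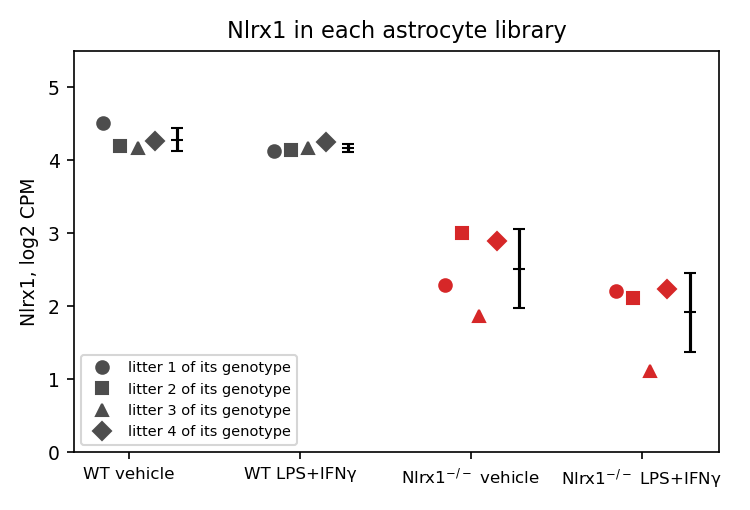
*Nlrx1* in log2 CPM (y axis) in each of the 16 libraries, by condition (x axis). Each symbol is a litter, with the same shape for both libraries of a litter, and the bars give the mean and SD of the 4 litters. All *Nlrx1*-/- libraries, up to 3.01, lie below all WT libraries, from 4.13.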

We subsequently stimulated these cultures with LPS and IFNγ or left them unstimulated for 24 h and then performed bulk RNAseq (Fig. 5A). 

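In a multidimensional scaling of log2 CPM over the 1000 most variable genes, the first dimension held 61.8% of the variance and the second 7.91%. The first dimension parted the vehicle libraries, at 2.18 ± 0.14 (SD, n = 4) in WT and 2.01 ± 0.12 (SD, n = 4) in *Nlrx1*-/- astrocytes, from the LPS + IFNγ libraries, at -1.92 ± 0.13 (SD, n = 4) in WT and -2.27 ± 0.34 (SD, n = 4) in *Nlrx1*-/- astrocytes. With 1 litter left out in turn the first dimension held between 61.0% and 63.1%. The value moved most on the log2 CPM the authors deposited, where it was 77.3%, a check chosen after the data were seen. Within the WT litters, edgeR called 3813 genes up and 3240 down after LPS + IFNγ. The *Nlrx1*-/- litters gave 4057 genes up and 3886 down. Of these, 5530 genes were called in both genotypes and 5520 of them changed in the same direction. Across the 16066 genes, which are not independent replicates, the log2 responses of the genotypes had a Pearson r of 0.881. The largest shift among the alternatives was at an adjusted p below 0.01, which left 2037 genes down in WT.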

When comparing stimulated WT and *Nlrx1*^*-/-*^ astrocytes, the difference between samples was primarily driven by the effect of LPS + IFNγ inflammatory signals. However, we also saw consistent differences between the normal and *Nlrx1*^*-/-*^ astrocytes in both treated and untreated conditions (Fig. 5B). 

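The second dimension of the same scaling parted the genotypes in part. In vehicle it was -0.50 ± 0.34 (SD, n = 4) in WT and 0.62 ± 0.75 (SD, n = 4) in *Nlrx1*-/- astrocytes (exact permutation test, two-sided, p = 0.0571). In LPS + IFNγ it was -0.65 ± 0.27 (SD, n = 4) and 0.53 ± 0.70 (SD, n = 4), respectively (exact permutation test, two-sided, p = 0.0571). Litters of 4 against 4 allow no p below 0.0286. In vehicle, edgeR called 0 genes up and 0 down in *Nlrx1*-/- against WT astrocytes, with 3152 of 16066 genes at an unadjusted p below 0.05. DESeq2 with the same groups called 421 genes up and 252 down in vehicle, and limma-voom called 0 up and 1 down, the gene *Nlrx1*. Without WT replicate 1, edgeR called 117 genes up and 36 down in vehicle, and without KO replicate 3 it called 590 up and 720 down.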

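In LPS + IFNγ, edgeR called 426 genes up and 382 down in *Nlrx1*-/- against WT astrocytes. These counts come from a fit of all 16 libraries without litter terms. With a block on replicate (the replicate block), edgeR called 1014 up and 1192 down. That block treats WT and *Nlrx1*-/- litters of the same number as pairs, whereas the paper's design formula places litters within genotype. It also takes the spread that such pairs share out of the error. On the 8 LPS + IFNγ libraries alone it called 0 and 0, with 4170 genes at an unadjusted p below 0.05. DESeq2 called 1179 up and 1167 down, and 802 of the 808 genes were among them, while limma-voom called 199 up and 185 down. The count rests on single litters. Without WT replicate 2, 3 or 4, edgeR called 0 genes up and 1, 2 and 1 down. Without KO replicate 1 it called 148 up and 72 down, without KO replicate 2, 7 up and 6 down, and without KO replicate 4, 2 up and 2 down. Without KO replicate 3 it called 1499 up and 1834 down, and without WT replicate 1, 630 up and 767 down.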

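Among called genes with at least 1 CPM on average and no overlap of the litters, the largest increases in LPS + IFNγ were in *Pak7*, *Tslp* and *Cd93*, and the largest decreases in *Ccdc146*, *Msh5* and *Cfap206*. *Tslp*, on chromosome 18 from 32948436 to 32952850, had 0.49 ± 0.97 log2 CPM (SD, n = 4) in WT and 4.10 ± 1.72 (SD, n = 4) in *Nlrx1*-/- astrocytes, a log2 fold change of 4.00 (standard error 0.70, adjusted p = 0.0396 from edgeR). *Cd93*, on chromosome 2 from 148270798 to 148285546, had -0.37 ± 0.71 (SD, n = 4) and 2.24 ± 1.34 log2 CPM (SD, n = 4), a log2 fold change of 2.87 (standard error 0.73, adjusted p = 0.0447 from edgeR). *Cfap206*, on chromosome 4 from 34688559 to 34730238, had 1.17 ± 0.45 (SD, n = 4) and -2.19 ± 1.78 log2 CPM (SD, n = 4), a log2 fold change of -2.77 (standard error 0.62, adjusted p = 0.0396 from edgeR). The other genes are undercounted, since as few as 0.572% of the reads of *Pak7*, 16.4% of those of *Ccdc146* and 0.564% of those of *Msh5* came from paired transcripts. Their log2 fold changes of 4.00, -3.89 and -3.30 therefore describe part of their transcripts. On the deposited log2 CPM, which holds all transcripts, limma gave -1.02 for *Pak7* (named *Pak5* there, adjusted p = 0.0366), -2.51 for *Ccdc146* (adjusted p = 0.0369) and -0.25 for *Msh5* (adjusted p = 0.613). In the fits on counts, all 6 calls were lost without WT replicate 2, 3 or 4 or KO replicate 4, with adjusted p up to 0.150. Without KO replicate 2 all calls except that of *Msh5* were lost, and without KO replicate 1 those of *Cd93*, *Ccdc146*, *Msh5* and *Cfap206*. Without WT replicate 1 the fold change of *Pak7* was 7.67.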

Next, we looked specifically at how *Nlrx1*^*-/-*^ astrocytes responded differently to the LPS + IFNγ treatment compared to WT astrocytes ([stimulated *Nlrx1*^*-/-*^ – unstimulated *Nlrx1*^*-/-*^] compared to [stimulated WT – unstimulated WT]). Using the threshold of adjusted p.value < 0.05 to define differentially expressed genes, we identified that 125 genes were more upregulated, and 235 genes were downregulated in the *Nlrx1*^*-/-*^ astrocytes compared to the WT cells when treated with LPS + IFNγ (Suppl. Table 1).

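For the difference between the responses, (*Nlrx1*-/- LPS + IFNγ minus vehicle) against (WT LPS + IFNγ minus vehicle), edgeR called 0 genes up and 0 down among 16066 genes. The lowest adjusted p was 0.217. At an unadjusted p below 0.05 there were 947 genes with the larger log2 response in *Nlrx1*-/- and 1522 with the larger response in WT astrocytes. DESeq2, applied with the same litter terms, called 104 genes up and 181 down, and limma-voom called 0 and 0. DESeq2 fitted without the litter block called 7 up and 7 down, a fit chosen after the data were seen. Without KO replicate 3, edgeR called 125 genes up and 192 down, and without WT replicate 1 it called 1 gene up, *Mcc*, which was singled out after its values were seen. In simulated counts with the spread of these libraries, 200 of 16066 genes, drawn from those with higher mean counts, were given an interaction of 1 log2 unit. There edgeR called 161 of the 200 and 8 unchanged genes, and DESeq2 called 174 and 31. The share found does not hold for genes with few reads or smaller interactions. The median absolute interaction over all genes was 0.19 log2 units and the median standard error 0.16.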

**Fig. 5:**
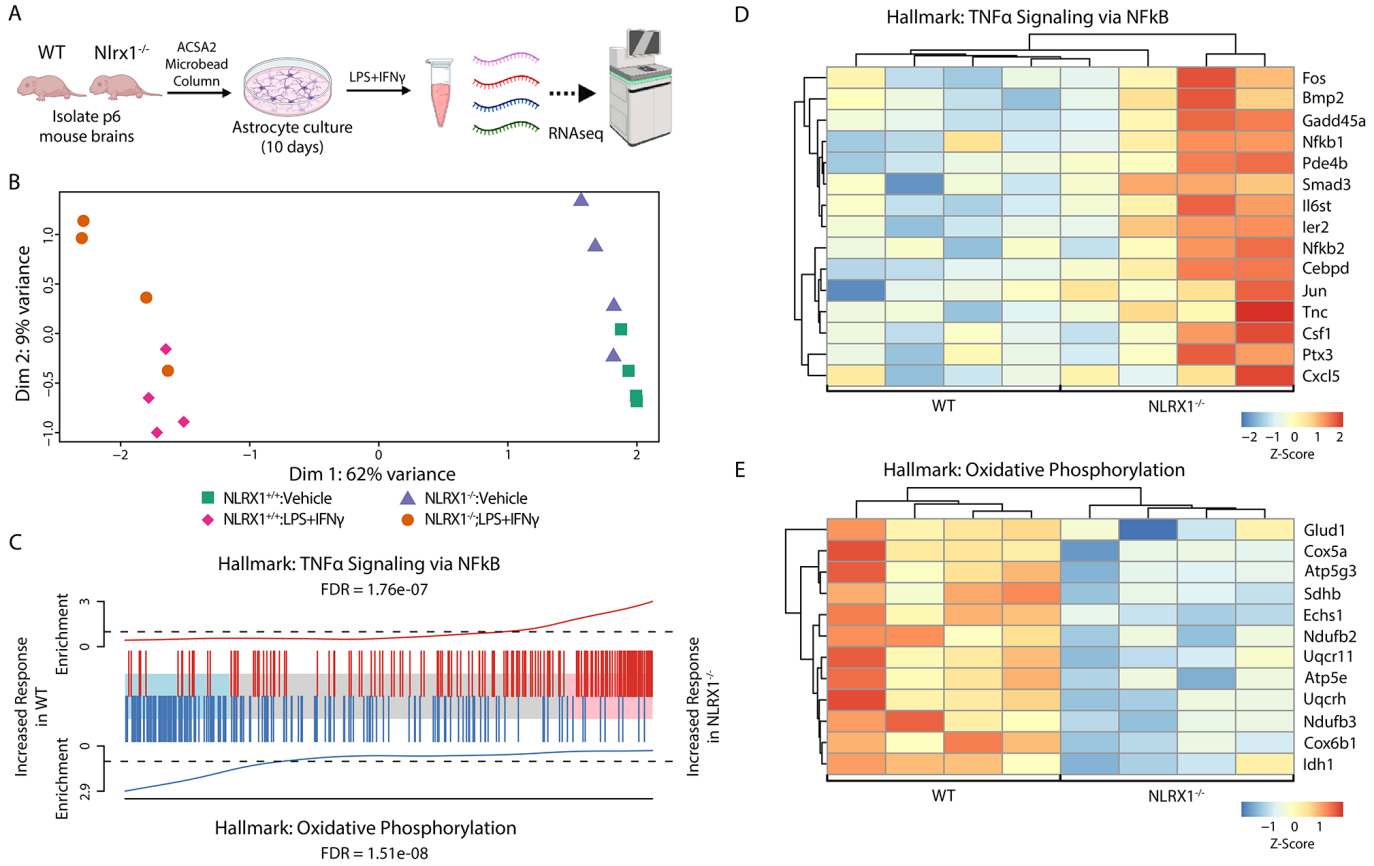
Transcriptome in LPS- and IFNγ-stimulated WT and *Nlrx1*^−/−^ primary astrocytes. **(A)** Schematic of the experimental design. Primary astrocyte cultures were derived from WT and *Nlrx1*^*−/−*^ mice and were then subsequently stimulated with IFNγ and lipopolysaccharide (LPS) or vehicle (phosphate buffered saline) for 24 h at which point RNA was isolated and analyzed by bulk RNA sequencing. **(B)** Multidimensional scaling (MDS) plot of the top 1000 highly variable genes from normalized RNA-seq libraries from *Nlrx1*^+/+^ and *Nlrx1*^−/−^ astrocyte cultures treated with or without LPS + IFNγ **(C)** Barcode plot showing genes associated with TNFα Signaling Via NF-κB (top, red) or genes associated with Oxidative Phosphorylation (bottom. blue). Genes associated with the pathway in question are represented by solid vertical line and are ranked from left to right using the moderated t statistic based on the difference in how *Nlrx1*^*−/−*^ cells responded to LPS + IFNγ vs. *Nlrx1*^*+/+*^. Genes toward the left had a higher induction in the WT than in *Nlrx1*^−/−^ while genes on the right had a higher induction in the *Nlrx1*^−/−^ mice. Dotted lines represent neutral enrichment, and solid lines represent local enrichment in that area of the ranked list generated by a weighted tricube average in a sliding window, so that a value of 1 represents enrichment if distribution of genes were uniform, and a value of 1.5 would mean a 50% increased enrichment within the window. FDR are false discovery rate values calculated by the competitive gene set test CAMERA. **(D and E)** Heatmap showing scaled log 2-fold change values (LPS + IFNγ  stimulated vs. unstimulated) where row represents a gene, and column represents an independent biological replicate for a selection of genes associated with **(D)** TNFα Signaling via NF-κB and **(E)** Oxidative Phosphorylation. Each column’s genotype is indicated below the heatmap. for each gene and each biological replicate

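The heatmaps of Fig. 5 show 15 genes of TNFα signaling via NF-κB and 12 of oxidative phosphorylation, all of which were found among the genes tested. All 15 NF-κB genes had a larger log2 response to LPS + IFNγ in *Nlrx1*-/- than in WT astrocytes, with a median interaction of 0.85. All 12 oxidative phosphorylation genes had a smaller one, with a median interaction of -0.37. None of these genes was called by edgeR, and at an unadjusted p below 0.05 there were 10 of the 15 and all 12 of the other genes. The response lay above all WT litters for 8 of the 15 NF-κB genes in KO litter 1, 15 in litter 2, 4 in litter 3 and 14 in litter 4. For oxidative phosphorylation it lay below all WT litters for 12, 12, 10 and 12 genes, respectively. The panels are a selection made by the authors on these libraries, so the tally is not independent of them.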

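The Hallmark sets were not used here, so lists of target genes written before the data were examined stand in for them, 12 lists in all. The themes of the NF-κB, unfolded protein response and E2F lists were taken from the paper's results on these libraries. The NF-κB list held 29 tested genes, among them cytokines, chemokines and inhibitors of the pathway. The median response of the list to LPS + IFNγ was 1.72, 1.88, 1.74 and 2.47 log2 units in WT litters 1 to 4, and 2.08, 2.89, 2.21 and 2.84 in *Nlrx1*-/- litters 1 to 4 (exact permutation test, two-sided, p = 0.114). The median interaction was 0.20 and the mean 0.11, with 17 of 29 genes higher and 12 lower in *Nlrx1*-/-. By camera on limma-voom values with its preset correlation of 0.01, the adjusted p over the 12 lists was 0.110. No gene of the list was called over all genes tested, and 1 was called adjusted over the list alone. Without WT replicate 1 the median interaction of the NF-κB list was -0.01 (camera of limma, adjusted p = 0.552), without WT replicate 4 it was 0.16 (adjusted p = 0.0127) and without KO replicate 1 it was 0.28 (adjusted p = 0.0346). It was 0.12 without WT replicate 3, 0.0313 without KO replicate 2 and 0.0722 without KO replicate 4, and not called there. Without the low-count filter the median of the NF-κB list was 0.24 (camera of limma, adjusted p = 0.031). The Reactome set of activated TLR4 signalling, with 85 tested genes, had a median of 0.09 (camera of limma, adjusted p = 0.00023).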

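The list for the unfolded protein response held 30 tested genes. Its median response was 0.94, 0.95, 0.72 and 0.51 log2 units in WT litters 1 to 4 and 0.86, 1.09, 0.83 and 1.33 in *Nlrx1*-/- litters 1 to 4 (exact permutation test, two-sided, p = 0.171). The median interaction was 0.19, with 23 of 30 genes higher in *Nlrx1*-/- (camera of limma, adjusted p = 4.18e-05). No gene was called over all genes tested and 0 were called adjusted over the list alone. Camera with the correlation between genes estimated from the data gave an adjusted p of 0.506 for both lists. Without KO replicate 4 the median for the unfolded protein response was 0.10. Fry, a test that takes the correlation between genes from the residuals, gave 0.467 for the NF-κB list and 0.377 for the unfolded protein response. The Reactome set of the unfolded protein response, with 15 tested genes, had a median of 0.05 (camera of limma, adjusted p = 0.068).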

When we tested different gene sets, we found that certain pathways, like TNFα signaling via NF-κB (Fig. 5C,D) and the Unfolded Protein Response, were more strongly activated in *Nlrx1*^*−/−*^ astrocytes (Suppl. Table 2). In contrast, pathways such as Oxidative Phosphorylation (Fig. 5C,E) and E2F Targets were less active in these *Nlrx1*^*−/−*^ astrocytes compared to WT astrocytes (Suppl. Fig. 7). 

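The respiratory chain was measured over the families Ndufb, Sdh, Uqcr, Cox and Atp5, with 65 tested genes. The paper names these families from these libraries, and they hold genes of its heatmap, so the list is not independent of them. Their median response to LPS + IFNγ was 0.22, 0.38, 0.43 and 0.40 log2 units in WT litters 1 to 4, and 0.15, 0.12, 0.22 and 0.18 in *Nlrx1*-/- litters 1 to 4 (exact permutation test, two-sided, p = 0.0571). The median interaction was -0.22, with 58 of 65 genes lower in *Nlrx1*-/- (camera of limma, adjusted p = 1.70e-13). No gene was called over all genes tested and 22 were called adjusted over the list alone. The list of E2F targets held 42 tested genes with a median response of 0.19, 0.64, 0.61 and 0.63 in WT litters 1 to 4 and 0.11, -0.80, 0.22 and -0.10 in *Nlrx1*-/- litters 1 to 4 (exact permutation test, two-sided, p = 0.0571). Its median interaction was -0.61, with 42 of 42 genes lower in *Nlrx1*-/- (camera of limma, adjusted p = 6.53e-21). No gene was called over all genes tested and 39 were called adjusted over the list alone. In vehicle, 42 of 42 E2F targets were higher in *Nlrx1*-/- (median 0.44; camera of limma, adjusted p = 5.02e-11; fry, 0.122), with medians of 0.31 to 0.76 when 1 litter was left out, the highest without WT replicate 1. In LPS + IFNγ the median was -0.12 and the list was not called (camera of limma, adjusted p = 0.125). There it was called as lower with the replicate block (-0.12) and by DESeq2 (-0.11). It was also called as lower without WT replicate 4 (-0.21), KO replicate 1 (-0.27) or KO replicate 3 (-0.21). Its median was 0.0346 without WT replicate 1, -0.19 without WT replicate 2, 0.0146 without KO replicate 2 and -0.0453 without KO replicate 4. The list was not called in these fits. Under fry the adjusted p was 0.0593 for the respiratory chain and 0.124 for E2F targets, and with an estimated correlation it was 0.395 for both. With 1 litter left out in turn the median stayed between -0.29 and -0.17 for the respiratory chain and between -0.73 and -0.43 for E2F targets. Removing the trend of each library on gene length moved the respiratory chain most, to -0.07 (camera of limma, adjusted p = 0.00118). 

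**Figure D2:**
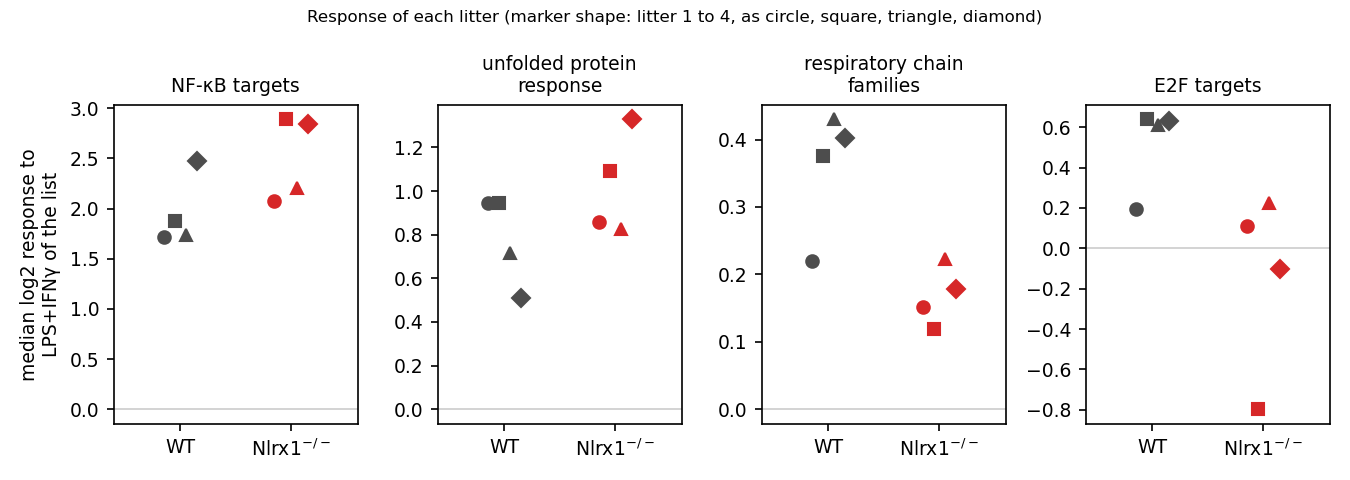
Median log2 response to LPS + IFNγ (y axis) of 4 gene lists in each WT and *Nlrx1*-/- litter (x axis). Each symbol is a litter, with circle, square, triangle and diamond for litters 1 to 4 of a genotype. For the respiratory chain families, the lowest WT litter, at 0.22, lies just below the highest *Nlrx1*-/- litter, at 0.22, and 3 WT litters lie above all *Nlrx1*-/- litters.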

Genes included in the Hallmark TNFα signaling via NF-κB (Fig. 5D) include NF-κB-pathway transcription factors (e, g. *NF-κB1*,* NF-κB2*) and several genes previously implicated in regulating reactive astrocyte phenotypes, including *Smad3*, *Bmp2*, *Cepbd*, and *Tnc* [55–60]. 

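Each of these genes is given as its log2 response to LPS + IFNγ, the mean of 4 litters per genotype with its SD, and its interaction from edgeR. *Nfkb1* (chromosome 3, 135290264 to 135397742) responded by 0.61 ± 0.22 (SD, n = 4) in WT and 0.91 ± 0.22 (SD, n = 4) in *Nlrx1*-/- astrocytes, an interaction of 0.30 (standard error 0.13, adjusted p = 0.319 from edgeR). *Nfkb2* (chromosome 19, 46292759 to 46303812) responded by 1.07 ± 0.13 (SD, n = 4) and 1.31 ± 0.27 (SD, n = 4), an interaction of 0.24 (standard error 0.13, adjusted p = 0.409 from edgeR). *Smad3* (chromosome 9, 63554049 to 63665476) responded by 0.33 ± 0.12 (SD, n = 4) and 0.57 ± 0.09 (SD, n = 4), an interaction of 0.24 (standard error 0.08, adjusted p = 0.238 from edgeR). *Bmp2* (chromosome 2, 133394079 to 133404816) had 7 to 60 reads per library and responded by -0.71 ± 1.01 (SD, n = 4) and 1.55 ± 1.58 (SD, n = 4), an interaction of 2.28 (standard error 0.90, adjusted p = 0.280 from edgeR). *Cebpd* (chromosome 16, 15705150 to 15708895) responded by 1.24 ± 0.18 (SD, n = 4) and 2.29 ± 0.55 (SD, n = 4), an interaction of 1.05 (standard error 0.23, adjusted p = 0.217 from edgeR). *Tnc* (chromosome 4, 63878014 to 63965443) responded by 1.51 ± 0.30 (SD, n = 4) and 2.44 ± 0.69 (SD, n = 4), an interaction of 0.92 (standard error 0.29, adjusted p = 0.225 from edgeR).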

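The litters of the genotypes did not overlap in the response of *Smad3*, *Cebpd* and *Tnc* (exact permutation test, two-sided, p = 0.0286 for each, the smallest p that 4 litters against 4 allow), and they overlapped for *Nfkb1*, *Nfkb2* and *Bmp2*. Without KO replicate 4 the interaction was 0.60 for *Tnc* and 0.16 for *Nfkb2*. DESeq2 called *Cebpd* (adjusted p = 0.00299). With 1 litter left out in turn, the interaction of *Cebpd* stayed between 0.89 and 1.26 with adjusted p from edgeR between 0.0324, without KO replicate 3, and 0.464. In vehicle, *Nlrx1*-/- minus WT was 1.65 for *Tnc*, 0.26 for *Nfkb2*, 0.25 for *Smad3*, 0.12 for *Nfkb1*, -0.53 for *Cebpd* and -0.68 for *Bmp2*. None was called there (adjusted p from edgeR, 0.147 to 0.645). *Cebpd* was 0.51 in LPS + IFNγ, so its interaction also holds a lower vehicle level. Compared within LPS + IFNγ, *Nlrx1*-/- minus WT was 2.51 for *Tnc* (standard error 0.57, adjusted p = 0.0396 from edgeR). For *Smad3* it was 0.49 (standard error 0.12, adjusted p = 0.0423 from edgeR), and the other 4 genes were not called there. Both calls were lost without WT replicate 2, 3 or 4 and without KO replicate 2 or 4, with adjusted p from edgeR up to 0.150. Without KO replicate 3 the other 4 genes were called too, with *Nfkb1* at 0.52, *Nfkb2* at 0.68, *Cebpd* at 0.58 and *Bmp2* at 1.89. Over all alternatives, including those chosen after the data were seen, *Nfkb1* and *Nfkb2* were each called under 12 of 26, *Cebpd* under 6 of 26 and *Bmp2* under 5 of 25.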

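The respiratory chain genes were taken by family. Ndufb (Complex I) had 12 tested genes with a median interaction of -0.27, and 11 were lower in *Nlrx1*-/-, from *Ndufb4* at -0.51 to *Ndufb4c* at 0.21. Sdh (Complex II) had 4 genes with a median of -0.23, all lower in *Nlrx1*-/-, from *Sdhb* at -0.36 to *Sdha* at -0.16. Uqcr (Complex III) had 8 genes with a median of -0.17, of which 7 were lower, from *Uqcr11* at -0.55 to *Uqcrq* at 0.04. Cox (Complex IV) had 24 genes with a median of -0.14, of which 19 were lower, from *Cox6b2* at -0.56 to *Cox6a2* at 1.86. Atp5 (ATP synthase) had 17 genes with a median of -0.24, all lower, from *Atp5k* at -0.77 to *Atp5c1* at -0.06. The lowest adjusted p over these genes was 0.217 from edgeR. In vehicle, the family medians of *Nlrx1*-/- minus WT ran from 0.15 to 0.20. In LPS + IFNγ they ran from -0.12 in Ndufb to 0.03 in Uqcr. Over all 65 genes the vehicle median was 0.17 (camera of limma, adjusted p = 2.69e-14; fry, adjusted p = 0.00701) and the LPS + IFNγ median -0.04 (camera of limma, adjusted p = 0.339), where the mean was 0.01 and so of the other sign. The LPS + IFNγ result changed with the setting. With the trend on gene length removed the list was called as higher (median 0.11; camera of limma, adjusted p = 0.000424), and with the trend on GC content removed the median was 0.0348 and not called. The list was called as lower without length offsets (-0.0691) and without WT replicate 1 (-0.0709), and its median was -0.0228 without WT replicate 3.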

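*Idh1*, on chromosome 1 from 65196781 to 65225721, responded to LPS + IFNγ by 0.23 ± 0.08 log2 units (SD, n = 4) in WT and -0.01 ± 0.14 (SD, n = 4) in *Nlrx1*-/- astrocytes. Its interaction was -0.25 (standard error 0.08, adjusted p = 0.226 from edgeR). *Glud1*, on chromosome 14 from 34032583 to 34067642, responded by -0.24 ± 0.09 (SD, n = 4) and -0.51 ± 0.20 (SD, n = 4), an interaction of -0.27 (standard error 0.10, adjusted p = 0.249 from edgeR). For both genes the litters of the genotypes overlapped (exact permutation test, two-sided, p = 0.0571).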

The oxidative phosphorylation pathway (Fig. 5E) included multiple subunits of each major mitochondrial respiratory chain complex (e.g. Ndufb* genes, Complex I/NADH Dehydrogenase; Sdh* genes, Complex II; Uqcr* genes, Complex III; Cox* genes, Complex IV; Atp5* genes, Complex IV/Mitochondrial ATP Synthase) and other enzymatic genes such as *Idh1* (isocitrate dehydrogenase) and *Glud1* (glutamate dehydrogenase).

When comparing gene expression of *Nlrx1*^*−/−*^ vs. WT astrocytes in either vehicle (*Nlrx1*^*−/−*^ Unstim – WT Unstim) or LPS + IFNγ conditions (*Nlrx1*^*−/−*^ LPS + IFNγ – WT LPS + IFNγ), we found enrichment of similar gene ontology terms associated with ribonucleoprotein complex biogenesis, cytoplasmic translation, RNA splicing, and nuclear cytoplasmic transport in the genes upregulated in *Nlrx1*^*−/−*^ vs. WT, while gene ontology terms associated with regulation of neurogenesis, gliogenesis, and autophagy were enriched in the downregulated genes (Suppl. Fig. 8; Suppl. Tables 1–8). 

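The genes that Supplementary Tables 5 to 8 list under these terms were measured in the libraries, as far as their names are shown, since all lists but that of cytoplasmic translation in LPS + IFNγ are shown in part. In vehicle, all 67 genes of ribonucleoprotein complex biogenesis were higher in *Nlrx1*-/-, with a median log2 fold change of 0.38. The same held for all 66 of cytoplasmic translation (median 0.28), all 64 of RNA splicing (median 0.27) and all 66 of nucleocytoplasmic transport (median 0.31). All 68 genes of regulation of neurogenesis (median -0.48), 71 of gliogenesis (median -0.46) and 65 of autophagy (median -0.36) were lower. None of these was called by edgeR in vehicle, and at an unadjusted p below 0.05 there were 57, 62, 45 and 45 of the genes higher and 29, 34 and 42 of those lower. In LPS + IFNγ, all genes had the stated direction but 1 of 60 in cytoplasmic translation. There edgeR called 25 of 65 genes of ribonucleoprotein complex biogenesis, 8 of 60 of cytoplasmic translation, 6 of 63 of RNA splicing and 14 of 64 of nucleocytoplasmic transport. It called 10 of 70 genes of regulation of neurogenesis, 8 of 70 of gliogenesis and 5 of 64 of autophagy. These genes were listed because the authors had called them in these libraries, so their direction is not independent evidence.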

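Lists written before the data were examined were measured in the same way. Their themes were taken from the terms the paper reports on these libraries, so the choice of themes is not independent of the data. Of 38 ribosome biogenesis genes, all were higher in *Nlrx1*-/-, with medians of 0.44 in vehicle and 0.55 in LPS + IFNγ (camera of limma, adjusted p = 3.08e-14 and 7.94e-21; fry, 0.0694 and 0.0476), and 22 were called by edgeR in LPS + IFNγ over all genes. With 1 litter left out the vehicle median stayed between 0.24 and 0.52, the lowest without KO replicate 2. Adjusted over the list alone, 32 were called in vehicle and 36 in LPS + IFNγ. Of 81 ribosomal protein genes, 81 were higher in vehicle (median 0.27; camera of limma, adjusted p = 8.57e-28; fry, 0.0302) and 71 in LPS + IFNγ (median 0.13; camera of limma, adjusted p = 9.25e-07; fry, 0.316), where it was 0.0827 without KO replicate 2. Ribosomal protein genes have many pseudogene copies, and the share of reads assigned to those was not examined. Splicing factor families had medians of 0.18 and 0.14 (camera of limma, adjusted p = 1.30e-07 and 0.000109; fry, 0.0528 and 0.175), with 30 and 29 of 34 genes higher. Nuclear transport families had 0.16 and 0.15 (camera of limma, adjusted p = 3.79e-06 and 5.64e-06; fry, 0.122 and 0.175), with 35 and 37 of 40 genes higher. A core autophagy list had medians of -0.17 and -0.10 (camera of limma, adjusted p = 3.57e-05 and 0.0390; fry, 0.0528 and 0.309), with 18 and 12 of 20 genes lower. The vehicle median was -0.11 without WT replicate 4. Its call in LPS + IFNγ was lost without WT replicate 4 (median -0.0638), and with the trend on gene length (-0.0654) or GC content (-0.0301) removed. The Atg family had a median of -0.06 in both, with means of 0.09 and 0.03 and so of the other sign (camera of limma, adjusted p = 0.475 and 0.753; fry, 0.365 and 0.592). Its vehicle median was -0.0387 without WT replicate 2, -0.0064 without WT replicate 4 and -0.0021 without KO replicate 2, and its LPS + IFNγ median -0.0248 without KO replicate 1. With the correlation between genes estimated, no list was called in either treatment, the lowest adjusted p of camera being 0.239.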

The similarity of the pathways enriched in both the unstimulated and LPS + IFNγ conditions suggest these are the effects caused by *Nlrx1* depletion independent of inflammatory stimulation.

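The fold changes of *Nlrx1*-/- against WT in vehicle were set against those in LPS + IFNγ across the 16066 genes tested, which are not independent replicates. Their Pearson r was 0.413. The libraries of a litter share its chance values, so a correlation above 0 is there with no effect of the genotype. The other splits of the 8 litters into 4 and 4 gave a median r of 0.176. Their highest r, 0.460, lay above that of the genotypes and came with WT litter 1 and *Nlrx1*-/- litter 3 exchanged. Such a split keeps most litters of each genotype together, so it can still carry part of an effect of the genotype. The value of r was 0.258 without KO replicate 2. DESeq2, fitted with no filter on low counts, gave 0.121, so that value differs from 0.413 in its genes as well as its test. With edgeR, r was 0.109 with no such filter and 0.638 over genes with at least 10 counts in every library. From the overlap of the terms found in both conditions, the paper proposes that they come from the loss of *Nlrx1* and do not depend on the inflammatory stimulus.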

### NLRX1 agonists reduce inflammatory gene expression in reactive glial cells

Given the observed association between the loss of NLRX1 expression and increased glial activation, we hypothesized that enhancing NLRX1 activity in glial cells could attenuate their inflammatory response. To test this hypothesis, we used two recently identified NLRX1 activators, NX-13 and LABP-66. These compounds were developed through medicinal chemistry-based optimization of novel scaffolds designed to target the previously characterized binding pocket of NLRX1, thereby stabilizing NLRX1 [61–63], with LABP-66 specifically designed to be brain-penetrant [64]. We pretreated WT or *Nlrx1*^*−/−*^ primary mouse mixed glial cells with either NX-13 or LABP-66 before stimulating them with LPS to induce TLR4-dependent NF-κB activation. Twenty-four hours post-LPS stimulation, pretreatment with NX-13 and LABP-66 resulted in significantly lower expression of several NF-κB regulated genes, including *Il1a*, *Tnf*, *Nos2*, *Cxcl1*, and *Ccl20* in WT glia (Fig. 6A,C). In contrast, in *Nlrx1*^*−/−*^ glia we did not observe a significant reduction in these inflammatory genes with pre-treatment with NX-13 or LABP-66 (Fig. 6B, D). These findings suggest that the NLRX1 activators NX-13 and LABP-66 effectively inhibit inflammatory glial cells in an NLRX1-dependent manner. Next, we explored whether pharmacological activation of NLRX1 in vivo could protect RGCs from inflammatory degeneration associated with chronic EAE.

**Fig. 6:**
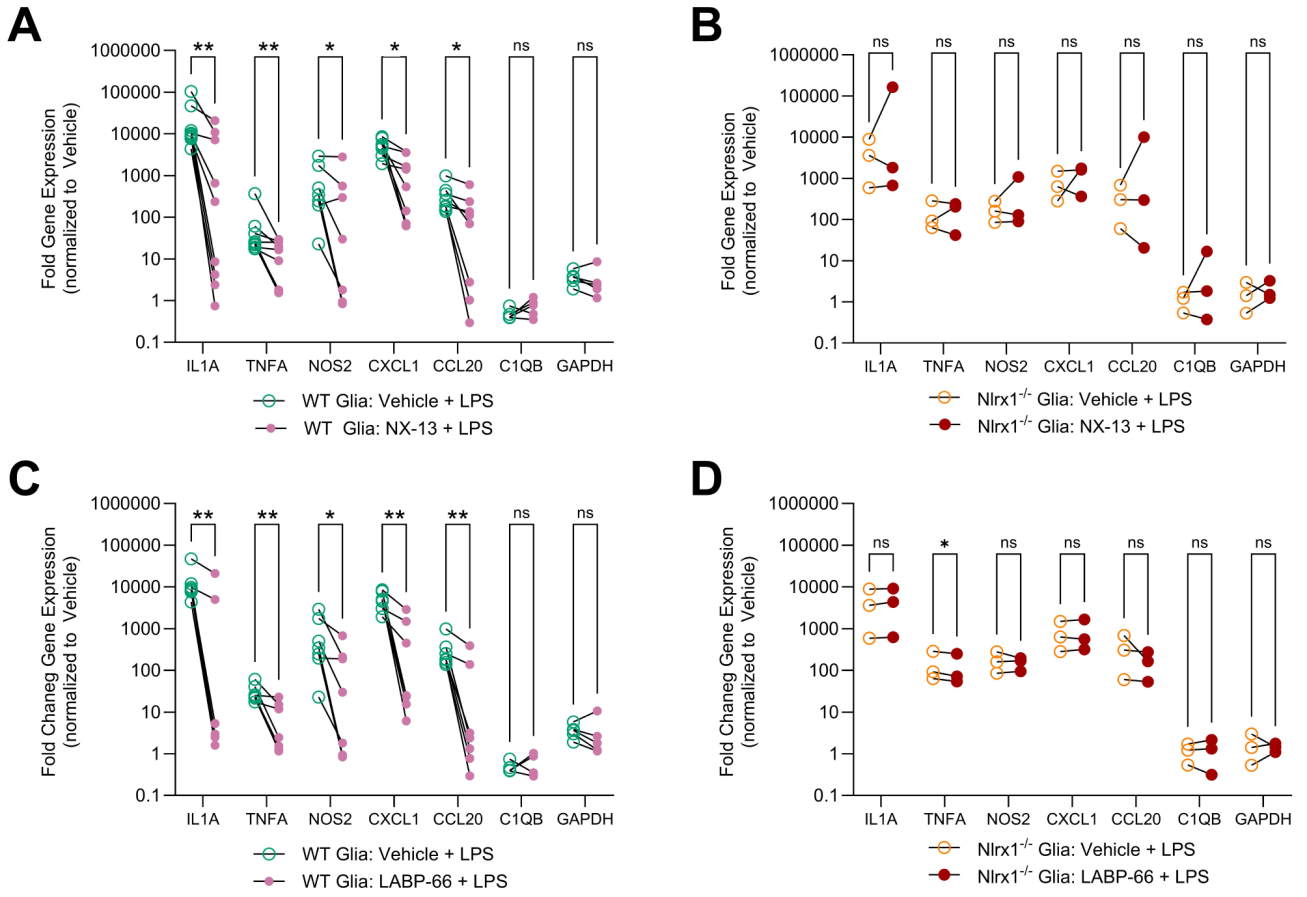
Inflammatory gene expression in LPS-stimulated primary mixed glial cultures. Primary mixed glial cultures were generated from WT and *Nlrx1*^−/−^ pups and cultured in vitro. Mixed glia was pre-treated with either 1µM of NX-13, 200 nm of LABP-66, or vehicle (0.01% DMSO) and were subsequently stimulated with 250ng/ml of LPS or vehicle (PBS). After 24 h of stimulation, mixed glial cultures RNA was isolated for subsequent gene expression analysis by quantitative PCR. Gene expression of select NF-κB-regulated and control genes in NX-13 pre-treated **(A)** WT (*n* = 5–7) and **(B) ***Nlrx1*^*−/−*^ (*n* = 3) glia and LABP-66 pre-treated **(C)** WT (*n* = 5–7) and **(D) ***Nlrx1*^*−/−*^ (*n* = 3) glia. Gene expression in glia pre-treated with vehicle is represented by open circles while gene expression in glia pre-treated with an NLRX1 activator is represented by closed circles. Gene expression is presented as fold expression normalized to vehicle treated, unstimulated mixed glia. Solid lines connect paired samples from the same biological replicate. Statistical analysis was performed by paired Student’s t-test. *p < 0.05, **p < 0.01, ***p < 0.001

### LABP-66 ameliorates paralysis and RGC neurodegeneration in active EAE

To assess whether pharmacological activation of NLRX1 could ameliorate inflammatory demyelinating-associated neurodegeneration in vivo, we randomly assigned MOG_35 − 55_ immunized female mice, after the development of full tail paralysis (EAE score = 1), to receive daily gavage with either 20 mg/kg LABP-66 or vehicle (0.5% methylcellulose; Fig. 7A). We initiated LABP-66 treatment after the onset of paralysis to establish a post-treatment paradigm and avoid potential effects of LABP-66 on EAE induction and initial T-cell infiltration. LC-MS analysis (Eurofins Scientific) confirmed detectable absorption of LABP-66 in the serum of EAE mice treated with LABP-66 approximately 3 h after gavage (Fig. 7B). Successful randomization was confirmed by the absence of significant differences in timing post-induction of randomization, EAE paralysis score at randomization, or peak EAE paralysis score between LABP-66-treated and vehicle-treated mice (Suppl. Fig. 9A-C). Additionally, no significant differences in weight were observed between LABP-66-treated and vehicle-treated mice (Suppl. Fig. 9D). While there were no differences in early or peak EAE scores (Suppl Fig. 9E), LABP-66-treated mice exhibited lower average EAE scores at chronic time points (Fig. 7C–E). Specifically, LABP-66-treated mice had a significantly lower EAE score area under the curve at chronic time points, greater improvement from peak to lowest-post-peak EAE score, and a lower best post-peak EAE score (Suppl. Fig. 9F).

**Fig. 7:**
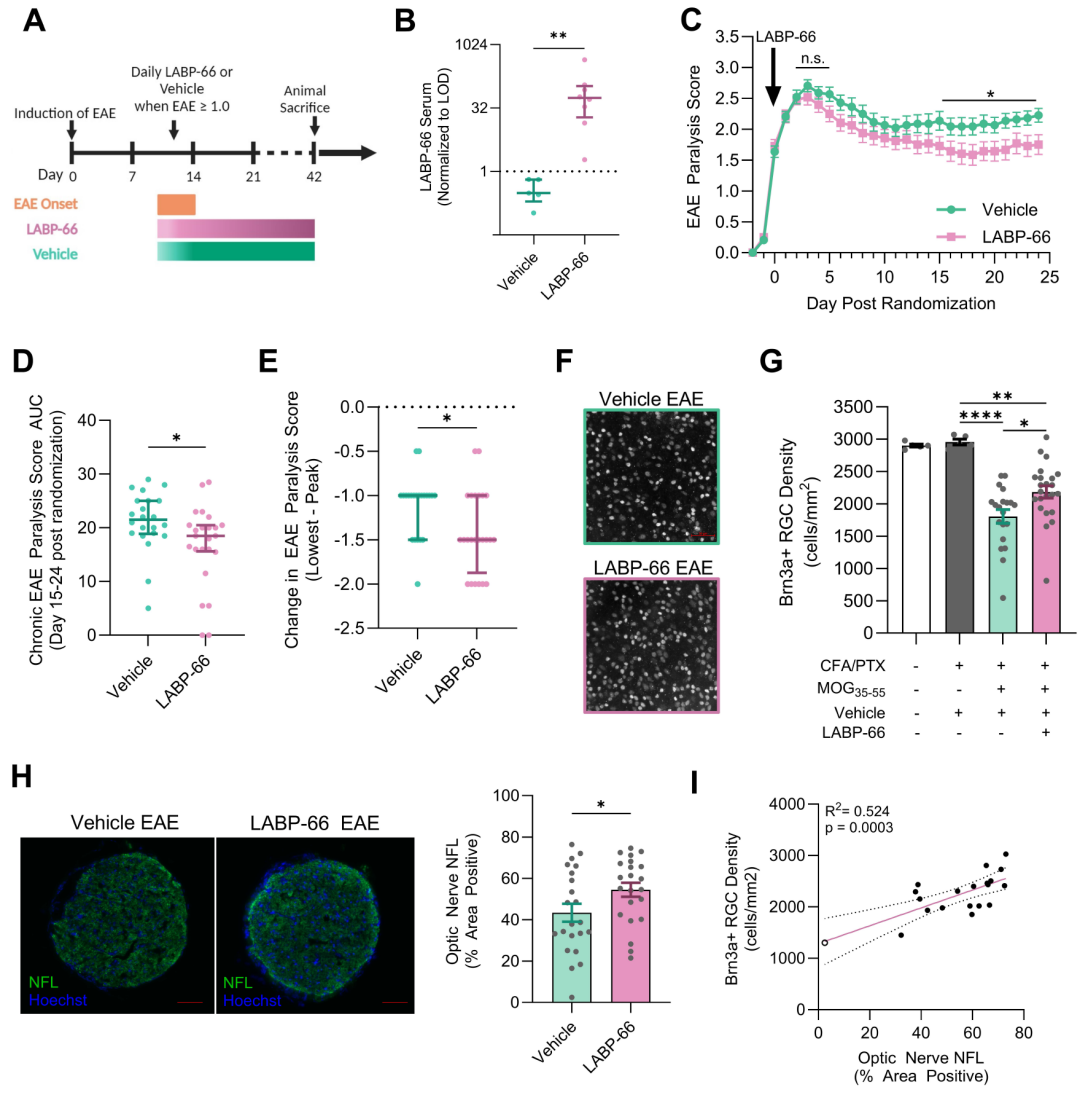
Paralysis severity and neurodegeneration in the anterior visual pathway in immunization EAE mice treated after paralysis onset with LABP-66. (**A**) Wild-type 12-week-old female mice were immunized against MOG_35 − 55_ to induce EAE. After the development of paralysis (EAE score 1.0 or greater), mice were randomized to daily oral gavage with LABP-66 (20 mg/kg; *n* = 22) or vehicle (0.5% methylcellulose; *n* = 24). At 42 days post-immunization mice were euthanized, and retina and optic nerves were isolated. (**B**) Serum concentration of LABP-66 2–4 h after either LABP-66 (20 mg/kg; *n* = 8) or vehicle (*n* = 5) oral gavage in WT EAE mice. The data was normalized to the assay limit of detection (LOD). Data presented as mean ± SEM with statistical analysis performed by Mann-Whitney U test. (**C**) EAE paralysis clinical score overtime normalized to day post randomization in LABP-66, and vehicle treated EAE mice with statistical analysis presented representing area under the curve analysis and acute and chronic time points. (**D**) EAE paralysis score area under the curve (AUC) analysis for days 15–24 post randomization. (**E**) Change in EAE paralysis score from peak score to lowest score post peak. Data for AUC and change in EAE score are presented as median ± interquartile range (IQR). (**F**) Representative IHC for Brn3a^+^ RGCs in the retina with (**G**) quantification of Brn3a^+^ RGC density vehicle- (*n* = 20) and LABP-66-treated (*n* = 23) EAE mice as well as naïve mice (*n* = 5 and CFA/PTX-only mice (*n* = 5). (**H**) Representative immunofluorescence (IF) images of neurofilament light chain (NFL) and average NFL percent area positive in the optic nerve of EAE mice treated with vehicle or LABP-66. (**I**) Correlation between percent area positive of NFL in the optic nerve to Brn3a^+^ RGC cell body density in the retina at day 42 post immunization in vehicle-treated and LABP-66 treated EAE mice, Correlation analysis was performed by Pearson correlation test. RGC density is presented as mean ± SEM with statistical analysis performed by one-way ANOVA with Tukey’s multiple comparison test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

When evaluating retinal ganglion cell (RGC) density, we observed the expected loss of RGCs in vehicle-treated EAE mice compared to controls. However, LABP-66-treated EAE mice demonstrated significantly less RGC loss compared to vehicle-treated counterparts (Fig. 7F,G). Additionally, optic nerve neurofilament light chain (NFL) expression was significantly higher in LABP-66-treated mice compared to vehicle-treated mice (Fig. 7H). Consistent with prior experiments, there was a significant positive correlation between optic nerve NFL expression and RGC density in this cohort (Fig. 7I). We performed similar EAE experiments in *Nlrx1*^*−/−*^ mice and found that the therapeutic effect of LABP-66 is dependent on NLRX1. There was no improvement in clinical scores (Suppl. Fig. 9G) or RGC counts (Suppl. Fig. 9H) in LABP-66-treated *Nlrx1*^*−/−*^ EAE mice compared to vehicle-treated *Nlrx1*^*−/−*^ CFA controls. In the optic nerve, we quantified CD3+T cells, as well as Iba1 and GFAP expression, in LABP-66-treated EAE mice and found no significant changes compared to vehicle-treated EAE mice (Suppl. Fig. 10A-C). We quantified the effect of LABP-66 on immune infiltration and cytokine production by flow cytometry. We found that LABP-66 does not affect immune cell infiltration or the production of IFNγ and IL-17 cytokines by T cells. (Suppl. Fig. 10D–G). These results highlight the therapeutic potential of activating NLRX1 with LABP-66 in limiting neurodegeneration in the anterior visual pathway.

## Discussion

The continued prevalence of progressive neurodegenerative disease in many people living with MS, despite the effectiveness of disease-modifying therapies for relapses, strongly emphasizes the critical need for adjunctive therapies that protect neurons and control the persistent neuropathological processes within the CNS of these patients. Processes that may drive progressive disease include compartmentalized innate immune activation within the CNS, neurotoxic and oligotoxic reactive glia, CD8 + tissue-resident memory T-cells, and meningeal lymphoid aggregates, among others [65]. In our attempt to identify targets that may modulate these neurodegenerative processes within the CNS, we have demonstrated a neuroprotective role of the innate immune regulator NLRX1 within the anterior visual pathway in multiple EAE models. The anterior visual system is an ideal model to evaluate neurodegeneration in EAE because inflammation and demyelination in the optic nerve cause RGC cell-body neurodegeneration reliably and reproducibly in the retina. Using both immunization-based and spontaneous transgenic models, our research has demonstrated that the absence of NLRX1 leads to an exacerbation of RGC cellular stress and ultimately neurodegeneration in the retina and optic nerve. Notably, the neuroprotective role of NLRX1 is independent of both the severity of paralysis and the extent of immune infiltration into the CNS at the peak timepoint.

A previous study by Eitas et al. found that *Nlrx1*^*−/−*^ mice developed more severe classical EAE clinical symptoms compared to WT mice [20]. However, we have not observed a difference in clinical scores between WT and *Nlrx1*^*−/−*^ EAE mice in our vivarium, even when using the same immunization protocol. Remarkably, we also replicated our findings in other EAE models (OSE and adoptive transfer) and did not see alteration of the disease onset or course in EAE. One possible reason for this variability could be differences in environmental factors between vivariums, such as the gut microbiome and seasonality [19]. Despite having no impact on the clinical score or inflammatory infiltrate, the neuroprotective role of NLRX1 was significant. This suggests that the loss of NLRX1 affects neurodegenerative processes within the CNS, and that any role it may have in priming peripheral immune cells and trafficking into the CNS may be less critical.

While our spontaneous OSE model corroborated the protective role of NLRX1 in inflammatory neurodegeneration that we observed in our immunization EAE model, there were multiple unique and notable features of anterior pathway neurodegeneration in the OSE model. In our immunization EAE model, RGC neurodegeneration always accompanied clinical paralysis [28]. However, in our OSE model some mice had profound RGC loss despite no clinical evidence of paralysis and a few mice even showed little to no RGC loss despite development of significant clinical paralysis. These findings demonstrate greater pathologic independence between the development of optic neuritis and myelitis in the spontaneous OSE model as compared to immunization EAE. Interestingly, while TCR^MOG^ transgenic mice rarely spontaneously develop classical EAE/paralysis, a higher proportion do develop spontaneous optic neuritis over time [30, 66], which we have shown is associated with RGC loss. On the other hand, IgH^MOG^ transgenic mice never develop spontaneous paralysis, though they may develop subtle optic neuropathy [46, 67]. Taken together, our findings from both active and OSE models suggest that NLRX1 provides significant protection against RGC loss, driven by inflammatory optic neuritis [68].

We have previously shown that reactive glia at the peak of EAE are associated with RGC loss at the chronic phase of EAE [22, 28]. Our EAE data suggests that severe RGC loss in *Nlrx1*^*−/−*^ mice is not spontaneous but occurs only at the chronic stage of EAE. Additionally, twice as many RGCs in *Nlrx1*^−/−^ EAE mice RGCs are positive for phospho-c-Jun expression and have associated decreased Brn3a expression compared to WT EAE mice at acute time points prior to any observable RGC loss, consistent with increased neuronal cell stress and risk for subsequent degeneration. This increased RGC cellular stress in *Nlrx1*^−/−^ EAE mice may be the result of increased innate immune cytokines such as IL-1β and IL-6. Interestingly, IL-1β and inflammasome activation have been described in RGCs and retinal astrocytes in association with RGC loss in glaucoma models, demonstrating a link between innate immunity and neurodegeneration [69]. These data support that excessive CNS inflammation at the peak of EAE in *Nlrx1*^−/−^ mice contributes to the worsening of neuronal death at later stages, along with possible increased sensitivity of *Nlrx1*^*−/−*^ neurons to cell death.

To better understand the neuroprotective role of NLRX1 against inflammatory neurodegeneration in our models, we first aimed to investigate the how changes in NLRX1 expression correlate with inflammatory processes at different stages of the disease, particularly before the onset and during the peak of EAE. Our Western blot data show that NLRX1 protein levels remain unchanged during the preclinical and early clinical stages of EAE. However, at the peak of inflammation, NLRX1 levels began to decline in the spinal cord of EAE mice compared to CFA controls. Similar to our finding, a prior study reported reduced NLRX1 expression in a mouse model of inflammatory bowel disease during Dextran Sulfate Sodium (DSS) challenge [70]. In human patients, a significant downregulation of NLRX1 was observed in brain injury following aneurysm [19]. NLRX1 was originally identified as a brake on inflammation and innate immune activation [16, 17, 71], and its downregulation under inflammatory conditions may contribute to greater inflammation and disease progression.

The inflammatory state of EAE model has been extensively characterized in the literature [72, 73]. To investigate whether NLRX1 regulates inflammatory responses in the CNS during EAE, we quantified the expression of inflammatory mediators in the spinal cords of WT and *Nlrx1*^*−/−*^ EAE mice at the peak of disease. Since NLRX1 is known to regulate the canonical NF-κB pathway and type I interferon (IFN-I) responses [16, 17], we examined the expression of key inflammatory mediators associated with these pathways in the spinal cords of WT and *Nlrx1*^*−/−*^ EAE mice at the peak of disease. Consistent with previous studies, we found that NLRX1 selectively regulates certain NF-κB-driven genes including *Il6*,* Nos2*,* Il1b*,* Il1a*,* as well as Ccl2 and Cxcl1* chemokines, both of which are potent chemoattractant for myeloid cells. Our findings are consistent with previous studies, highlighting the role of NLRX1 in regulating major inflammatory pathways in the CNS [17, 22].

While we do not observe evidence of direct effect of *Nlrx1*^−/−^ or NLRX1 activators on the adaptive immune system in our EAE models, loss of NLRX1 has been shown to regulate the activation state of effector T-cells in other inflammatory models [18]. Thus, NLRX1 activity within T-cells could also downregulate the activation state of T-cells [74], thereby influencing the cascade of ongoing immune responses within the CNS. To exclude the potential effects of NLRX1 on T cell responses and to specifically investigate its role in innate immune cells, we established an adoptive transfer EAE model using lymphocyte-deficient recipient mice. We transferred highly active myelin-specific Th17 cells to *Rag*^*−/−*^ mice *and Nlrx1*^*−/−*^*Rag*^*−/−*^ mice to minimize the impact of NLRX1 deficiency on T cell priming and effector function during EAE. Following adoptive transfer, myelin-specific Th17 cells primarily infiltrate the brain and optic nerve, leading to extensive immune infiltration and acute inflammatory optic neuritis [75]. When we examined optic nerves in this model, we found that *Nlrx1*^*−/−*^*Rag*^*−/−*^ mice exhibited significantly increased GFAP and Iba1 expression at the peak timepoint compared to WT mice, indicating a severe glial response to inflammation and the potential regulatory effect of NLRX1 on glial activation in this model. We further examined the infiltration of T cells and myeloid cells to the optic nerve and brain of these mice and found no significant difference in the percentage of immune cells present in the optic nerve and brain parenchyma. Our findings suggest that NLRX1 deficiency enhances glial activation in this neuroinflammatory model. Compared to active EAE, glial activation has been shown to be more severe in the adoptive-transfer EAE [69]. This could potentially explain why we did not observe significant differences in the expression of these markers during active EAE, as the less severe glial activation in the active EAE model may have masked any subtle changes related to NLRX1 deficiency.

Since we found that NLRX1 regulates innate immune inflammatory processes at the peak of EAE, we sought to investigate this inflammatory signature in astrocytes, the most abundant glial cells in the CNS, which play a significant role in neurodegeneration, particularly at the chronic stage. We evaluated the transcriptome in LPS/IFNγ activated WT and *Nlrx1*^*−/−*^ astrocytes using primary astrocyte culture and found the dysregulation of key molecular pathways associated with neurodegeneration, including NF-κB signaling, oxidative phosphorylation, unfolded protein response, and the E2F1 pathway.

The canonical NF-κB signaling pathway is one important innate immune activation signaling pathway that is highly activated in MS disease-associated astrocytes and microglia in the brain parenchyma, particularly beneath meningeal lymphoid aggregates; at the lesion edge of slowly expanding lesions; and in the optic nerves in MS, as well as in EAE [7–10, 68]. Pathologic TLR4/NF-κB activation in microglia and astrocytes can result in neurotoxic and oligotoxic microglia [76, 77]. Ponath et al. demonstrated that a known MS-risk variant (rs7665090^G^) located near *NFKB1* increased NF-κB signaling in MS lesions and associated with decreased astrocyte glutamate uptake and lactate release in vitro, highlighting direct detrimental effects on astrocyte homeostatic functions important for neuronal health [78]. In line with these findings, a prior study demonstrated that transgenic inhibition of NF-κB in GFAP + astroglial decreased optic neuritis and prevented RGC loss in active MOG_35 − 55_ EAE [68]. Consistent with our RNAseq data, NLRX1 has been shown to negatively regulate NF-κB signaling through targeting of TRAF6 and IKK [16, 17]. Homeostatic dampening of NF-κB activation through pharmacologic targeting of NLRX1 may be able to convert chronically active, neurotoxic, and oligotoxic microglia and astrocytes back to a more homeostatic or physiologic state.

NLRX1 has also been shown to enhance glutamate uptake and inhibit glutamate release from astrocytes, possibly through its ability to enhance mitochondrial ATP production [79]. Consistent with these findings, we have demonstrated that *Nlrx1*^*−/−*^ astrocytes in response to LPS/IFNγ stimulation have decreased relative induction of oxidative phosphorylation genes, including multiple subunits of all complexes (I-V) in the mitochondrial respiratory chain and glutamate dehydrogenase, compared to WT astrocytes. Interestingly multiple studies suggest that NLRX1 promotes oxidative phosphorylation in immune cells but downregulates oxidative phosphorylation and promotes aerobic glycolysis in cancer and non-immune cells [80], suggesting in this context astrocytes behave more like immune cells.

Our RNA sequencing data also identified that *Nlrx1*^*−/−*^ astrocytes compared to WT astrocytes have enhanced induction of unfolded protein response genes and a greater reduction in cell-cycle related targets of E2F transcription factors in response to LPS/IFNγ stimulation. These and several other NLRX1 cell-type dependent functions including roles in reactive oxygen species production, RNA processing, autophagy, and apoptosis may also contribute to the neuroprotective role of NLRX1 innate immune activation and reactive glia [81].

It is also possible that NLRX1 could play a cell-autonomous role in RGCs during neuroinflammation in vivo. Previous studies have demonstrated the neuroprotective role of NLRX1 in neuronal cell lines in vitro using a mitochondria stressor [82] or following traumatic brain Injury (TBI) in vivo [19]. NLRX1 role in regulating cell death and autophagy have been previously reported [83, 84]. NLRX1 also plays a key role in maintaining oxidative phosphorylation and cell integrity, while its loss increases oxygen consumption, oxidative stress, and apoptosis during ischemia-reperfusion injury [21]. These mechanisms could potentially contribute to the neuroprotective activity of NLRX1 against inflammatory neurodegeneration and merit further investigation.

Given the multifunctional properties of NLRX1 as both an immune regulator and a key modulator of cell survival pathways, its role extends beyond inflammatory responses to include the maintenance of cellular homeostasis and protection against neurodegeneration. We tested the potential therapeutic targeting of NLRX1 in our active EAE model and found that the novel NLRX1 activator LAPB-66 is neuroprotective against anterior pathway neurodegeneration, demonstrating for the first time neuroprotective effects of a pharmacologic NLRX1 activator in vivo. We further showed that these effects of LABP-66 are dependent on NLRX1, as we did not observe protection against RGC loss in *Nlrx1*^−/−^ EAE mice. Our in vitro studies revealed that LAPB-66 treatment limits the expression of NF-κB-regulated inflammatory gene in WT glia, while no change was found in *Nlrx1*^*−/−*^ glia, suggesting that the observed neuroprotective effects of LAPB-66 may be mediated through its anti-inflammatory activity, and is specific to NLRX1.

We have thus identified NLRX1 as a potential therapeutic target for inflammatory neurodegeneration mediated by the CNS innate immune activation. Due to the complexity of studying the functional outcomes of these pathways in global NLRX1 knockout mice, conditional *Nlrx1*^*−/−*^mice will be needed to further explore the role of NLRX1 in specific cell types in vivo.

## Conclusion

Our studies highlight the potential of targeting NLRX1 as a neuroprotective strategy against inflammatory neurodegeneration, particularly through its immunomodulatory effects outside of the adaptive immune system. These results indicate that the observed axonal and synaptic deficits are not driven by increased immune cell infiltration but are more likely due to intrinsic neuronal vulnerabilities or glial inflammatory mechanisms exacerbated by the absence of NLRX1. As a negative regulator of NF-κB-activated inflammatory glia, NLRX1 may help reduce the activity of neurotoxic and oligotoxic glia in chronic neurodegenerative diseases, such as MS, Alzheimer’s, and Parkinson’s disease, where growing evidence suggests CNS-compartmentalized inflammation and chronic-reactive glia are significant contributors. This research provides the first evidence that targeting the NLRX1 pathway with small molecule activators is neuroprotective and could be a promising therapeutic target for limiting chronic innate immune activation in inflammatory neurodegenerative conditions such as progressive multiple sclerosis, which currently lack effective treatments. Our studies support continued research of NLRX1 and NLRX1-targeted strategies for chronic neuroinflammatory and neurodegenerative disorders. 

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

## Data Availability

Raw sequencing data, as well as transcript level quantifications generated by Salmon and normalized counts per million generated by limma-voom, for the RNAseq experiment, is available at the Gene Expression Omnibus with the accession GSE270482 (Accession is private and will be made public prior to publication, reviewer access code yhsjwsuqztsflwx).

## Abbreviations

CFA: Complete Freund’s adjuvant
CNS: Central nervous system
EAE: Experimental autoimmune encephalomyelitis
MS: Multiple sclerosis
NF-κB: Nuclear factor kB
NFL: Neurofilament light chain
NLRX1: Nucleotide binding and oligomeric domain-like receptor X1
OCT: Optical Coherence Tomography
PMS: Progressive MS
Rag: Recombination-activating gene
RGC: Retinal ganglion cell
RRMS: Relapsing remitting MS
TCR: T cell receptor
TLR: Toll-like receptor
WT: Wild type

# Supplementary material for: NLRX1 limits inflammatory neurodegeneration in the anterior visual pathway
**Source:** J Neuroinflammation. 2025 Jan 28;22:21. doi: 10.1186/s12974-025-03339-0
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary Figures and Legends**

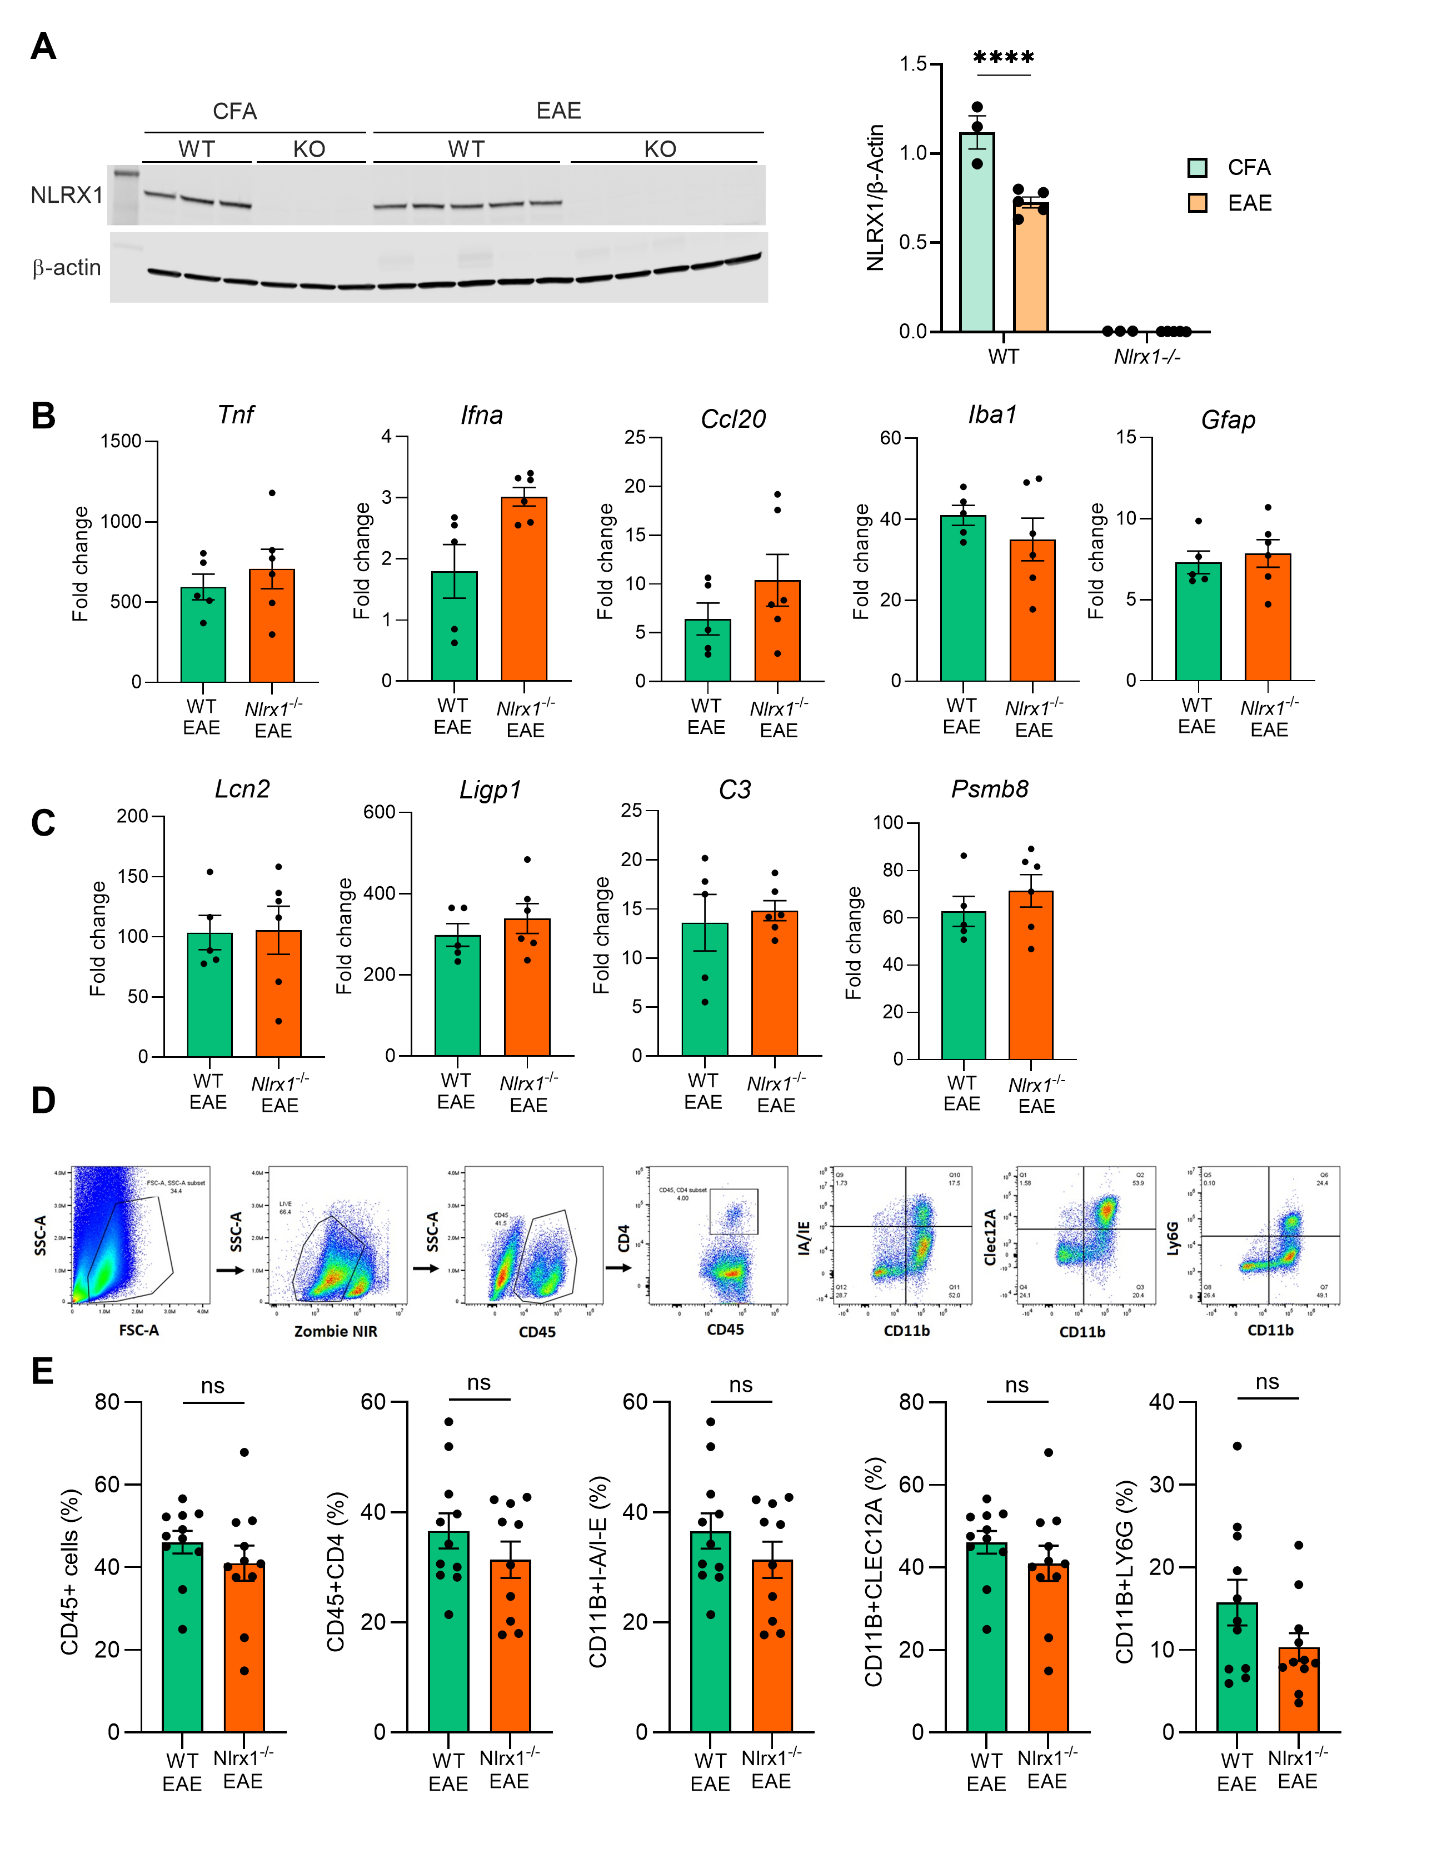

**Supplementary Figure 1. Spinal cord inflammation at the peak of acute EAE.**

**(A)** NLRX1 protein expression by Western blot in the spinal cord of WT and *Nlrx1^-/-^* mice CFA-treated (n=3 per genotype) and EAE mice (n=5 per genotype). Gene expression analysis of proinflammatory mediators **(B)** and reactive astrocytes associated genes **(C)** in the spinal cord of WT (n=5) and *Nlrx1^-/-^* (n=6) mice at PID14. Gene expression was normalized CFA-treated mice (data not shown). **(D)** Gating strategy and **(E)** the quantification of immune infiltrate to the spinal cord at the peak EAE (PID14), including CD45^+^ cells as a proportion of total live cells; CD45^+^CD4^+^ cells, CD11b^+^Clec12A^+^ cells, CD11b^+^LY6G^+^ cells, and CD11b^+^I-A/I-E^+^ cells as a proportion of total CD45^+^ live cells. Data presented as mean ± SEM. Western blot data was compared using 2-way ANOVA with Tukey’s multiple comparison test. Gene expression data was analyzed using Fisher’s LSD test. Flow cytometry data was analyzed by Student’s t-test. ****p<0.0001.

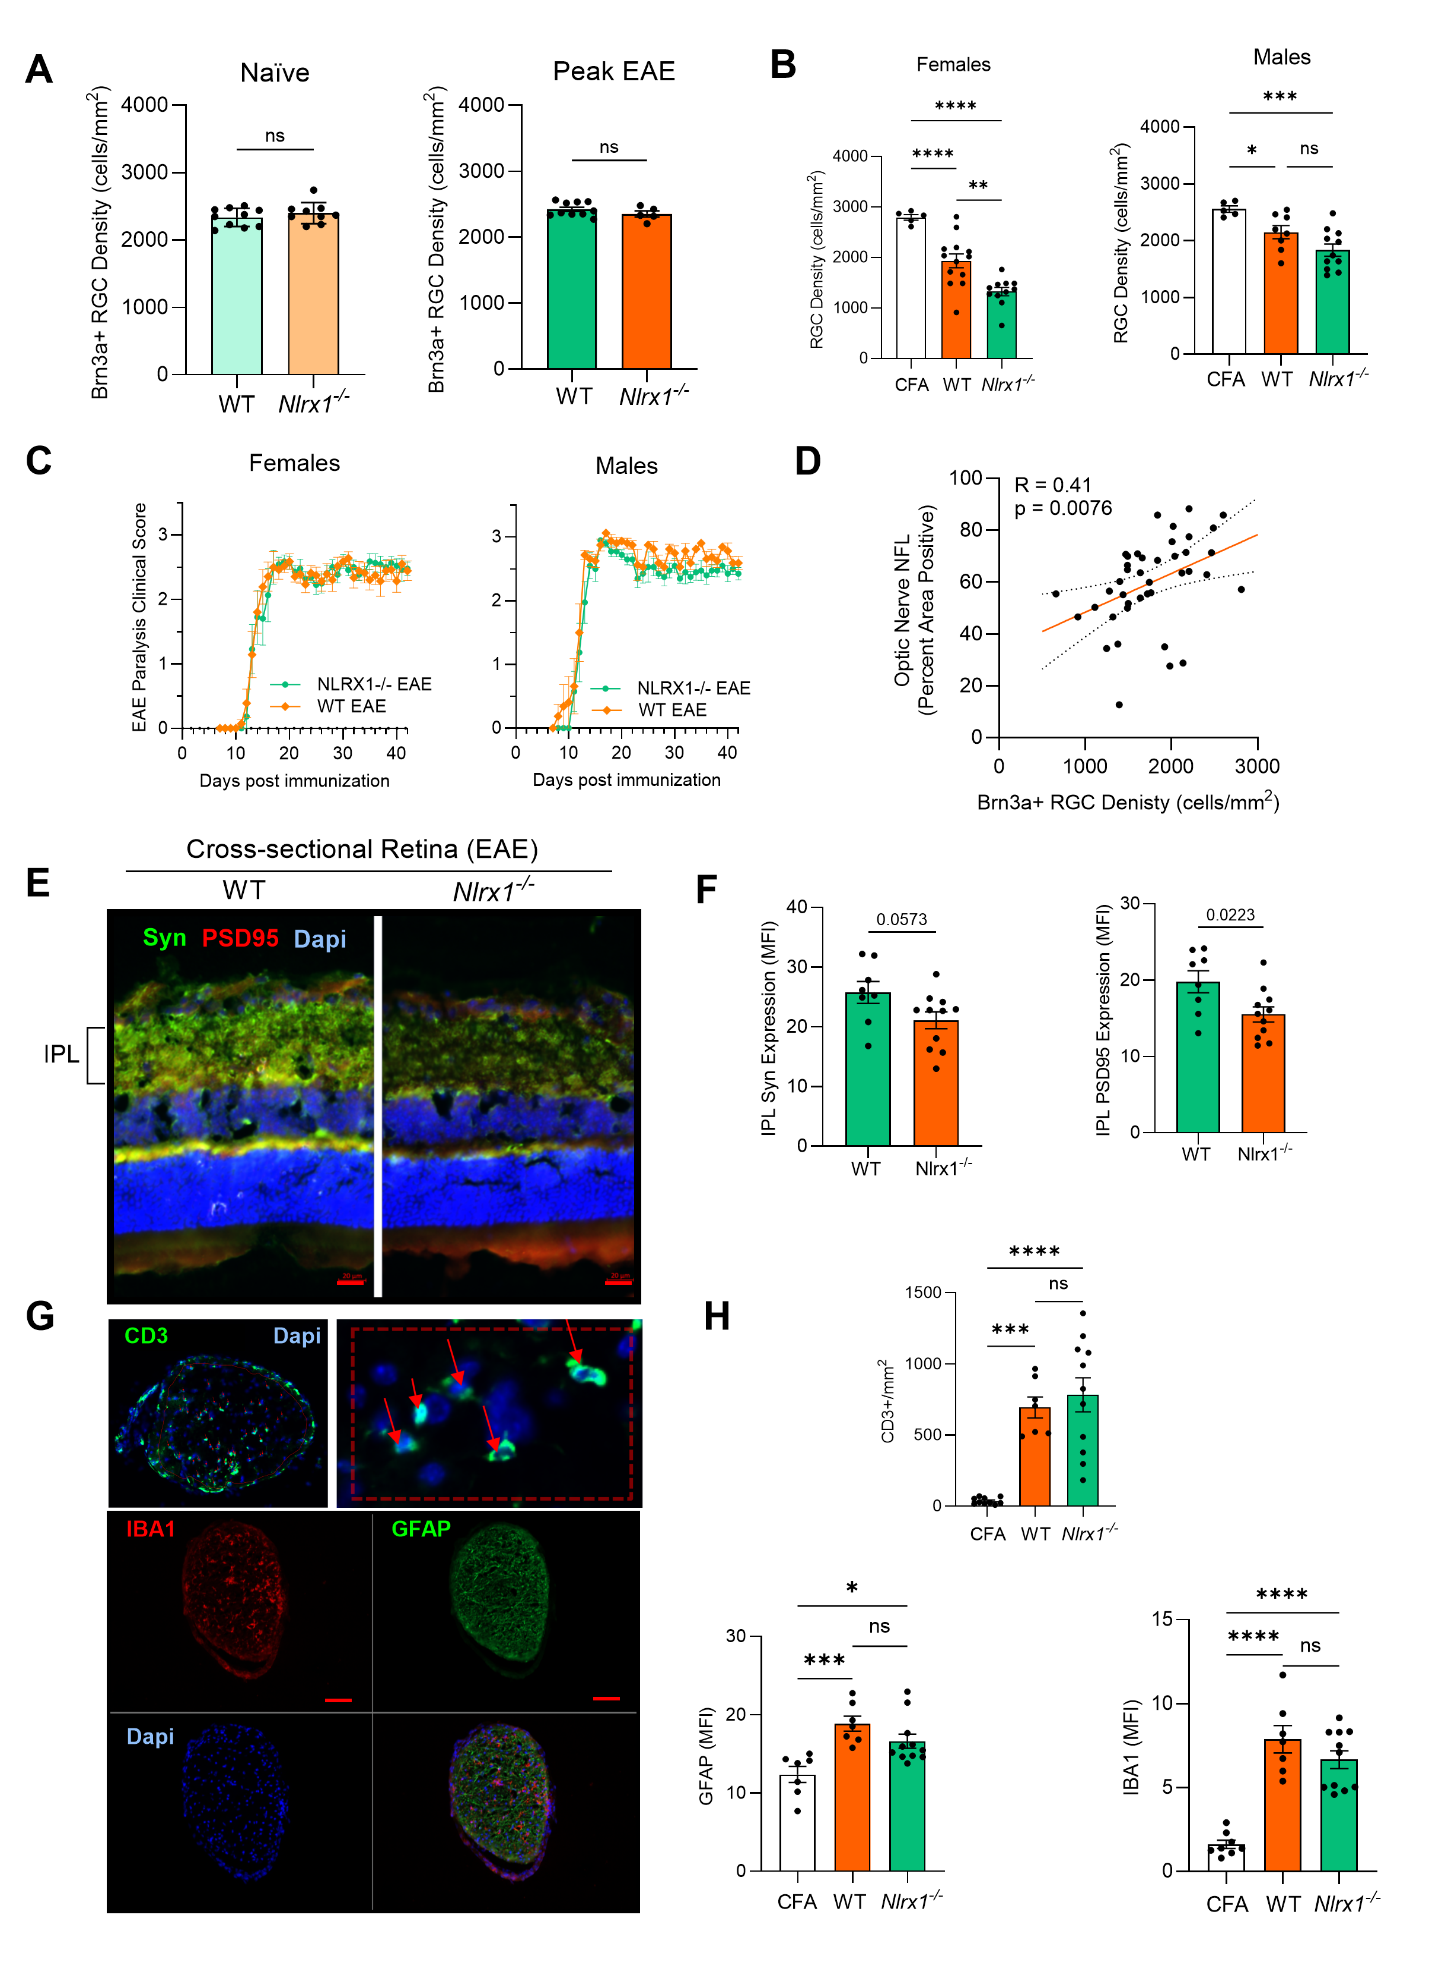

**Supplementary Figure 2. Anterior visual pathway degeneration, outcomes by sex, and optic nerve immune cell infiltration and glial activation at the chronic timepoint in WT and *Nlrx1*^-/-^ active EAE mice. (A)** RGC density in flat-mounted retinas from naïve healthy WT and *Nlrx1^-/-^* mice at 10-week-old and EAE mice at the peak timepoint (PID14). **(B)** Quantification of RGC counts in flat-mounted retinas from WT and *Nlrx1^-/-^* EAE mice at PID 42, stratified by sex. **(C)** Active EAE behavioral score in WT and *Nlrx1^-/-^* mice, analyzed separately by sex. **(D)** Correlation between RGC cell body density in the retina and percent and NFL percent area positive in the optic nerve in WT and *Nlrx1^-/-^* immunization EAE mice (n=41) at PID 42. Statistical analysis performed by Pearson correlation. **(E)** Representative IF staining of cross-sectional retina for PSD95 and alpha-synuclein (Syn) in WT and *Nlrx1^-/-^* immunization EAE mice at PID 42. **(F)** Average MFI of Synaptophysin and PSD95 in the inner plexiform layer in WT (n=8) and *Nlrx1^-/-^* (n=11) immunization EAE mice at PID 42. **(G)** Optic nerves were isolated from MOG_35-55_ immunization EAE mice 42 days after immunization. Representative images of immunofluorescence staining and **(H)** the quantification of CD3+ T-cell density, Iba1 MFI, and GFAP MFI in CFA-controls (n=7-10), WT (n=7) and *Nlrx1^-/-^* (n=11) EAE mice. Data presented as mean at ± SEM with statistical analysis by Student’s t-test. *p<0.05.

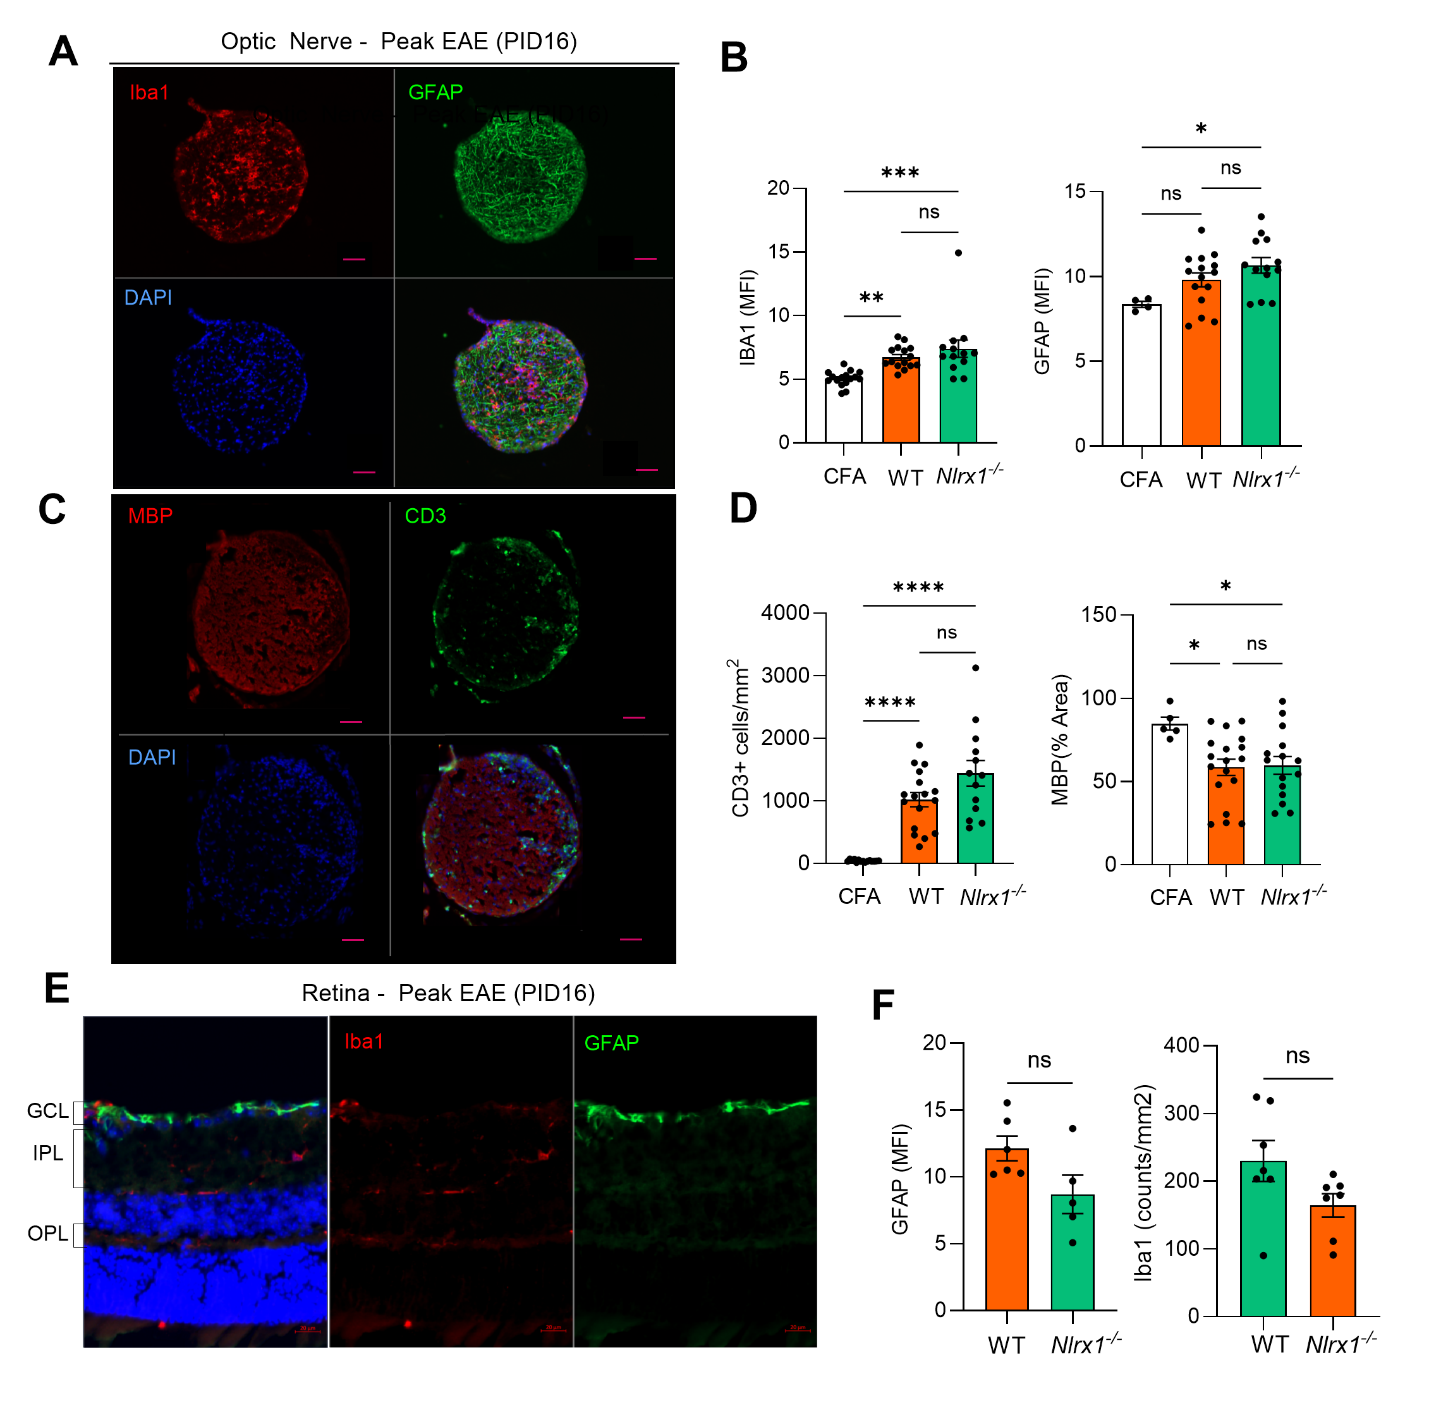

**Supplementary Figure 3. Optic nerve and retina immune cell infiltration and glial activation at the peak timepoint in WT and *Nlrx1^-/-^* active EAE mice. (A)** Optic nerves were isolated from MOG_35-55_ EAE mice 16 days after immunization (PID16). Proximal, medial, and distal segments of the optic nerve were analyzed by immunofluorescence staining. **(A)** Representative images of optic nerves stained with antibodies against Iba1 and GFAP **(B)** and the quantification of mean fluorescent intensity (MFI) in CFA-only (n=4-16), WT (n=15-17), and *Nlrx1^-/-^* (n=13) EAE mice 16 days after immunization. **(C)** Representative images of DAPI, CD3, and MBP with **(D)** quantification of CD3+ T-cell density and percent area positive of MBP. **(E)** Representative images of retina stained with anti-Iba1 and anti-GFAP antibodies and **(F)** the quantification of GFAP mean fluorescent intensity (MFI) in the ganglion cell layer (GCL) and Iba1 counts in the inner and outer plexiform layers (IPL, OPL) in WT (n=7), and *Nlrx1^-/-^* (n=7) EAE mice 16 days after immunization. Representative images were taken at 20x magnification, scale bar =20µM. All average data are presented as mean ± SEM with statistical analysis performed by one-way ANOVA with Tukey’s multiple comparison test. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

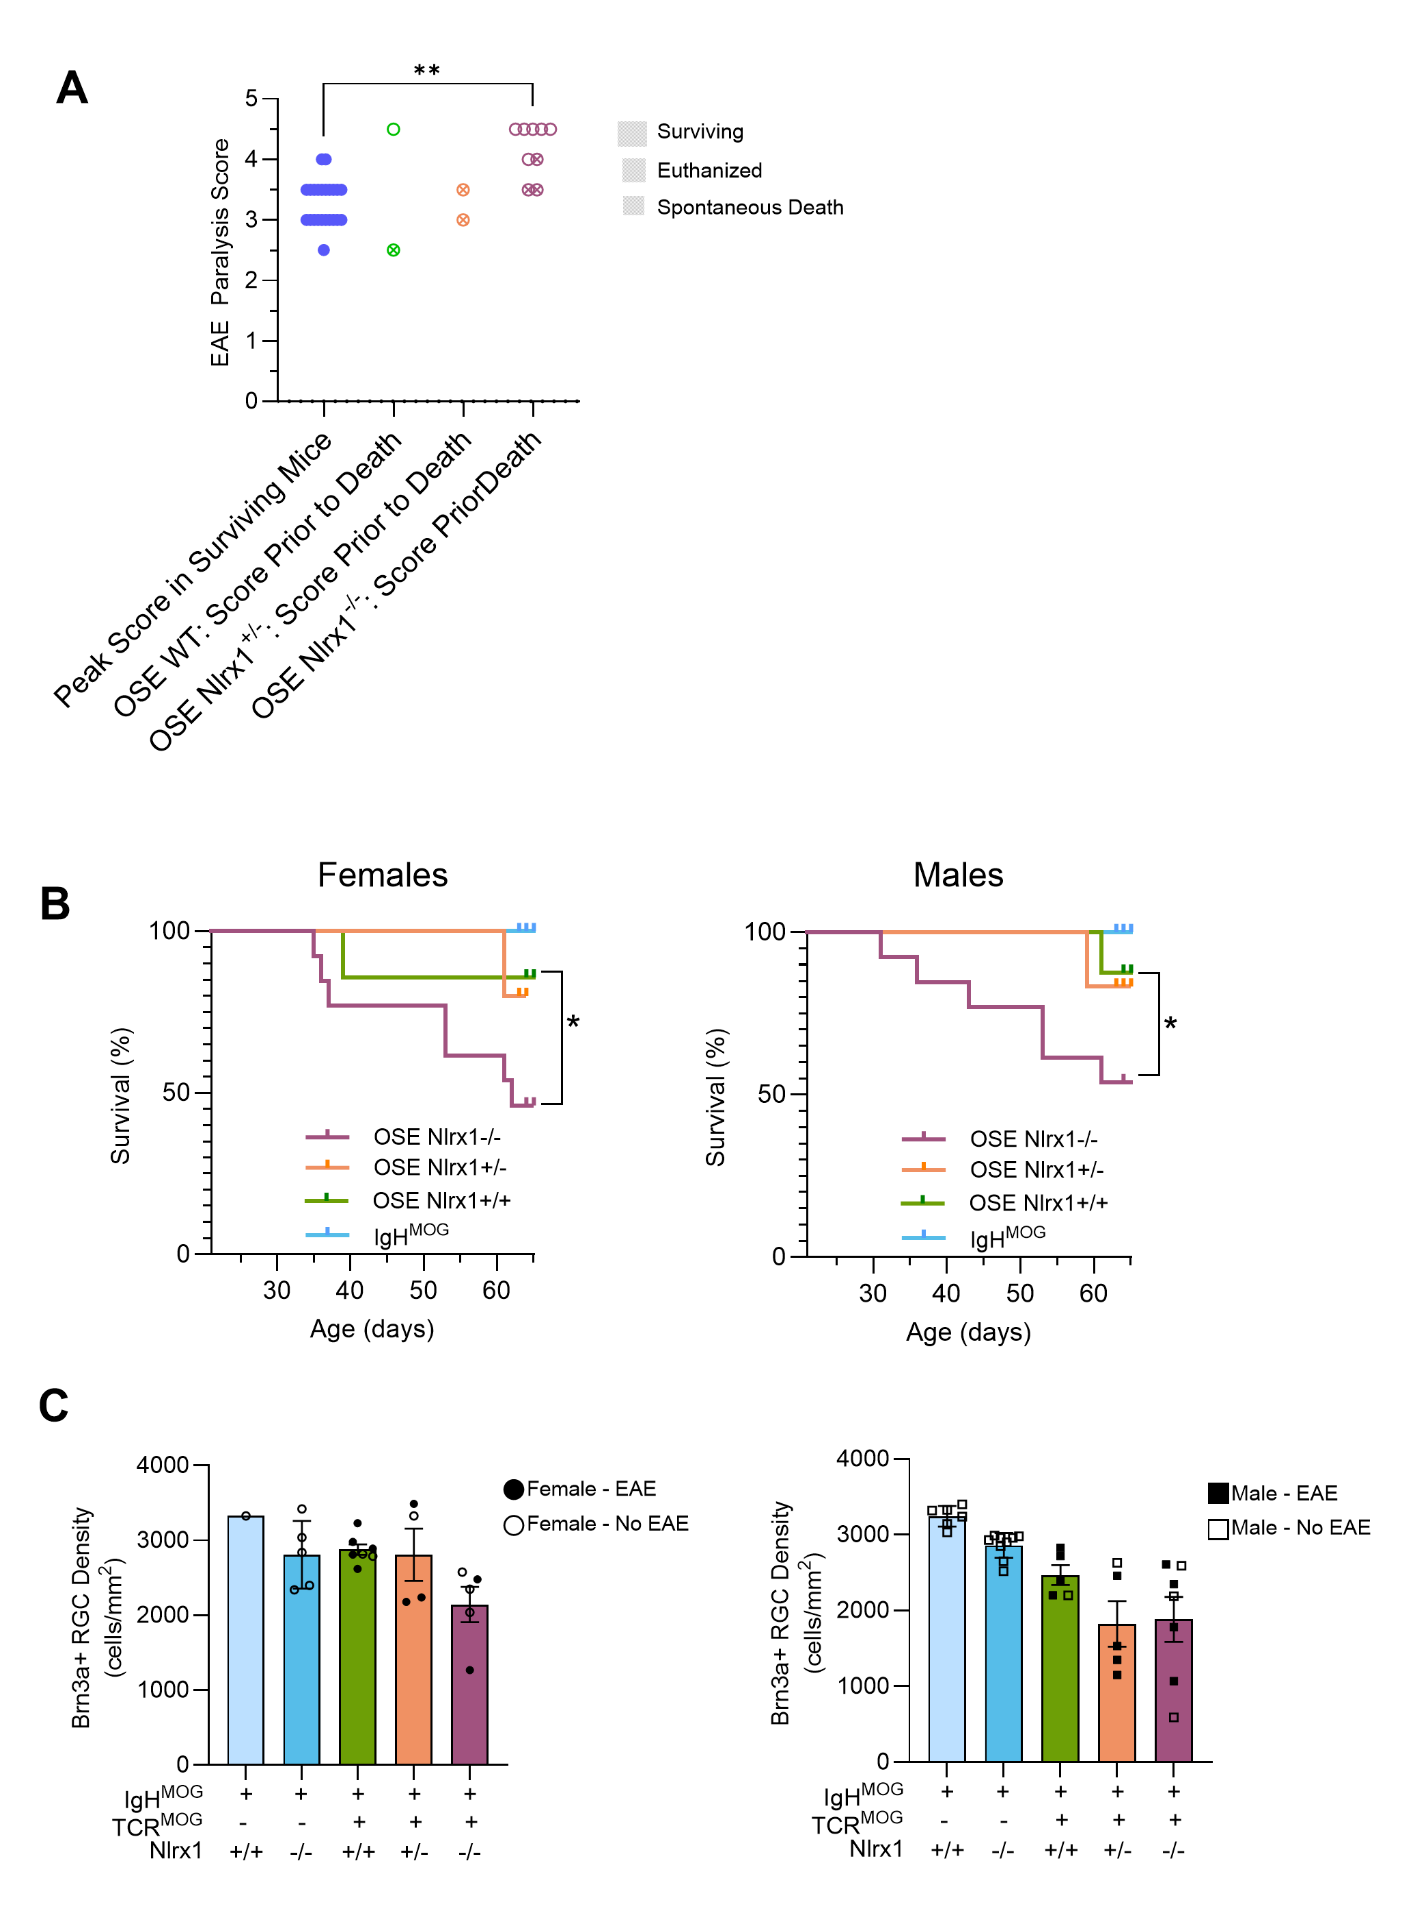

**Supplementary Figure 4. Survival and RGC counts by sex in *Nlrx1*^+/+^, *Nlrx1*^+/-^, and *Nlrx1*^-/-^ OSE mice. (A)** EAE clinical paralysis severity in *Nlrx1^-/-^* opticospinal encephalomyelitis (OSE) mice. We analyzed EAE clinical paralysis score prior to spontaneous death or euthanasia (score of 4.5 or severe 4.0) in WT, *Nlrx1^+/-^,* and *Nlrx1^-/-^* OSE mice and peak EAE score of all surviving OSE mice. Statistical testing performed by Kruskal-Walls H-test with post-hoc Dunn’s multiple comparison test. **(B)** Survival plots and **(C)** Brn3^+^ RGC density of surviving *Nlrx1***^+/+^** , *Nlrx1^+/-^*, and *Nlrx1^-/-^* OSE mice, stratified by sex. Square and circle data points identify male and female mice, respectively. Filled in and open data points identify mice that developed clinical EAE and those that did not, respectively. Averages are presented as mean ± SEM with statistical analysis performed by one-way ANOVA with post hoc Dunnett’s multiple comparison test. *p<0.05, **p<0.01, ***p<0.001.

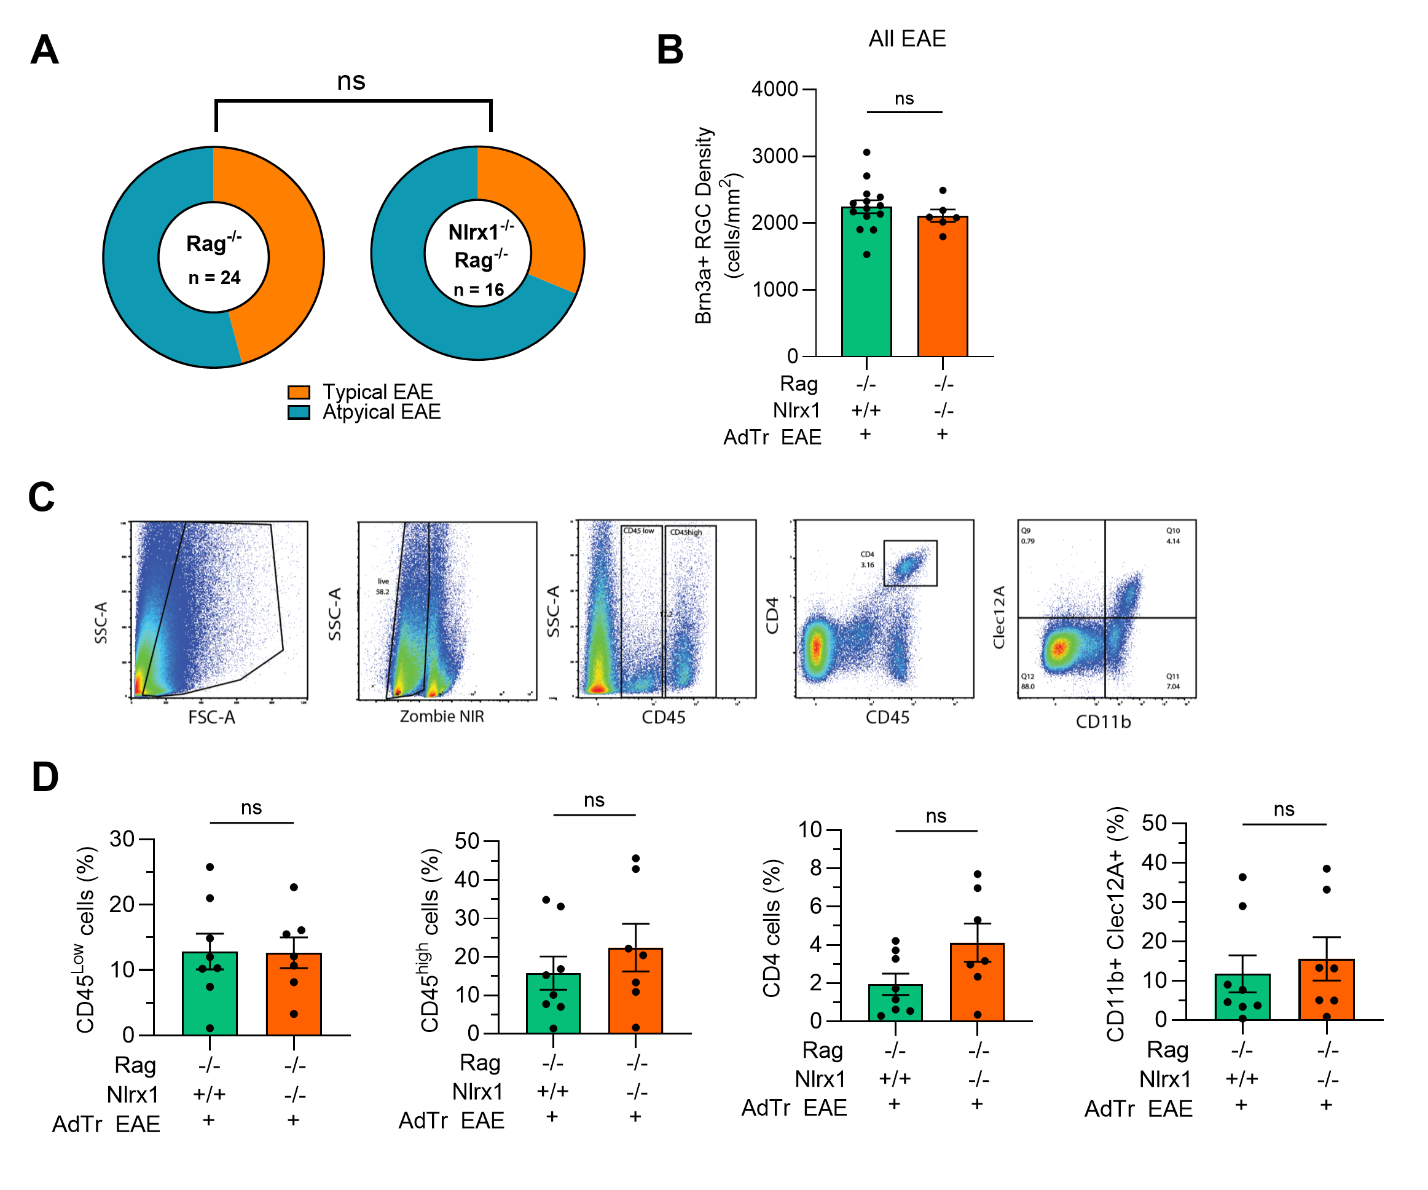

**Supplementary Figure 5: EAE clinical type, RGC density, and immune cell infiltration in adoptive transfer EAE *Rag^-/-^* and *Nlrx1^-/-^Rag^-/-^* mice. (A)** Ratio of typical EAE (ascending paralysis) or atypical EAE (ataxia and tremors) as initial clinical symptom onset in adoptive transfer *Rag^-/-^* and *Nlrx1^-/-^Rag^-/-^* mice. Statistical analysis comparing proportions of EAE type were performed by Fisher’s exact test. **(B)** Average RGC density of adoptive transfer *Rag^-/-^* and *Nlrx1^-/-^Rag^-/-^* mice at two weeks post injection of activated anti-MOG CD4^+^T-cells. **(C)** Gating strategy and flowcytometric analysis of immune cell infiltration to the brain of *Rag^-/-^* and *Nlrx1^-/-^Rag^-/-^* mice two weeks post adoptive transfer of activated CD4^+^T-cells. **(D)** The quantification of live immune cells including CD45^+^ cells (CD45 low and CD45 high populations), CD45^+^CD4^+^ cells, and CD11b^+^Clec12A^+^ cells as a proportion of total CD45^+^ live cells. Data depicting averages are presented as mean ± SEM with statistical analysis performed by Student’s t-test.

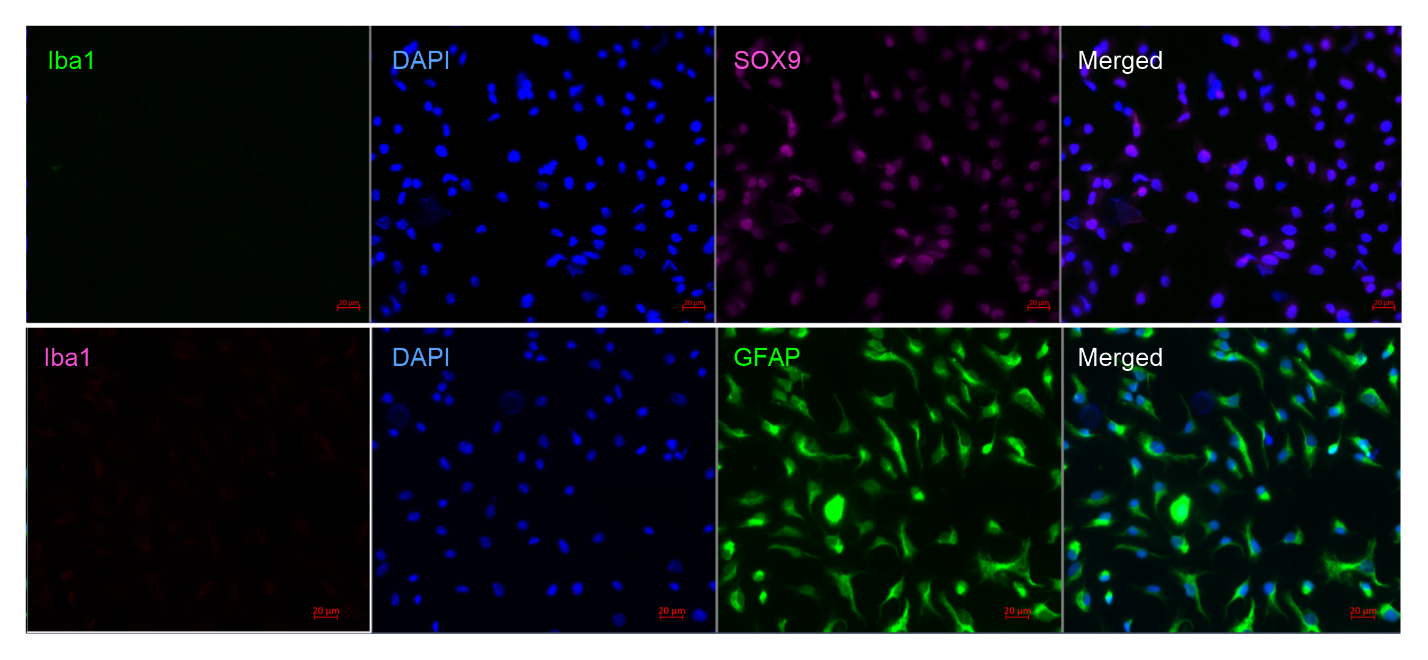

**Supplementary Figure 6. Expression of astrocyte and microglial markers in primary astrocyte cultures.** The purity of primary astrocyte cultures was assessed by immunofluorescence staining of cells. Representative images of immunofluorescence staining for the astrocyte markers GFAP and SOX9, the microglia marker Iba1, and the nuclei marker DAPI in primary astrocyte cultures. No Iba1 staining was detected with two different Iba1 antibodies.

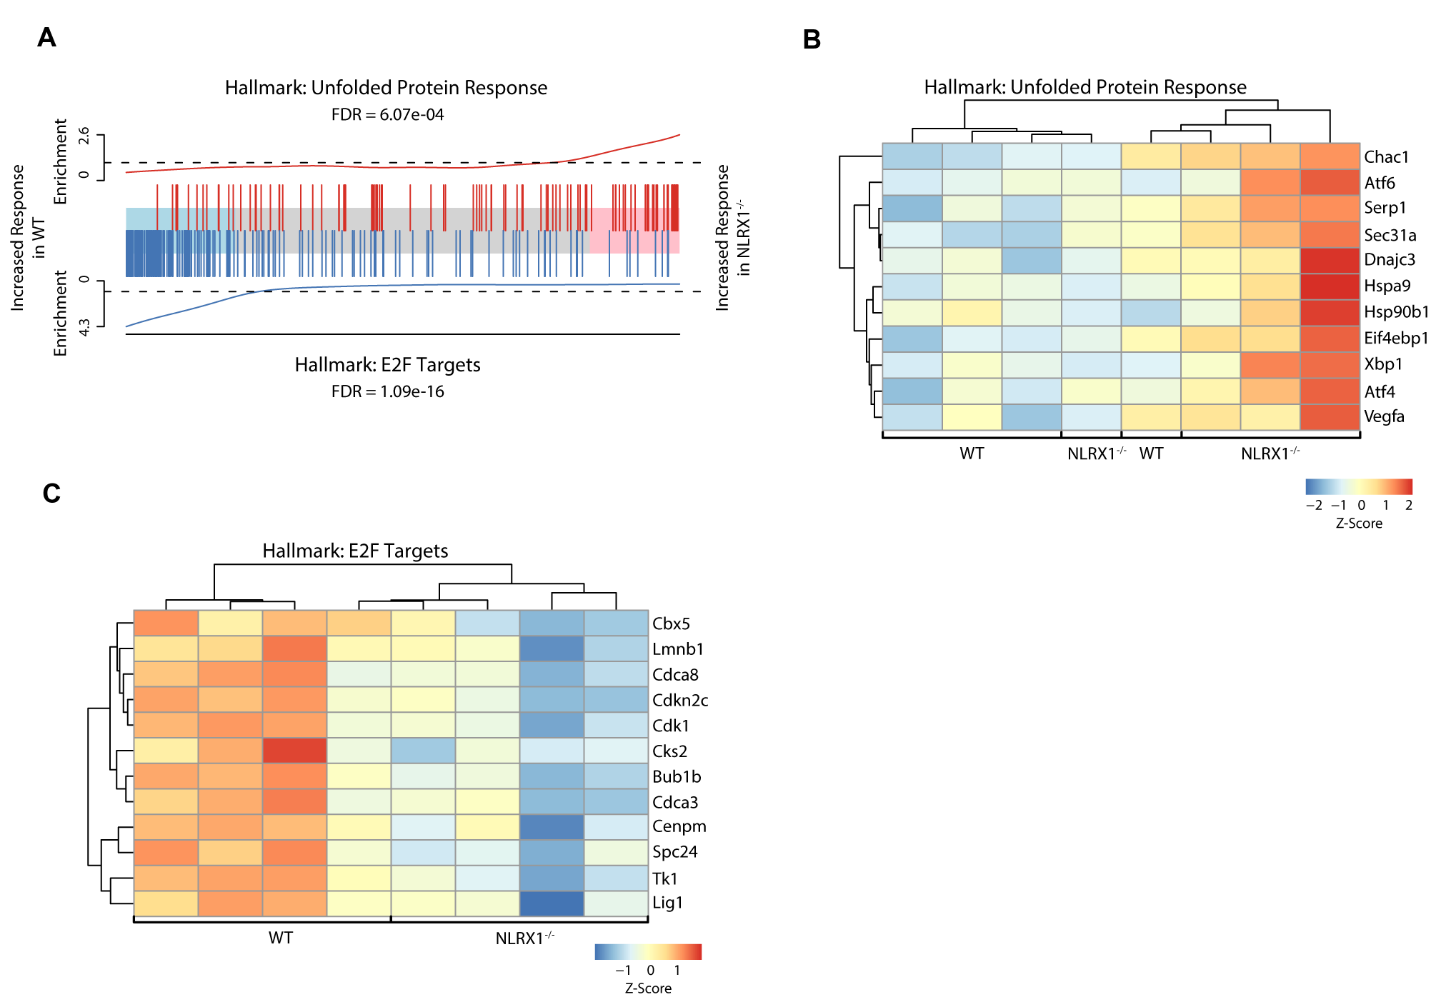

**Supplementary Figure 7*.* Transcriptome in LPS +IFNγ-stimulated WT and *Nlrx1*^-/-^ primary astrocytes.** Extension of Fig. 5. **(A)** Barcode plot showing genes associated with the Unfolded Protein Response (top, red) and E2F targets (bottom, blue) ranked from left to right where genes on the left were upregulated more in WT than *Nlrx1*^-/-^ in response to LPS+IFNγ while genes on the right were upregulated more in *Nlrx1*^-/-^ than in WT. Heatmaps showing normalized log 2-fold change values (LPS+IFNγ stimulated vs unstimulated/vehicle) for a selection of genes associated with **(B)** Unfolded Protein Response and **(C)** E2F targets where each row represents a gene and each column represents an independent biological replicate.

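The panels for the unfolded protein response and E2F targets show 11 and 12 genes, all found among the genes tested. All 11 had a larger response to LPS + IFNγ in *Nlrx1*-/- than in WT astrocytes, with a median interaction of 0.35, and all 12 a smaller one, with a median of -0.52. None was called by edgeR, and at an unadjusted p below 0.05 there were 6 and 12. For the unfolded protein response, 7, 10, 3 and 11 of the genes lay above all WT litters in KO litters 1 to 4. For E2F targets, 9, 12, 6 and 12 lay below all WT litters. The genes were chosen by the authors on these libraries.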

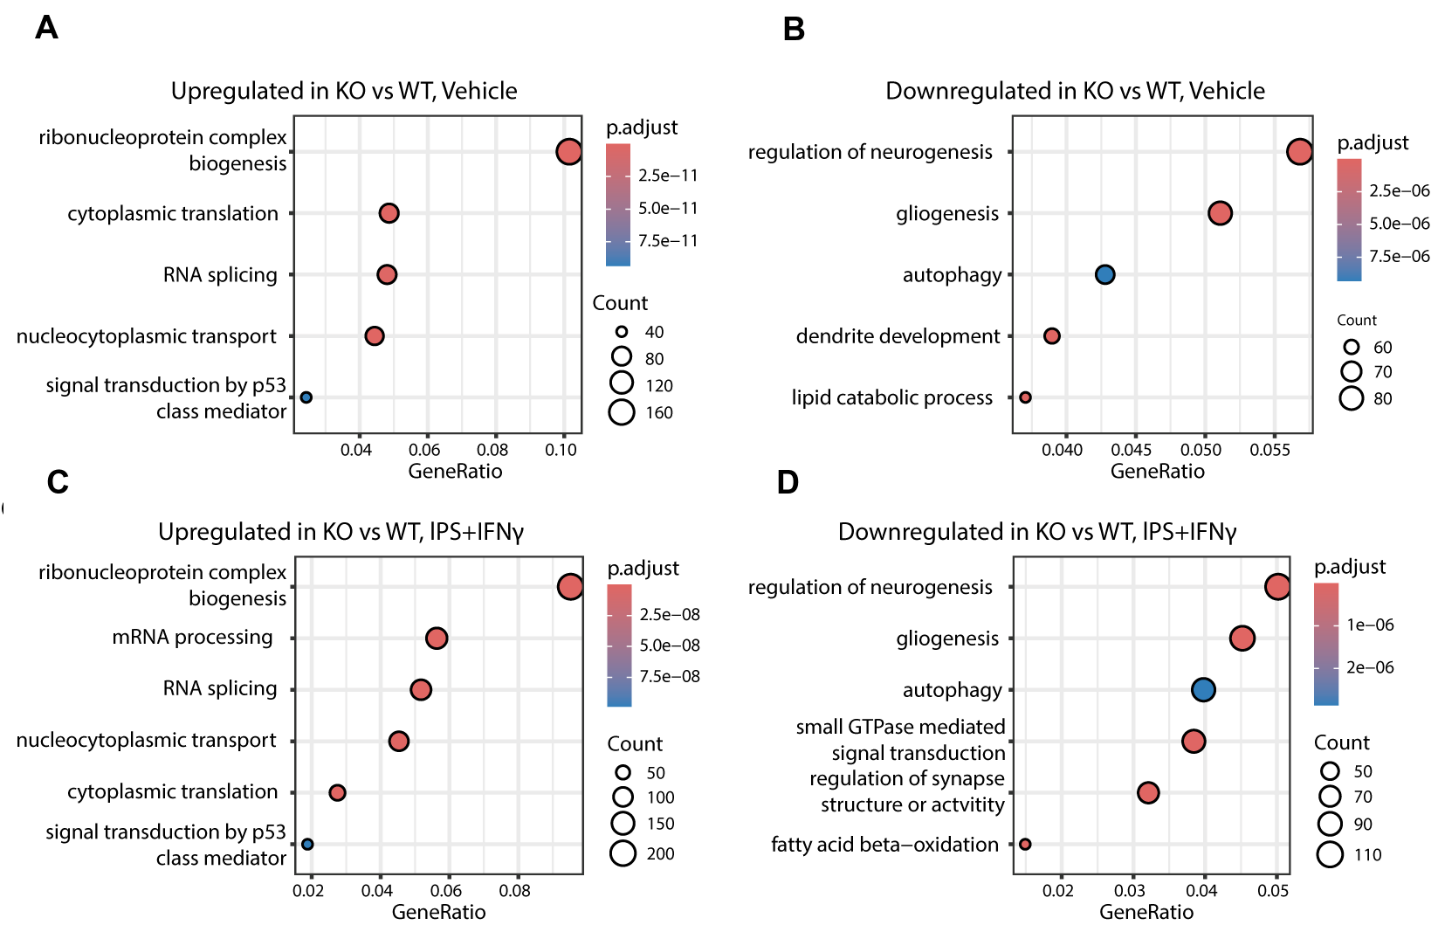

**Supplementary Figure 8. Transcriptome in unstimulated and LPS+IFNγ-stimulated WT and *Nlrx1^-/-^* primary astrocytes. (A-D)** Dotplot showing results of hypergeometric testing of gene ontology (GO) term enrichment in the genes upregulated (**A, C)** or downregulated (**B, D)** in *Nlrx1*^-/-^ vs WT in either vehicle alone (**A, B)** or in LPS+IFNγ alone (**C, D)**. X-axis represents the gene ratio which is the number of genes associated with the GO term that were differentially expressed divided by the number of genes differentially expressed. Dot size represents how many genes associated with that term were differentially expressed. Dot color represents p-value adjusted for false discovery rate. Pathways shown are a selection of the top pathways in each condition and direction. See Supplementary Tables 1-8 for full results of differential expression and GO term enrichment.

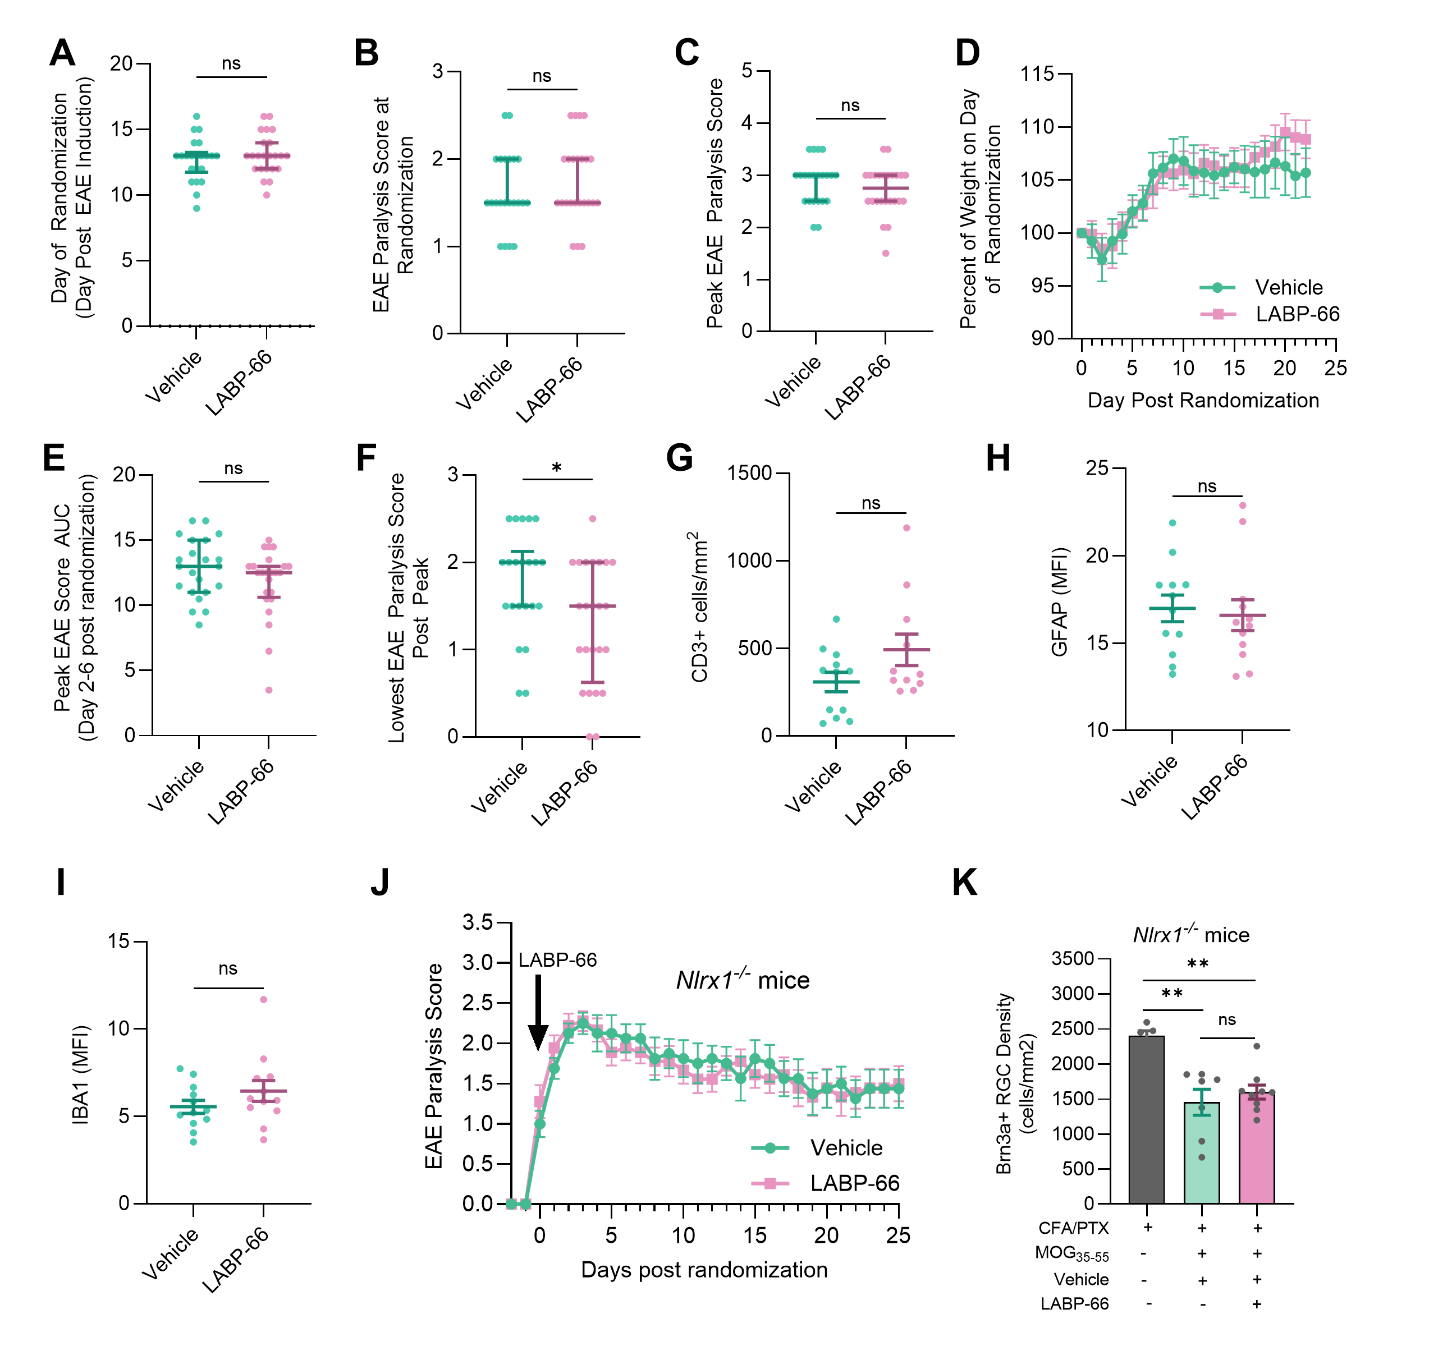

**Supplementary Figure 9: Randomization, paralysis severity, and neurodegeneration in the anterior visual pathway in immunization EAE mice treated after paralysis onset with LABP-66.** Wild-type 12-week-old female mice were immunized against MOG_35-55_ to induce EAE. After the development of paralysis (EAE score 1.0 or greater), mice were randomized to daily oral gavage with LABP-66 (20 mg/kg) or vehicle (0.5% methylcellulose). At 42 days post-immunization mice were euthanized, and retina and optic nerves were isolated. Randomization was effective with no significant difference in **(A)** day of randomization (or day EAE paralysis clinical score ≥ 1.0), **(B)** EAE score at time of randomization, or **(C)** peak EAE paralysis score between vehicle-treated and LABP-66 treated EAE mice. **(D)** Percent change in weight from starting weight on day of randomization over time in vehicle-treated and LABP-66 treated EAE mice. **(E)** EAE paralysis score area under the curve (AUC) for days 2-6 post-randomization (peak EAE) and **(F)** lowest EAE paralysis score obtained post EAE peak. Quantification of **(G)** CD3^+^ T-cells, **(H)** GFAP MFI, **(I)** and Iba1 MFI in the optic nerves at day 42 post immunization in vehicle-treated and LABP-66 treated EAE mice by IF. **(J)** EAE paralysis clinical score overtime normalized to day post randomization in LABP-66 and vehicle-treated *Nlrx1^-/-^* EAE mice, and **(K)** quantification of Brn3a^+^ RGC density in the retina from vehicle- (n=8) and LABP-66-treated (n=9) *Nlrx1^-/-^* EAE mice. All data was presented as mean ± SEM with statistical analysis performed by one-way ANOVA with Tukey’s multiple comparison test or unpaired Student’s t-test. *p<0.05, **p<0.01.

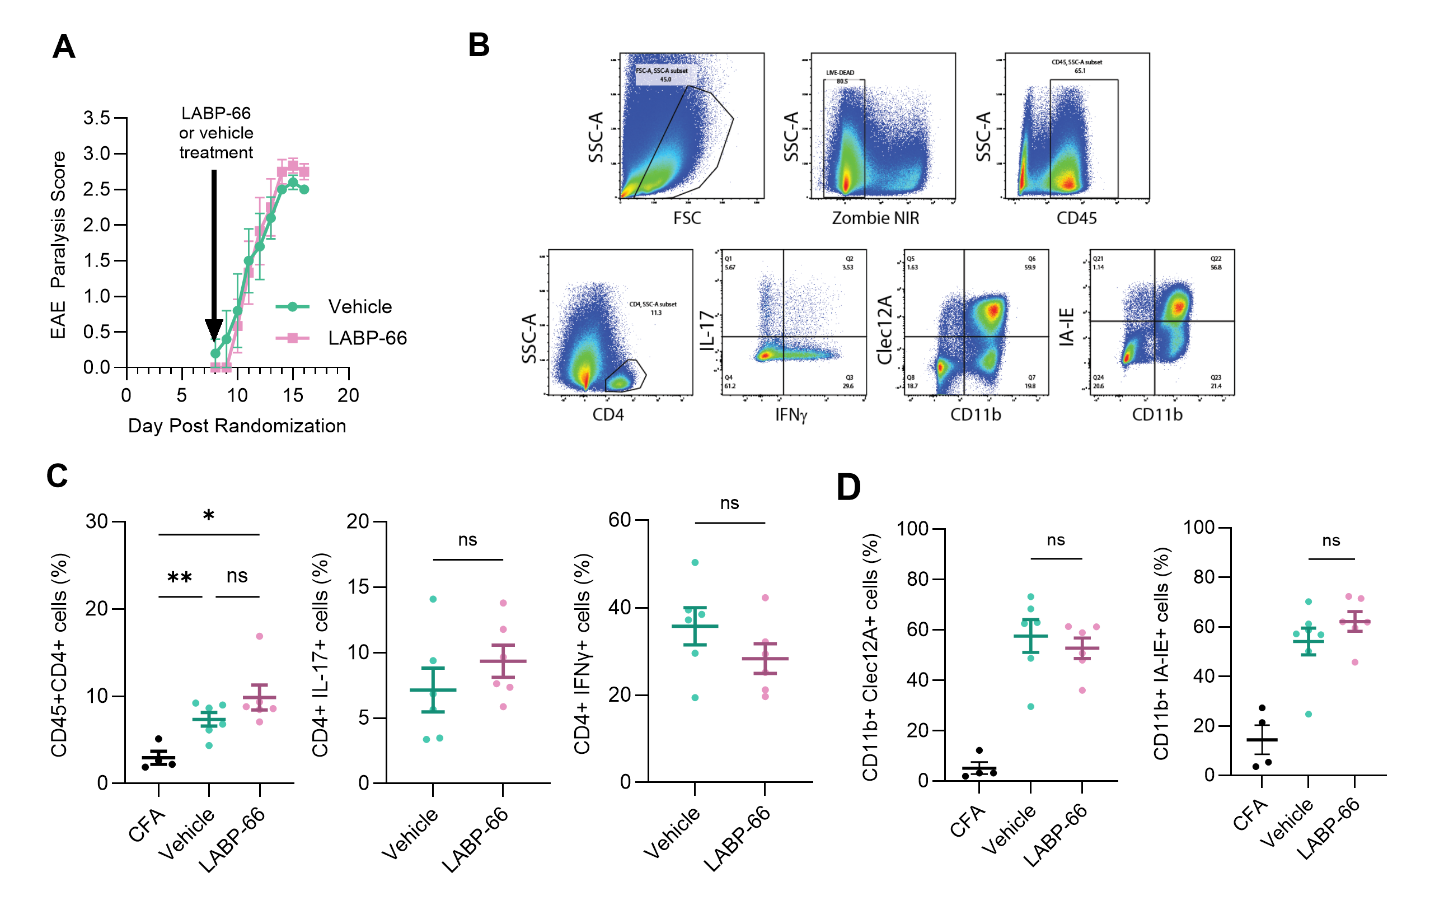

**Supplementary Figure 10. Effect of LABP-66 treatment on the immune cell infiltration into the spinal cord of mice at the peak of EAE.** **(A)** Wild-type 12-week-old female mice were immunized against MOG_35-55_ to induce EAE. After the development of paralysis (EAE score 1.0 or greater), mice were randomized to daily oral gavage with LABP-66 (20 mg/kg) or vehicle (0.5% methylcellulose). At 16 days post-immunization, mice were sacrificed, and spinal cords were isolated and processed for flow cytometry. **(B)** Gating strategy and **(C)** the quantification of immune infiltrate to the spinal cord. Cells including CD45^+^ cells as a proportion of total live cells; CD45^+^CD4^+^ cells, and the percentage of CD4+ cells that produce IFNγ or IL-17; **(D)** The percentage of myeloid cells, CD11b^+^Clec12A^+^ cells and CD11b^+^I-A/I-E^+^ cells as a proportion of total CD45^+^ live cells. All data is presented as mean ± SEM with statistical analysis performed by one-way ANOVA with Tukey’s multiple comparison test or unpaired Student’s t-test. *p<0.05, **p<0.01.

# Supplementary material for: NLRX1 limits inflammatory neurodegeneration in the anterior visual pathway
**Source:** J Neuroinflammation. 2025 Jan 28;22:21. doi: 10.1186/s12974-025-03339-0
**Supplement:** Supplementary file 2 — Supplementary Material 2

**Supplementary Table 1: Differentially Expressed Genes – Interaction of Genotype and Stimulus**.

From bulk RNA-seq experiment comparing *Nlrx1^-/-^* and WT primary cultured astrocytes stimulated with and without LPS+IFNγ, gene list generated by DESeq2 testing for a differential effect of LPS+IFNγ on *Nlrx1^-/-^* astrocytes compared to WT astrocytes. baseMean: Mean normalized expression across all conditions. 

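Each fold change of this table is a difference of differences, the log2 response of *Nlrx1*-/- astrocytes minus that of WT astrocytes, so a positive value can stand for a stronger rise or a weaker fall in *Nlrx1*-/-. DESeq2 divides it by its standard error to give the statistic, and it leaves genes with very low mean counts out of the adjustment. The first 1999 of the paper's 11643 genes were held here. Over them, the fold changes from DESeq2 with the same litter terms, run on counts recovered from the deposited CPM, had a Pearson r of 1.00 with the table across genes and a median ratio of standard errors of 0.992. That fit was chosen after the data were seen.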

Log2FoldChange: Fold change comparing *Nlrx1^-/-^* to WT on a log 2-fold change scale. lfcSE: Standard error of Log2FoldChange. Stat: Test statistic calculated by DESeq2. Padj: P.value for gene being differentially affected by LPS+IFNγ in *Nlrx1^-/-^* vs WT after adjusting for multiple comparisons.

**Supplementary Table 2: CAMERA Analysis of Genotype Treatment Interaction**.

From bulk RNA-seq experiment comparing *Nlrx1^-/-^* and WT primary cultured astrocytes stimulated with and without LPS+IFNγ, results of competitive gene set test (CAMERA) analysis for enrichment of genes after testing for differential effect of LPS+IFNγ on *Nlrx1^-/-^* vs WT astrocytes using the MSigDb Mouse Orthologue Hallmark Pathways. 

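CAMERA asks whether the genes of a set rank higher or lower in a comparison than the genes outside it. It allows for genes of a set moving together through a correlation between genes, which limma sets to 0.01 unless told otherwise, and a larger correlation gives larger p-values. The statistic ranked here was the moderated one from limma-voom for the interaction of genotype and treatment, so a set marked Up responded more in *Nlrx1*-/- astrocytes.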

NGenes: Number of genes in the pathway. Direction: Whether pathway is up (in *Nlrx1^-/-^*) or down (ie up in WT). FDR: PValue of enrichment adjusted for false discovery rate.

**Supplementary Table 3: Differentially Expressed Genes – *Nlrx1^-/-^* vs WT in Vehicle**

As in Supplementary Table 1. but testing for differentially expressed genes comparing *Nlrx1^-/-^* Vehicle condition to WT vehicle condition.

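This comparison sets litters of *Nlrx1*-/- mice against litters of WT mice, so the litters are its replicates. In the design formula the litter terms lie within genotype, and the value of the contrast depends on how they enter it. On counts recovered from the deposited CPM, DESeq2 with the litter terms averaged over the 4 litters of each genotype gave fold changes with a Pearson r of 1.00 with the table across 1986 of the first 1999 of the paper's 16484 genes, and a median ratio of standard errors of 0.979. That fit was chosen after the data were seen.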

**Supplementary Table 4: Differentially Expressed Genes - *Nlrx1^-/-^* vs WT in LPS+IFNγ**

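The table for LPS + IFNγ is read like the one for vehicle, with positive values for higher expression in *Nlrx1*-/- astrocytes. Over 1946 of the first 1999 of the paper's 16968 genes, DESeq2 with averaged litter terms on counts recovered from the deposited CPM, a fit chosen after the data were seen, gave fold changes with a Pearson r of 1.00 across genes and a median ratio of standard errors of 0.979.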

As in Supplementary Table 1, but testing for differentially expressed genes comparing *Nlrx1^-/-^* LPS+IFNγ condition to WT LPS+IFNγ condition.

**Supplementary Table 5: Upregulated GO terms in *Nlrx1^-/-^* vs WT in Vehicle**

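A hypergeometric test asks whether the called genes hold more members of a term than a draw of the same size from the background would. Terms of the gene ontology overlap, so many of the terms in the table share their genes and are not separate results. The outcome depends on which genes were called and on the background, here the genes of the universe with an annotation.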

From bulk RNA-seq experiment comparing *Nlrx1^-/-^* and WT primary cultured astrocytes stimulated with and without LPS+IFNγ, results of hypergeometric testing for enrichment of Biological Processes Gene Ontology Terms in the genes upregulated in *Nlrx1^-/-^* vs WT in Vehicle. GeneRatio: Ratio of genes differentially expressed and associated with the GO term to the total number of genes differentially expressed. BgRatio: Ratio of geneset to the total number of genes in the background universe. P.adjust: P.value for enrichment of term adjusted for false discovery. geneID: List of differentially expressed genes associated with that GO term. Count: Number of differentially expressed genes associated with that GO term.

**Supplementary Table 6: Downregulated GO terms in *Nlrx1^-/-^*  vs WT in Vehicle**

As in Supplementary Table 5, but for GO terms enriched in the downregulated genes comparing *Nlrx1^-/-^* vs WT in Vehicle

**Supplementary Table 7: Upregulated GO terms in *Nlrx1^-/-^* vs WT in IFNγ+LPS**

As in Supplementary Table 5, but for GO terms enriched in the upregulated genes comparing *Nlrx1^-/-^*  vs WT in the IFNγ+LPS condition.

**Supplementary Table 8: Downregulated GO terms in *Nlrx1^-/-^* vs WT in IFNγ+LPS**

As in Supplementary Table 5, but for GO terms enriched in the downregulated genes comparing *Nlrx1^-/-^*  vs WT in the IFNγ+LPS condition.

**Supplementary Table 9. Reagents used in cell culture experiments.**

| **Reagents** | **Type** | **Company** | **Catalog number** | **Dose** |
| --- | --- | --- | --- | --- |
| IL-6 | Cytokine | PeproTech | 216-16 | 30ng/ml |
| TGFβ | Cytokine | Invitrogen | PHG9214 | 3ng/ml |
| IL-23 | Cytokine | R&D Systems | 1887-ML-010 | 10ng/ml |
| IFNγ | Cytokine | PeproTech | 315-05 | 10ng/ml |
| Anti-IFNγ | Antibody | BioLegend | 505847 | 20µg/ml |
| Anti-IL-4 | Antibody | BioLegend | 504135 | 20µg/ml |
| Anti-CD3 | Antibody | BioLegend | 100359 | 2.5µg/ml |
| Anti-CD28 | Antibody | BioLegend | 102121 | 20g/ml |
| LPS | TLR4 agonist | Millipore Sigma | L6529 | 250-500ng/ml |
| HB-EGF | Growth factor | PeproTech | 100-47 | 5 ng/mL |

**Supplementary Table 10. Primary antibodies used for immunofluorescent staining and Western blotting**

| **Antibody** | **Source** | **Company** | **Catalog number** | **Dilution** |
| --- | --- | --- | --- | --- |
| β-Actin | Mouse | Cell Signaling Technology | 3700S | 1:5000 |
| Brn3a | Rabbit | Synaptic Systems | 11003 | 1:1000 |
| Brn3a | Guinea pig | Synaptic Systems | 411 004 | 1:1000 |
| CD3 | Rabbit | Agilent Technologies | A045201-2 | 1:200 |
| GFAP | Chicken | Invitrogen | PA1-10004 | 1:2000 |
| Iba1 | Rabbit | Wako Chemicals | 019-19741 | 1:500 |
| Iba1 | Mouse | Millipore Sigma | MABN92 | 1:500 |
| Myelin basic protein (SMI99) | Mouse | Biolegend | 808401 | 1:2000 |
| Neurofilament light chain | Rabbit | Encor Biotechnology | RPCA-NF-L-ct | 1:1000 |
| NLRX1 | Rabbit | ProteinTech | 17215-1-AP | 1:2000 |
| PSD95 | Rabbit | Abcam | ab182581 | 1:1000 |
| Phospho-c-Jun | Rabbit | Cell Signaling Technology | 3270S | 1:1000 |
| Sox9 | Rabbit | Millipore Sigma | AB5535 | 1:1000 |
| Synaptophysin1 | Chicken | Synaptic Systems | 101006 | 1:500 |

**Supplementary Table 11. Reagents used for flow cytometry**

| **Reagent** | **Type** | **Company** | **Catalog number** | **Dilution** |
| --- | --- | --- | --- | --- |
| Zombie NIR | Far-red viability dye | BioLegend | 423106 | 1:2000 |
| CD45 | Spark Blue 550 | BioLegend | 103166 | 1:400 |
| CD45 | BV605 | BioLegend | 103140 | 1:400 |
| CD4 | eFluor450 | eBioscience | 48-0041-82 | 1:400 |
| CD11b | BV510 | BioLegend | 101263 | 1:400 |
| IA/IE | BV785 | BioLegend | 107645 | 1:400 |
| Clec12A | APC | BioLegend | 143406 | 1:400 |
| Ly6G | BV650 | BioLegend | 127641 | 1:400 |
| Ly6G | PE | BD Bioscience | 551461 | 1:400 |
| IL-17 | FITC | eBioscience | 53-7177-81 | 1:200 |
| IFNγ | PerCp-Cy5.5 | BioLegend | 505822 | 1:200 |

**Supplementary Table 12: RT-qPCR Primer Nucleotide Sequences**

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| *Actb* | CTGGATGGCTACGTACATGG | ACCTTCTACAATGAGCTGCG |
| *AIF-1* | GTCCTTGAAGCGAATGCTGG | CATTCTCAAGATGGCAGATC |
| *C1qb* | CCAACGCGAACGAGAACTAT | GTGGTCACCTGGAAGGTGTT |
| *C3* | ACAACCTCGAGGAATCATGC | CCTTGTCTAGCCGGACATTC |
| *Ccl2* | TTAAAAACCTGGATCGGAACCAA | GCATTAGCTTCAGATTTACGGGT |
| *Ccl20* | GCCTCTCGTACATACAGACGC | CCAGTTCTGCTTTGGATCAGC |
| *Cxcl1* | GCTTGAAGGTGTTGCCCTCAG | AGAAGCCAGCGTTCACCAGAC |
| *GAPDH* | ACTCCACTCACGGCAAATTC | TCTCCATGGTGGTGAAGACA |
| *HPRT* | CTCATGGACTGATTATGGACAGGAC | GCAGGTCAGCAAAGAACTTATAGCC |
| *Ifna* | ATTGGCTAGGCTCTGTGCTTT | AGGGCTCTCCAGACTTCTGC |
| *Ifnb* | TTGCCATCCAAGAGATGCTC | TCAGAAACACTGTCTGCTGG |
| *Il1a* | CGCTTGAGTCGGCAAAGAAAT | CTTCCCGTTGCTTGACGTTG |
| *Il1b* | CCTTCCAGGATGAGGACATGA | TGAGTCACAGAGGATGGGCTC |
| *Il6* | TGATGGATGCTACCAAACTGG | TTCATGTACTCCAGGTAGCTATGG |
| *Lcn-2* | CCAGTTCGCCATGGTATTTT | CACACTCACCACCCATTCAG |
| *Ligp1* | GGGGCAATAGCTCATTGGTA | ACCTCGAAGACATCCCCTTT |
| *Nos2* | GCAAACATCACATTCAGATCCC | TCAGCCTCATGGTAAACACG |
| *PSMB8* | CAGTCCTGAAGAGGCCTACG | CACTTTCACCCAACCGTCTT |
| *Tnf* | TGTGCTCAGAGCTTTCAACAA | CTTGATGGTGGTGCATGAGA |

How the deposited data were processed for this re-analysis (not part of the article)

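RNA was sequenced from primary astrocytes of 4 WT and 4 *Nlrx1*-/- litters, each litter giving a vehicle library and an LPS + IFNγ library after 24 h, for 16 libraries. Conditions and litters were taken from the sample labels, and 0 libraries were left unmapped. The authors quantified transcripts with Salmon against the GRCm39 transcriptome and deposited, for each transcript and library, the expected count, which Salmon estimates without normalization. The authors also deposited Salmon's TPM and effective transcript lengths, of which the TPM served only as weights when the lengths were averaged per gene for the length offsets. The CPM values of the authors are length-scaled counts from tximport, filtered for low counts and divided by TMM-adjusted library sizes in limma-voom, so their column sums differ from those of unadjusted CPM. The log2 values the authors deposited are the log2 of these CPM with a small prior count.

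Expected counts were summed per gene over the transcripts whose RefSeq accession could be paired with a symbol, of which 70626 matched with the same accession version. Of the 35297 genes, 29220 were found in GENCODE M39 by symbol and 148 by another name, and their positions and GC content were taken from there. Since unpaired transcripts lower the counts of some genes, counts were also recovered from the deposited CPM through the factor most genes share in a library. Of 10287 genes compared, 6907 (67.1%) lay within 0.02 log2 of that factor in every library, and 309 fell short by over 1 log2 unit in a library. The recovered totals were between 99.8% and 100.1% of Salmon's, over 16707 genes. The precision of a gene's value follows from its reads, which are given for *Nlrx1* and for *Bmp2*, and from the spread between litters, which the standard errors hold.

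Differential expression was tested with edgeR 4.0.16 (quasi-likelihood, TMM, length offsets, filterByExpr at a minimum count of 10) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The interaction and the responses used the paper's design formula, with litters as blocks within genotype. The genotypes were compared in a fit of the 4 conditions without litter terms, because each litter has 1 genotype. The pairing by litter was checked on log2 CPM centred by condition. The libraries of a litter had a Pearson r across genes between 0.04 and 0.24, against a median of -0.04 for libraries of other litters of the genotype, and the consensus correlation of limma was 0.350. Gene lists were tested with camera and fry of limma 3.58.1 on limma-voom values, adjusted over 12 lists per comparison. Multidimensional scaling used limma. Other alternatives used DESeq2 1.42.0, and exact tests were run in R with data.table 1.17.8 for reading tables, and sums per gene and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The Reactome sets are those that come with fgsea 1.28.0, and their p-values were adjusted over the Reactome sets of a comparison alone.

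The genes named are *Nlrx1*, the genes the paper names in this experiment, and for each comparison the 3 genes up and 3 down with the largest change among called genes with a symbol that is not a provisional name, a mean of at least 1 CPM and no overlap between the litters of the genotypes. The rule was written before the data were examined, but values in the paper's tables had been seen. The lists cover NF-κB targets, the unfolded protein response, E2F targets, ribosome biogenesis, ribosomal proteins, splicing factors, nuclear transport, core autophagy genes, the Atg family, interferon responses, the genes the paper measured by qPCR and the respiratory chain. The interferon list had a median interaction of -0.24 (camera of limma, adjusted p = 0.570). The qPCR list, with 8 tested genes, had a median interaction of -0.04 and a mean of 0.20, which differ in sign (camera of limma, adjusted p = 0.958). The Hallmark sets and the full gene ontology terms were not used here.

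The fits were tested on simulated data in which 200 of 16066 genes, drawn from those with higher mean counts, were changed by 1 log2 unit. For the interaction, edgeR called 80.5% of the changed genes, and 4.73% of its calls were unchanged genes. With litters that differ within a genotype, 6.40% of the calls of edgeR in the 4-condition fit were unchanged genes, and 21.3% of those of DESeq2 in that fit. For the interaction the share was 15.1% with DESeq2. A fit that averages the litter terms had 56.6% of unchanged genes among its calls in edgeR and 69.5% in DESeq2. Camera and fry each called a changed set of 40 genes, shifted by 1 log2 unit, and 0 of 20 random sets. The genes were simulated independently of each other, so these calls do not test camera where the genes of a set move together. The alternatives set before the data were examined cover the test, the normalization, the length offsets, the count filter, the block, trends on gene length and GC content, the threshold, the set test, the gene set and leaving out each litter. Another 8 were added later and are named as such where they are used.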

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

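The tests of depth, of the exchanged labels, of the sex of litters on the exchanged split, of litters of 1 genotype set against each other, of splits under DESeq2 and at unadjusted p, and of exchanges within litters were chosen only after the results were seen.

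Among 160 groups of 4 libraries, 10 held a library far from the other 3, where chance gives about 1 in 20. The measure is the gap to the nearest library divided by the range of the group. *Nlrx1* in *Nlrx1*-/- LPS + IFNγ replicate 3 was at 1.11 log2 CPM, against 2.11 to 2.24 in the others (0.889). *Cebpd* in *Nlrx1*-/- vehicle replicate 3 was at 4.72, against 4.10 to 4.18 (0.872), and *Idh1* in *Nlrx1*-/- LPS + IFNγ replicate 3 at 8.05, against 7.88 to 7.90 (0.872). *Pak7* in WT LPS + IFNγ replicate 1 was at -2.30, against -6.17 to -5.75 (0.891), on paired transcripts that hold a small part of its reads. The ribosome biogenesis list in *Nlrx1*-/- vehicle replicate 2 had a mean of 6.12, against 5.47 to 5.54 (0.894), and fibroblast markers in WT vehicle replicate 4 had 2.32, against 1.54 in the lowest of the others (0.933). No biological explanation was tested for these single libraries.

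The litters differed in genes of the sex chromosomes, which the paper does not report on. The mean of 4 Y-linked genes in WT replicate 4 was -1.89 log2 CPM in vehicle, against 3.64 to 4.40 in the other WT libraries (0.879), and -1.06 in LPS + IFNγ, against 3.64 to 4.22 (0.890). *Xist* in *Nlrx1*-/- replicate 4 was at 2.31 in vehicle, against 10.39 to 10.62 (0.972), and at 1.48 in LPS + IFNγ, against 9.97 to 10.47 (0.945). Over litters the highest mean of the Y-linked genes lay 9.74 log2 units above the lowest. Pups of both sexes in differing numbers could give such levels, and the labels do not give the sex of the pups. The Y-linked genes were high in 3 of 4 WT litters and 1 of 4 *Nlrx1*-/- litters (exact permutation test, two-sided, p = 0.371). Sex and genotype are therefore confounded in part. Both genotypes hold litters high and low in Y-linked genes, but no fit with a term for sex was run. A share of the genotype differences that comes from sex therefore stays open.

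For 5 lists the response to LPS + IFNγ differed between the genotypes in the camera test of the interaction. The medians were 0.19 for the unfolded protein response, -0.61 for E2F targets, 0.18 for ribosome biogenesis, -0.22 for the respiratory chain and -0.13 for ribosomal proteins. Fry left all 5 above an adjusted p of 0.05, from 0.0593 for the respiratory chain to 0.377, as did an estimated correlation between genes. Removing each library's trend on GC content left the respiratory chain at -0.20, beyond its spread over litters of 0.0892, which argues against GC content as the whole cause. Removing the trend on gene length left -0.0726, within that spread, so a bias with gene length and a response of the pathway cannot be told apart here. A different composition of the cultures stays open for all 5 lists.

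Markers of ependymal cells, from a list written before the data were examined, were lower in *Nlrx1*-/- astrocytes for 11 of 11 tested genes, with a median of -1.01 in vehicle and -1.42 in LPS + IFNγ. The litter medians did not overlap in LPS + IFNγ (exact permutation test, two-sided, p = 0.0286, the smallest the design allows), and overlapped in vehicle (exact p = 0.0571). The most abundant, *Foxj1*, was at 7.71 log2 CPM in WT and 7.24 in *Nlrx1*-/- vehicle, and at 7.08 and 6.48 in LPS + IFNγ. A lower share of ependymal cells is a candidate explanation for part of the genotype differences, as is lower expression of these genes in astrocytes, and the cilium terms at the top of Supplementary Tables 6 and 8 cover genes of this kind. Markers of oligodendrocytes were lower for 9 of 9 tested genes, with a median of -1.34 in vehicle and -1.90 in LPS + IFNγ. *Cnp* was at 8.86 in WT and 8.50 in *Nlrx1*-/- vehicle, and *Mbp* at 7.15 and 4.81. Their litter medians overlapped (exact permutation test, two-sided, p = 0.0857), since *Nlrx1*-/- litter 3 lay among the WT litters in both treatments, so a different share of these cells and a spread between litters cannot be told apart. Markers of oligodendrocyte precursors were lower for 5 of 8 genes in vehicle (median -0.37) and 7 of 8 in LPS + IFNγ (median -0.79). Their litter medians overlapped in both treatments (exact permutation test, two-sided, p = 0.286 and 0.0571). A share of microglia is argued against, since 2 of 13 markers passed the low-count filter. Astrocyte markers were lower too, by a median of -0.36 in vehicle and -0.77 in LPS + IFNγ.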

How the results depend on the processing

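The fits with averaged litter terms or with the first litters as reference, DESeq2 without the litter block, the fits on recovered counts and the scaling of the deposited log2 CPM were chosen only after the data were seen. The cause of the changes below was not tested, except where fewer genes, fewer litters or a lower threshold make it plain.

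The responses to LPS + IFNγ kept their counts within 1.5 times under all alternatives run, except that an adjusted p below 0.01 left 2037 genes down in WT. Leaving out a litter gave 3088 to 3993 genes up and 2390 to 3437 down in WT, and 3484 to 4039 up and 3146 to 3745 down in *Nlrx1*-/-. Of 799 alternative values of 33 results for named genes, 641 kept direction and call, 67 lost the call, 88 gained it and 3 reversed. The tally leaves out *Pak7* in LPS + IFNγ on the deposited log2 CPM, where it is named *Pak5*. There it was -1.02 (limma, adjusted p = 0.0366), of the other sign to the 4.00 from edgeR.

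The interaction counts, 0 and 0 with edgeR, rose to 104 up and 181 down with DESeq2, to 132 and 247 with DESeq2 on recovered counts, and to 7 and 7 with DESeq2 without the litter block, the pairing within litters. The low-count filter left off gave 0 up and 1 down (*Gm26777*, named after its values were seen). Leaving out a litter gave 0 to 125 up and 0 to 192 down. Without KO replicate 3 the counts were 125 and 192, and without WT replicate 1 they were 1 (*Mcc*, named after its values were seen) and 0.

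The vehicle counts, 0 and 0 with edgeR, were 421 up and 252 down with DESeq2, 1641 and 1609 with DESeq2 and averaged litter terms, 1439 and 1368 with edgeR and averaged litter terms, and 20 and 47 with the first litters as reference. On recovered counts DESeq2 gave 494 and 331, and 1754 and 1744 with averaged litter terms. *Nlrx1* was the 1 gene called down by limma-voom, by limma on the deposited log2 CPM, without the low-count filter, with 10 counts in every library, with the replicate block and with litter as a random effect. Leaving out a litter gave 0 to 590 up and 0 to 720 down. The counts were 590 and 720 without KO replicate 3, 117 and 36 without WT replicate 1, and 0 and 3 without KO replicate 2 (*Gm15246*, *Nlrx1* and *Xkrx*, named after their values were seen).

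The LPS + IFNγ counts, 426 up and 382 down with edgeR, were 1179 and 1167 with DESeq2, 2155 and 2257 with DESeq2 and averaged litter terms, 1964 and 2210 with edgeR and averaged litter terms, and 44 and 67 with the first litters as reference. On recovered counts edgeR gave 670 up, DESeq2 1329 and 1328, and DESeq2 with averaged litter terms 2346 and 2472. They were 199 and 185 with limma-voom and 735 and 736 with limma on the deposited log2 CPM. With 10 counts in every library they were 640 and 623. The replicate block, which pairs litters of the same number across genotypes and is not the fit with averaged litter terms, gave 1014 and 1192. Litter as a random effect gave 658 down, and 832 and 857 genes were up with the trend on length or GC content removed. The 8 LPS + IFNγ libraries fitted alone gave 0 and 0, with 4170 genes at an unadjusted p below 0.05, and a threshold of 0.01 gave 1 up (*Mcc*) and 2 down (*Nlrx1* and *Gm26777*), of which *Mcc* and *Gm26777* are named after their values were seen. Leaving out a litter gave 0 to 1499 up and 1 to 1834 down. The counts were 630 and 767 without WT replicate 1, 0 and 1 without WT replicate 2, 0 and 2 without WT replicate 3, 0 and 1 without WT replicate 4, 148 and 72 without KO replicate 1, 7 and 6 without KO replicate 2, 1499 and 1834 without KO replicate 3, and 2 and 2 without KO replicate 4 (*Mcc* and *Trim9*, *Gm26777* and *Nlrx1*).

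The NF-κB list, with a median interaction of 0.20 and no call, was called without the low-count filter (0.24), in the Reactome set of activated TLR4 signalling (0.0900), without WT replicate 4 (0.16) and without KO replicate 1 (0.28), and reversed without WT replicate 1 (-0.0101). Leaving out a litter gave -0.0101 to 0.28. The adjusted p over its alternatives ran from 0.0127 to 0.552 on the same list, and was 0.00023 for the Reactome set. The calls of the respiratory chain (-0.22), the unfolded protein response (0.19), E2F targets (-0.61) and ribosomal proteins in vehicle (0.27) and LPS + IFNγ (0.13) were lost with an estimated correlation between genes. Fry lost the same calls but that of ribosomal proteins in vehicle. The Reactome set of the unfolded protein response (0.0508) was not called. Leaving out a litter gave -0.29 to -0.17 for the respiratory chain, 0.10 to 0.25 for the unfolded protein response, -0.73 to -0.43 for E2F targets, and 0.22 to 0.32 and 0.08 to 0.17 for ribosomal proteins.

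The NF-κB list in LPS + IFNγ (0.22, not called) was called as higher in *Nlrx1*-/- with DESeq2 (0.23), without length offsets (0.22), without the low-count filter (0.22), with the replicate block (0.20), and without WT replicate 2 (0.30), WT replicate 4 (0.28), KO replicate 1 (0.33) or KO replicate 3 (0.34). It was 0.13 without WT replicate 3 and 0.15 without KO replicate 2, with no call. The NF-κB list in vehicle (0.01, not called) fell to -0.0016 on the deposited log2 CPM and -0.0036 with 10 counts in every library. With the replicate block it was -0.0139. It was -0.0222 without KO replicate 2, -0.0088 without WT replicate 3 and -0.00053 without WT replicate 4, over a range of -0.0222 to 0.19. The qPCR list in vehicle (-0.12, not called) rose to 0.14 on the deposited log2 CPM, 0.30 with 10 counts in every library, 0.33 in the 8 libraries fitted alone, 0.08 without KO replicate 1, 0.32 without WT replicate 3 and 0.48 without WT replicate 4, over a range of -0.63 to 0.48. In LPS + IFNγ it was -0.90 with 10 counts in every library. With the trend on length or GC content removed, the respiratory chain in LPS + IFNγ was 0.11 or 0.0348 and the Atg family 0.0135 or 0.0047. E2F targets in LPS + IFNγ were 0.01 without KO replicate 2 and 0.0346 without WT replicate 1, over a range of -0.27 to 0.0346. With the first litters as reference, the vehicle difference was -0.0454 for *Nfkb1*, -0.0299 for *Smad3* and 0.0945 for *Glud1*.

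The first dimension of the scaling, 61.8%, was 51.0% with genes chosen per pair of libraries, 71.1% with 500 genes, 51.4% with all genes and 77.3% on the deposited log2 CPM, and 61.0% to 63.1% with a litter left out. The second, 7.91%, was 9.74%, 4.99% and 11.8% under the first of these, and 7.27% to 8.96% with a litter left out. The correlation of the genotype effects, 0.413, was 0.121 with DESeq2, which was fitted without the low-count filter, and 0.109 with edgeR without that filter. It was 0.552 on the deposited log2 CPM, 0.638 with 10 counts in every library and 0.585 in fits of 8 libraries. With a litter left out it was 0.258 to 0.419, 0.258 being the value without KO replicate 2.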

Differences from the paper's values

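The settings with averaged litter terms and on recovered counts were chosen only after the values were seen. The alternatives named as set before the data were examined are the others.

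The paper's counts of interaction genes are 125 higher and 235 lower in *Nlrx1*-/-, and edgeR gave 0 and 0, with 2469 genes at an unadjusted p below 0.05. Among alternatives set before the data were examined, DESeq2 with 104 and 181 and edgeR without KO replicate 3 with 125 and 192 fall within 1.5 times the paper's counts, and the others run do not. Of 78 genes that the paper calls in the held part of its table, DESeq2 dropped 22 and edgeR without KO replicate 3 dropped 45. DESeq2 on recovered counts, chosen after seeing the values, gave 132 and 247 and dropped 2 of the 78. The paper's methods name DESeq2 as the source of its lists of called genes.

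In vehicle the paper's gene ontology tests took 1645 called genes up and 1566 down, counting genes with an annotation, and edgeR called 0 and 0 over all genes. No alternative set before the data were examined falls within 1.5 times these counts. The largest counts among them were 590 and 720, from edgeR without KO replicate 3, which dropped 229 of the 371 genes that the paper calls in the held part of its table. DESeq2 with averaged litter terms, chosen after seeing the values, gave 1641 and 1609 and dropped 37 of the 371. Also chosen after seeing the values, edgeR with averaged litter terms gave 1439 and 1368 and dropped 90, and DESeq2 with averaged litter terms on recovered counts gave 1754 and 1744 and dropped 8.

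In LPS + IFNγ the paper's tests took 2184 called genes up and 2212 down, and edgeR called 426 and 382. Of the alternatives set before the data were examined, edgeR without KO replicate 3, with 1499 and 1834, falls within 1.5 times both and dropped 172 of the 530 genes that the paper calls in the held part of its table, and the others run do not. DESeq2 with averaged litter terms, chosen after seeing the values, gave 2155 and 2257 and dropped 57. Also chosen after seeing the values, edgeR with averaged litter terms gave 1964 and 2210 and dropped 85, and on recovered counts DESeq2 with averaged litter terms gave 2346 and 2472 and dropped 6.

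The paper gives TNFα signaling via NF-κB as a set that responded more in *Nlrx1*-/- astrocytes. The list of NF-κB targets used here, which is not the Hallmark set, had a median interaction of 0.20 and was not called. Its adjusted p was 0.110 (camera of limma), with 0.0127 to 0.552 over the alternatives on the same list. The Reactome set of activated TLR4 signalling, a different set of genes, gave 0.00023 (camera of limma). All 15 genes of the paper's heatmap went in the paper's direction.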

Other observations

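The tests of litters of 1 genotype set against each other, of depth, of the exchanged litters, of the splits under DESeq2 and at unadjusted p, and of exchanges within litters were chosen only after the results were seen.

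The 8 litters can be split into 4 and 4 in 35 ways. For the interaction and for vehicle at an adjusted p below 0.05, edgeR called 0 genes in the real split, with 2469 and 3152 genes at an unadjusted p below 0.05, so all 35 splits give as many by construction and the comparison says nothing about chance. For the 808 genes called in LPS + IFNγ and for the correlation of the genotype effects, 2 of the 35 splits gave as much, the real one included. The same share was found for genes at an unadjusted p below 0.05 for the interaction (2 of 35) and in vehicle (2 of 35), for the 285 interaction genes of DESeq2 (2 of 35), and for its 3250 genes in vehicle (2 of 35) and 4412 in LPS + IFNγ (2 of 35) with averaged litter terms. Chance in the makeup of the groups is therefore not excluded for the results with 2 of 35, and the other splits had medians of 0 genes in LPS + IFNγ by edgeR and 2 interaction genes by DESeq2. For the responses, 1 of 8 ways of exchanging the libraries within litters gave as many genes, the real one, in WT and also in *Nlrx1*-/- (1 of 8). The other ways gave 0 genes in WT and 0 to 2 in *Nlrx1*-/-, against 7053 and 7943 in the real one. A share of 1 of 8 is the smallest that these exchanges allow, so the share alone does not settle chance, while the counts lie far apart.

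The split that gave more genes than the genotypes has WT litter 1 and *Nlrx1*-/- litter 3 exchanged, with 2068 genes in LPS + IFNγ. Exchanged labels are argued against by *Nlrx1*, whose lowest level in WT litter 1 lay 2.26 log2 units above the highest in *Nlrx1*-/- litter 3. Each side of that split holds 2 litters high in Y-linked genes (exact permutation test, two-sided, p = 0.943), which argues against sex as its whole cause. Litter medians of astrocyte markers part the sides in both treatments, a difference seen only after the split was. In vehicle, centred on the WT mean, they were -0.75 to -0.25 in WT litter 1 and *Nlrx1*-/- litters 1, 2 and 4, and -0.10 to 0.29 in the others. In LPS + IFNγ they were -1.24 to -0.47 and -0.16 to 0.38. The cause of this difference was not tested.

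Other explanations were tested for the genotype differences. The depths of the *Nlrx1*-/- libraries lay within the range of the WT libraries in both treatments (exact permutation test, two-sided, p = 0.543 in LPS + IFNγ and 0.571 in vehicle), which argues against depth as the whole cause. Genes carried with the targeted locus could add differences near *Nlrx1*. Of 284 genes within 20 Mb of it, 11 were called in LPS + IFNγ, 3.87% against 5.23% elsewhere (Fisher's exact test, one-sided, p = 0.879), which argues against such genes as the main source.

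Averaging the litter terms takes the error of a genotype comparison from within litters, so differences between litters could count as genotype differences. DESeq2 between litters of 1 genotype, 2 against 2, called a median of 270.5 genes in LPS + IFNγ over 6 comparisons, with 13 to 1707, and 240.5 in vehicle, with 30 to 1015. Litters of WT against *Nlrx1*-/-, 2 against 2, gave medians of 1591.5 and 1124 over 36 comparisons. Differences between litters are thus a candidate source of part of the calls of that fit, and the genotype stays open as another.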
